# Cytological, physiological, and transcriptomic analyses of golden leaf coloration in *Ginkgo biloba* L

**DOI:** 10.1038/s41438-018-0015-4

**Published:** 2018-03-01

**Authors:** Wei-xing Li, Shun-bo Yang, Zhaogeng Lu, Zhi-chong He, Yun-ling Ye, Bei-bei Zhao, Li Wang, Biao Jin

## Abstract

*Ginkgo biloba* is grown worldwide as an ornamental plant for its golden leaf color. However, the regulatory mechanism of leaf coloration in *G. biloba* remains unclear. Here, we compared *G. biloba* gold-colored mutant leaves and normal green leaves in cytological, physiological and transcriptomic terms. We found that chloroplasts of the mutant were fewer and smaller, and exhibited ruptured thylakoid membranes, indistinct stromal lamellae and irregularly arranged vesicles. Physiological experiments also showed that the mutant had a lower chlorophyll, lower flavonoid and higher carotenoid contents (especially lutein). We further used transcriptomic sequencing to identify 116 differentially expressed genes (DEGs) and 46 transcription factors (TFs) involved in chloroplast development, chlorophyll metabolism, pigment biosynthesis and photosynthesis. Among these, the chlorophyll biosynthesis-related *PPO* showed down-regulation, while chlorophyll degradation-related *NYC/NOL* had up-regulated expression in mutant leaves. *Z-ISO*, *ZDS*, and *LCYE*, which are involved in carotenoid biosynthesis were up-regulated. Quantitative real-time PCR (RT-qPCR) further confirmed the altered expression levels of these genes at three stages. The alteration of *PPO* and *NYC*/*NOL* gene expression might affect chlorophyll biosynthesis and promote degradation of chlorophyll *b* to chlorophyll *a*, while the up-regulated genes *Z-ISO*, *ZDS* and *LCYE* enhanced carotenoid accumulation. Consequently, changes in the ratio of carotenoids to chlorophylls were the main factors driving the golden leaf coloration in the mutant *G. biloba*.

## Leaf color: Golden secrets of Ginkgo biloba

Studying a mutant variety of the popular ornamental tree *Ginkgo biloba* reveals insights into the molecular mechanisms controlling gold and yellow coloration in plant leaves. Biao Jin at Yangzhou University, China, and colleagues, compared the cell biology, physiology and gene activity of a gold-leafed mutant form of the tree and the normal green-leafed form. The golden mutant has fewer and smaller chloroplasts—the green bodies within cells that capture light energy during photosynthesis. These chloroplasts also have several disrupted internal structures. The levels of key pigment molecules, including chlorophylls, carotenoids and flavonoids are also altered in the mutant leaves. The most significant factor producing the golden coloration is an increased level of carotenoids relative to chlorophylls. Understanding the factors controlling leaf coloration might help horticulturists to manipulate this characteristic of ornamental trees and shrubs.

## Introduction

Leaf color is an important trait in ornamental plants, and leaf coloration has attracted widespread attention from both the public and researchers. The leaf color of higher plants is attributed to various leaf pigments, mainly chlorophyll, carotenoids and anthocyanin. The red leaves associated with anthocyanin have been extensively studied^1^. In contrast, despite being a common phenomenon, leaf yellowing has received less attention. Leaf yellowing is generally considered to be caused by chlorophyll breakdown unmasking yellow pigments, as chlorophyll dominates the major pigment content of normal green leaves. Accordingly, studies of leaf yellowing have generally focused on chlorophyll biosynthesis and degradation.

Because a series of enzymatic steps are involved in chlorophyll biosynthesis, blocking any step of chlorophyll synthesis in plants causes low chlorophyll content, resulting in green-deficient leaf color^2,3^. Many leaf color mutants with chlorophyll deficiencies have been studied^4–6^. Although leaf color mutants can function abnormally in terms of photosynthesis, they may also exhibit brighter non-green leaf coloration, which has esthetic value for ornamental plants. In fact, many cultivars with vivid foliage are propagated from such mutants, and the coloration mechanisms of leaf mutants have been studied at multiple levels. For example, the yellow leaf mutant of *Oryza sativa* exhibits abnormal chloroplasts in terms of morphology and distribution^7^. The yellow-striped leaves of a *Cymbidium sinense* mutant result from an increase in chlorophyll degradation and metabolism^6^. The yellow leaf mutation of *Lagerstroemia indica* is mainly due to differential expression of genes involved in chlorophyll biosynthesis and degradation^8^. Additionally, the yellow–white leaf mutant of *Camellia sinensis* utilizes genes related to metabolic pathways and carbon fixation for leaf coloration^9^.

*Ginkgo biloba* L. is known as one of the most ancient seed plants, and is thus referred to as a “living fossil”;^10^ it has been widely introduced around the world as an excellent landscape tree. The most attractive ornamental trait of *G. biloba* is its golden leaves in autumn. Despite the spectacular color, the mechanism underlying leaf coloration in *G. bilob*a remains poorly understood. In an early study of *G. biloba*, Matile et al^11^. reported that spectral optical properties change due to retention of carotenoids in yellow leaves in the autumn. Recently, Liu et al.^12^ analyzed the proteomic profiles of yellow and green *G. biloba* leaves and identified differentially accumulated proteins involved in energy metabolism, photosynthesis and carbon fixation. To better understand the mechanism of coloration and color variation in *G. biloba* leaves, it is important to compare yellow mutant leaves with green leaves under the same spatiotemporal and developmental conditions. Fortunately, our discovery of a novel golden-green striped mutant made such research possible.

In this study, we compared the golden–green striped mutant to normal green leaves in terms of structure, pigment content, chlorophyll synthesis precursors and transcriptomics. We identified differentially expressed genes (DEGs) and transcription factors (TFs) related to pigment biosynthesis and metabolism. Furthermore, we validated the expression of genes involved in leaf coloration using quantitative real-time polymerase chain reaction (RT-qPCR). Our results reveal the cytological, physiological and transcriptomic aspects of golden leaf coloration in *G. biloba* and provide a useful reference for leaf coloration studies of other plant species.

## Materials and methods

### Plant material

A healthy adult *G. biloba* tree bearing both normal green leaves and golden–green striped leaves was used in this study, after growing under natural conditions in the *Ginkgo* nursery of Yangzhou University (32°39′ N, 119°42′ E). Normal green leaves and golden–green striped leaves borne on the same short shoot of this tree were collected from May to July in 2015 and 2016 (Fig. 1a–c). For cytological, physiological and RNA-Seq experiments, yellow parts of the golden–green striped leaves (mutant leaves) and the green leaves (normal leaves) were sampled separately in May. For RT-qPCR, the mutant leaves and green leaves from three stages (May to July) were used. All of the samples were collected from the identical spatial sections of leaves (Fig. 1d, e), and immediately frozen in liquid nitrogen, and stored at −80 °C until use.

**Fig. 1:**
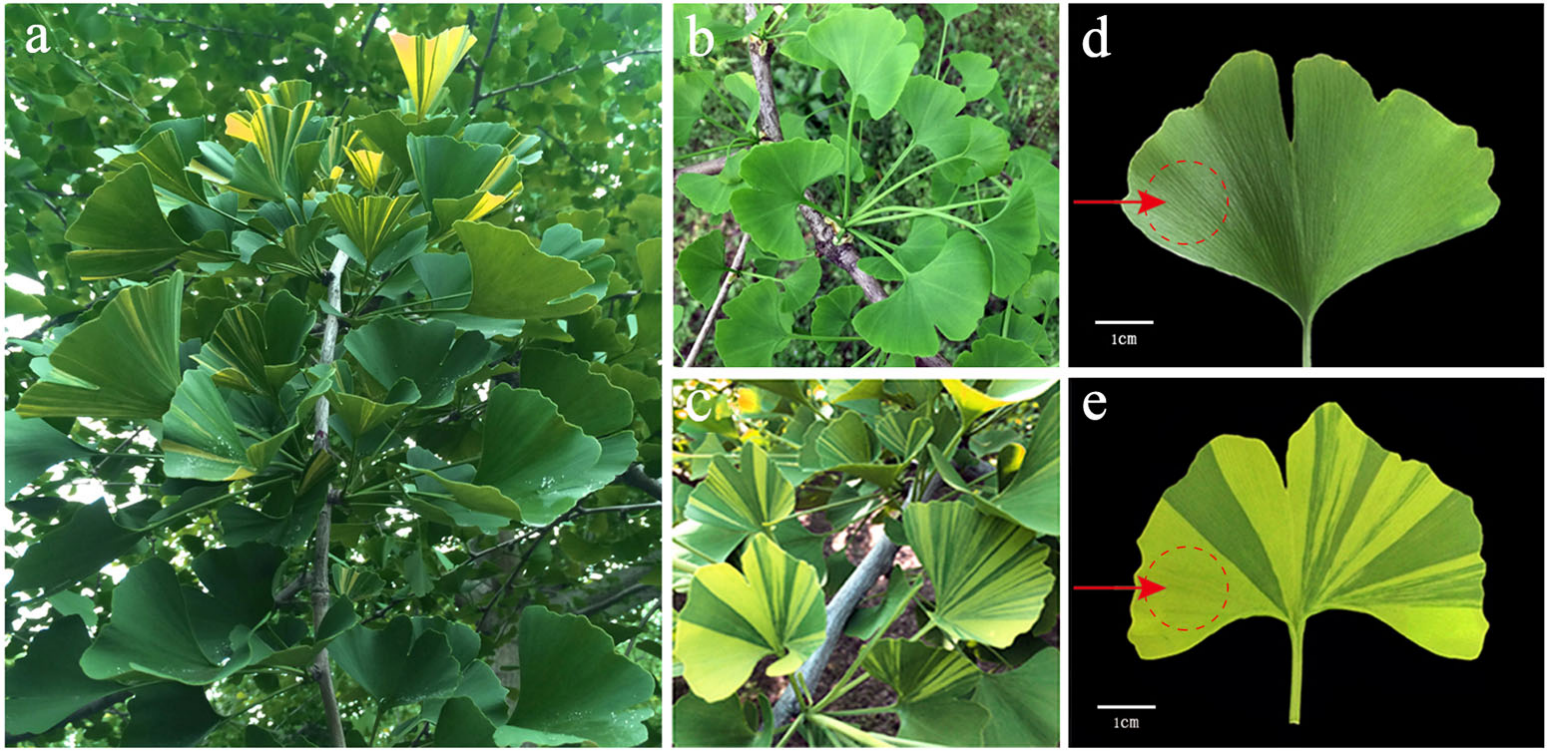
Phenotypes of normal green leaves and mutant leaves from the same short shoot of *Ginkgo biloba* in May. **a** Phenotype of the *G. biloba* tree. **b**, **d** Phenotype of the normal green leaf. **c**, **e** Phenotype of the mutant leaf. The red-dashed circles near arrows represent the sampling areas

### Measurements of chlorophyll, carotenoid, and flavonoid contents

Approximately 0.1 g of leaves from normal green leaves and the golden parts of mutant leaves (sampled in May) were cut into pieces and submerged in 80% acetone overnight to extract the chlorophyll. Next, the extract was measured spectrophotometrically at 665, 649, and 470 nm with a UV-1800 spectrophotometer (DU-800; Beckman Coulter, Brea, CA, USA). Soil-plant analysis development (SPAD) values were measured in situ on each type of leaf using a Chlorophyll Meter SPAD-502Plus (Konica Minolta, Osaka, Japan). To measure the contents of chlorophyll intermediaries, leaves were homogenized in nine volumes of 0.01 M phosphate-buffered saline, mixed on ice, and centrifuged (30 min at 2500 g). The supernatant was assayed separately with an ELISA kit (HengYuan Biological Technology Co., Ltd, Shanghai, China). Carotenoid components were measured using high-performance liquid chromatography, and total carotenoid and flavonoid contents were determined using a UV-1800 spectrophotometer. Three biological replicates were evaluated for each sample. The data thus obtained were analyzed using SPSS software (ver. 17.0; SPSS Inc., Chicago, IL, USA).

### Transmission electron microscopic observation

Samples dissected from normal green leaves and the golden parts of mutant leaves were cut into smaller sections approximately 0.5 × 0.5 × 0.5 mm in size. After pre-fixation in 4% glutaraldehyde for 24 h at 4 °C, followed by 1% OsO_4_ for 2 h, the tissues were dehydrated through an acetone series. For ultrastructural observations, 70-nm thick sections were cut with a Leica EM UC6 ultramicrotome (Leica Microsystems GmbH, Wetzlar, Germany), and stained with 1% (w/v) uranyl acetate and 1% (w/v) lead citrate. Leaf cells were observed and photographed using a Philips Tecnai 12 transmission electron microscope (JEOL Ltd., Tokyo, Japan). The chloroplasts in 30 randomly selected cells were counted using the ultrastructural images, and the average number of chloroplasts per cell was calculated. The mean size of chloroplasts in 30 intact chloroplasts distributed in different cells was determined using AutoCAD. The data obtained were analyzed using the SPSS software.

### RNA extraction and preparation of cDNA library

Total RNA was isolated from normal green leaves and the golden parts of mutant leaves using the MiniBEST Plant RNA Extraction Kit (TaKaRa, Dalian, China) (Fig. 1d, e). Two biological replicates were analyzed for each RNA sample. The quantity and quality of each RNA sample were assessed using 1% agarose gel electrophoresis and examined with a Nanodrop 1000 spectrophotometer (Nanodrop, Wilmington, DE, USA). RNA integrity and concentration were checked using an Agilent 2100 Bioanalyzer (Agilent Technologies, Inc., Santa Clara, CA, USA). Briefly, mRNA was first isolated using the NEBNext Poly (A) mRNA Magnetic Isolation Module (E7490; NEB, Ipswich, MA, USA). Then, the enriched and purified mRNA was broken into short RNA inserts of approximately 200 nt, which were used to synthesize the first and second strands of cDNA. Next, the double-stranded cDNA were subjected to end-repair, dA-tailing and adaptor ligation. Finally, suitable fragments were isolated and then enriched using polymerase chain reaction (PCR) amplification.

### Illumina deep sequencing and data analysis

The cDNA libraries constructed from the samples were sequenced on a flow cell using the Illumina HiSeq™ 4000 sequencing platform (Illumina, San Diego, CA, USA). cDNA library construction and sequencing were performed by Beijing Biomarker Biotechnology Co. Ltd (Beijing, China). From the raw reads, low quality reads, such as adaptor sequences, and reads with >10% unknown nucleotides were removed using a Perl script. The clean reads, which were filtered from the raw reads, were mapped to a *G. biloba* reference genome (http://gigadb.org/dataset/100209) using HISAT v2.0.4 software with default parameters. All clean data were deposited in the NCBI Sequence Read Archive. The read counts for each gene were calculated with HTSeq v0.6.1, and gene expression levels were estimated as fragments per transcript kilobase per million fragments mapped (FPKM) values. All DEG data sets are available at the NCBI SRA under accession number GSE103827.

### Identification and functional analysis of DEGs

To identify genes that were differently expressed between the libraries created from normal green leaves and gold-colored mutant leaves, the DESeq R package (ver. 1.18.0) was used in this study. DESeq provides statistical routines for identifying differential expression in gene expression data using a model based on the negative binomial distribution. To control for the false discovery rate, *P*-values obtained from DESeq were adjusted using the Benjamini approach^13^. Genes with an adjusted *P*-value < 0.05 were considered differentially expressed. The DEGs identified were used for Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analysis. GO enrichment analysis of DEGs was performed using the GOseq R package. GO terms with corrected *P*-values < 0.05 were considered significantly enriched among differently expressed genes. To further elucidate the biological functions of DEGs, they were assigned to the diverse pathways of the KEGG database. Then, KOBAS software was used to test the statistical enrichment of DEGs within KEGG pathways. Annotations of DEGs were retrieved from the *Ginkgo biloba* Genome Annotation Project. Venny software (http://bioinfogp.cnb.csic.es/tools/venny/index.html) was used to identify overlapping DEGs among different samples.

### RT-qPCR analysis

The RT-qPCR experiments were used to confirm and analyze the basic expression levels of a subset of candidate genes. Total RNA was isolated from normal green leaf and gold-colored mutant leaf samples collected in May, June and July, as described above. Each RNA sample was treated with gDNA Eraser following the manufacturer’s instructions to eliminate any contaminant gDNA, using 1 μg of total RNA. The treated RNA solution (10 μL) was subjected to reverse transcriptase reactions via PrimeScript™ Reverse Transcriptase Reagent Kit with gDNA Eraser (Perfect Real Time; TaKaRa) in accordance with the manufacturer’s protocol. Gene-specific primers were designed using Primer 5.0 (Supplementary Table S4). The *G. biloba* gene GAPDH was used as an internal reference gene. RT-qPCR was performed using the CFX96™ Real-Time System (Bio-Rad, Hercules, CA, USA) with the SYBR Premix Ex Taq™ Kit (Perfect Real Time; TaKaRa) in accordance with the manufacturer’s protocol. RT-qPCR conditions were as follows: 30 s at 95 °C for denaturation, followed by 40 cycles of 5 s at 95 °C, 30 s at 55 °C, and 10 s at 72 °C. All reactions were performed in three biological replicates, and the resultant threshold cycle (Ct) values were determined using Bio-Rad CFX Manager software (ver. 1.6.541.1028). Relative expression levels of target genes were calculated with the 2^−ΔΔCt^ comparative Ct method^14^.

## Results

### Cytological changes in mutant leaves

The gold-colored leaf mutant of *G. biloba* was obtained through normal growth on the same plant and branch as green leaves due to a bud mutation. At the beginning of the growth period in April, the mutant leaves exhibited no difference from normal green leaves. Then, the mutant gradually differentiated into golden-striped leaves from May to August, while the normal leaves of *G. biloba* remained green. The normal green leaves and the green stripes of the golden mutant leaves gradually turned yellow in September and were completely yellow by late November to early December.

We further compared the ultrastructure of chloroplasts in normal green leaves and the golden parts of mutant leaves. In the mesophyll cells of normal green leaves, chloroplasts showed typical structures, with small starch granules and few plastoglobuli (Fig. 2a, b) with distinct thylakoid membranes and stromal lamellae (Fig. 2c). In contrast, ultrastructural analysis of chloroplasts in the mutant leaves revealed ruptured thylakoid membranes, indistinct or absent stromal lamellae, and some chloroplasts containing irregularly arranged vesicles (Fig. 2d, e). Furthermore, in the mutant leaves, chloroplasts were crowded with a large number of vesicles and filled with numerous plastoglobuli (Fig. 2f). Additionally, the average number of chloroplasts per cell and mean chloroplast size in the mutant leaves were significantly lower than those of normal green leaves (Fig. 2g, h).

**Fig. 2:**
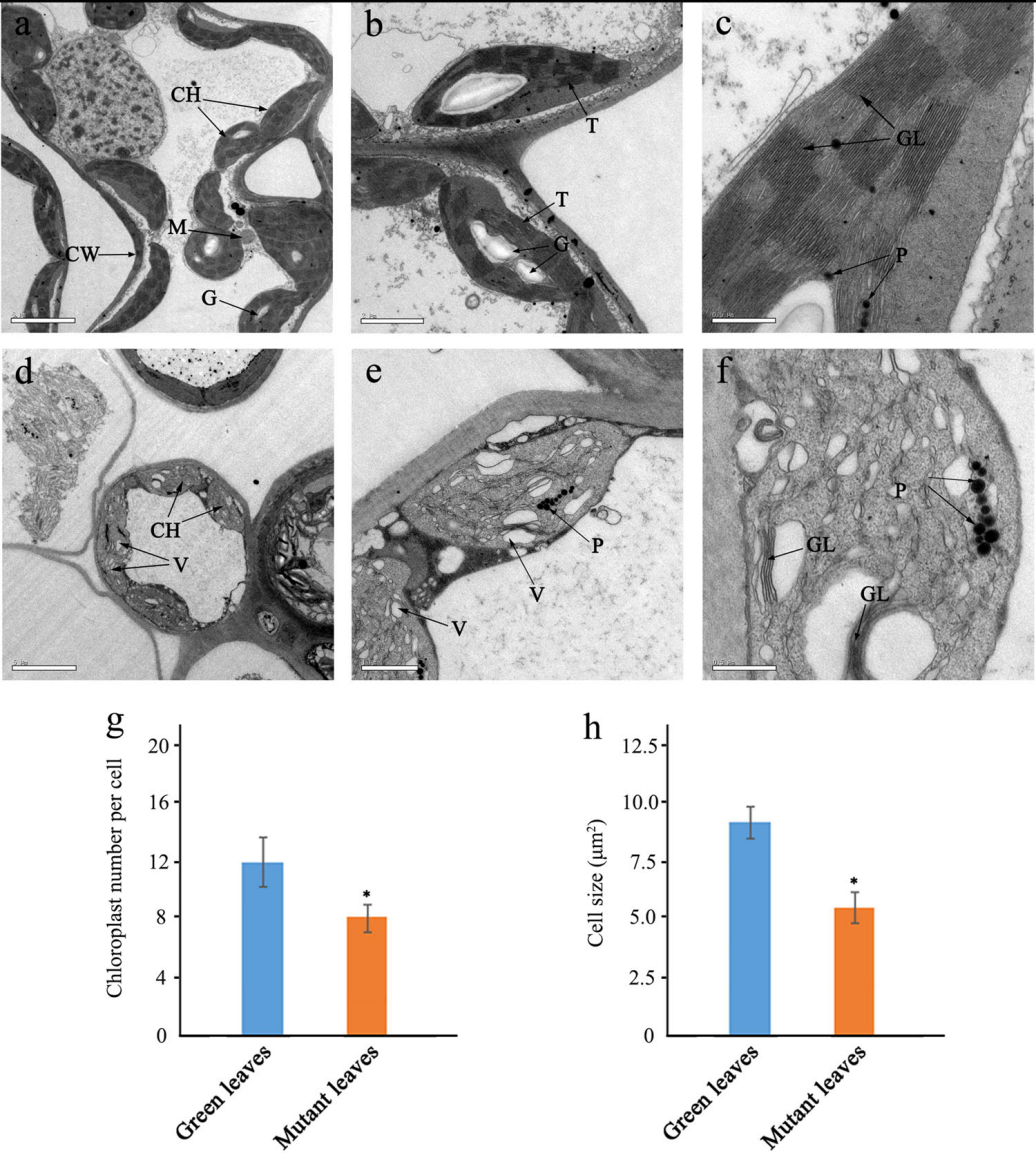
Chloroplast ultrastructure on a normal green leaf and mutant leaves in *G. biloba*. **a**, **b**, **c** Chloroplast ultrastructures showing typical structures and distinct thylakoid membranes in the normal green leaf. **d**, **e**, **f** Abnormal chloroplast ultrastructures contained irregularly arranged vesicles filled with numerous plastoglobuli in the mutant. Bars = 5 μm (**a**, **d**), 2 μm (**b**), 1 μm (**e**), 0.5 μm (**c**, **f**). CH chloroplast, CW cell wall, M mitochondria, V vacuole, P plastoglobuli, T thylakoid grana, G granulose, GL grana lamella (**g**, **h**) The average number of chloroplasts per cell and mean chloroplast size were lower in the mutant leaves

### Physiological changes in the mutant leaves

In parallel with the evident cytological changes in mutant leaves, we analyzed changes in the pigment contents of normal green leaves and mutant leaves. Compared with the normal leaves, the mutant leaves showed an 18.4% decrease in chlorophyll *a* content and a 59.5% decrease in chlorophyll *b* content (Fig. 3a). We further calculated the SPAD value, and found that in normal green leaves it was 57.8, i.e., greater than the 24.3 of the mutant, indicating abnormal or delayed metabolism of chlorophyll in the mutant leaves of *G. biloba* (Fig. 3b). Further detailed analysis showed that the chlorophyll synthesis precursor porphobilinogen, uroporphyrin III (Urogen III) and coproporphyrin III (Coprogen III) contents increased significantly, by about 10–20%, in the mutant leaves. On the other hand, the protoporphyrin IX (Proto IX), magnesium protoporphyrin (Mg-Proto) and protochlorophyllide (Pchlide) contents decreased markedly, by about 10–15%, in the mutant leaves compared with normal green leaves (Fig. 3c). In addition, the total carotenoid content of mutant leaves was 0.25 mg/g, which was higher than that of normal green leaves (0.17 mg/g; Fig. 3d). Then, we measured the major carotenoid components in our samples. The lutein content of the mutant was significantly higher than that of the green leaves, whereas we detected no significant differences among the other carotenoid components (Fig. 3e). The ratio of carotenoids to chlorophylls in the mutant (approximately 0.21) was two-fold higher than that in green leaves (approximately 0.10). Additionally, the total flavonoid contents in the mutant were lower than those in the green leaves (Fig. 3f).

**Fig. 3:**
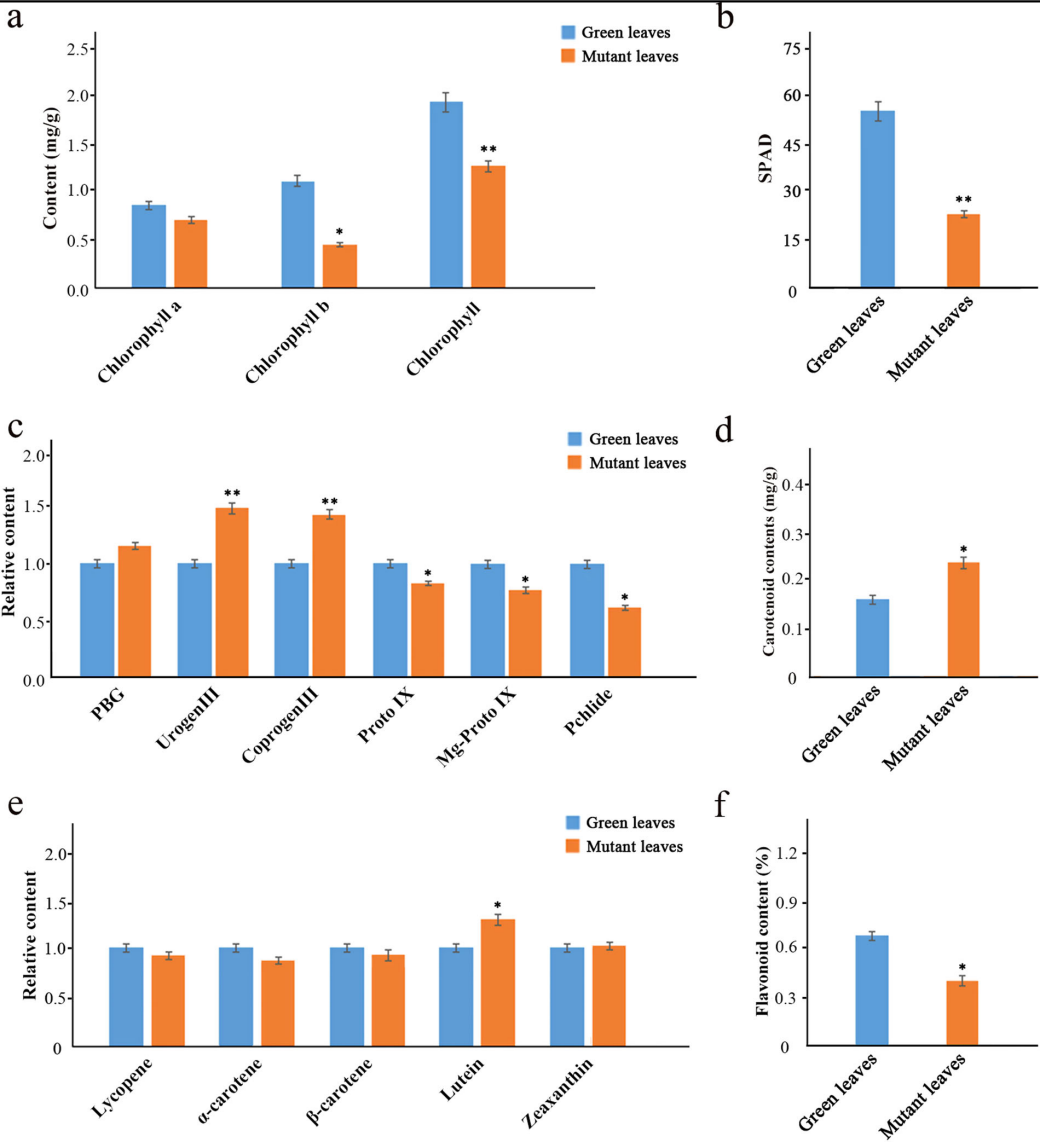
Determination of pigment contents in *G. biloba*. **a** Chlorophyll contents of normal green and mutant leaves **b** Soil-plant analysis development (SPAD) values of normal green and mutant leaves. **c** Relative content of chlorophyll intermediaries between normal green and mutant leaves. **d** Total carotenoid contents of normal green and mutant leaves. **e** Relative content of carotenoid components between normal green and mutant leaves. **f** Total flavonoid contents of normal green and mutant leaves. Asterisks indicate: (*) *P* ⩽ 0.05, (**) *P* ⩽ 0.01

### Transcriptomic alterations in mutant leaves

Based on the phenotypes described above, as well as ultrastructural and physiological changes, we speculated that the expression pattern of genes responsible for chloroplast development and division, as well as pigment biosynthesis, had been altered in mutants. To test our hypothesis, a transcriptomic comparison was carried out. 

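RNA from normal green leaves and from the golden parts of mutant leaves, collected in May, was sequenced with 2 libraries per leaf type, 4 in all. The paper took both leaf types from a short shoot of a single tree, with collections in 2 years. It does not give the year of each library. The spread and every p below therefore describe samples of this tree and not differences between trees. The labels of the deposited samples describe the mutant tissue as the striped leaves, while the paper states that the golden parts were used. The authors mapped the clean reads to the G. biloba genome with HISAT 2.0.4 and counted them per gene with HTSeq 0.6.1. They deposited, for each library, the read count and the FPKM, which is scaled for gene length and library depth, of 43049 genes. Of these genes, 41840 carry the Gb identifiers of the genome annotation and 1209 carry identifiers of another type, such as Novel01167. Read counts on genes summed to 14086193 in green replicate 1, 18104348 in green replicate 2, 16974694 in mutant replicate 1 and 12456914 in mutant replicate 2.
The counts were tested as deposited with edgeR 4.0.16, using TMM normalization, its filter on low counts, its quasi-likelihood test of mutant against green leaves and Benjamini-Hochberg adjustment over the 21809 genes kept. Genes with an adjusted p below 0.05 were taken as DEGs, the threshold of the paper's methods. A positive log2 fold change means higher expression in the mutant. Expression is given below as CPM, the count scaled to a common library size with the TMM factors, as mean ± SD over the 2 libraries of a leaf type. The common dispersion between replicates was 0.0184, a coefficient of biological variation of 0.136. An exact permutation test on 2 libraries against 2 cannot go below p = 0.33, so every p rests on the spread that edgeR shares between genes. Replicate numbers are shared by the leaf types in the labels, but libraries with the same number did not deviate together (correlation across genes -0.151). With 2 libraries per leaf type, the value for different numbers (0.151) only mirrors this one and is no separate comparison. The fit with the replicate number as a block gave 6217 DEGs, against 7468 without this pairing.
A count divided by its FPKM depends only on the length of the gene and the depth of the library, so its ratio between libraries should be the same for all genes. Of the 27234 genes with counts in at least 2 libraries, 27166 had the ratio of their own libraries. In the other 68 genes both the count and the FPKM followed the depths of the other leaf type, with green replicate 1 exchanged for mutant replicate 1 and green replicate 2 for mutant replicate 2. Of these 68 genes, 34 belong to the 133 genes that the paper lists in Tables S2 and S3 and Figs. 4b and 6b, and all 34 were lower in the mutant as deposited. The other 34 all carry identifiers of the second type and were all higher in the mutant as deposited. Main values are those deposited. The edgeR fit and CPM scale these 68 genes to the depths of the labelled libraries, which the genes do not follow. Their median difference between replicates was 0.79 on the log2 scale as deposited and 0.18 after the interchange. At each conclusion that rests on some of the 68 genes, the values with green and mutant interchanged in these genes are given as well, an alternative chosen after seeing the data.

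**Figure D1:**
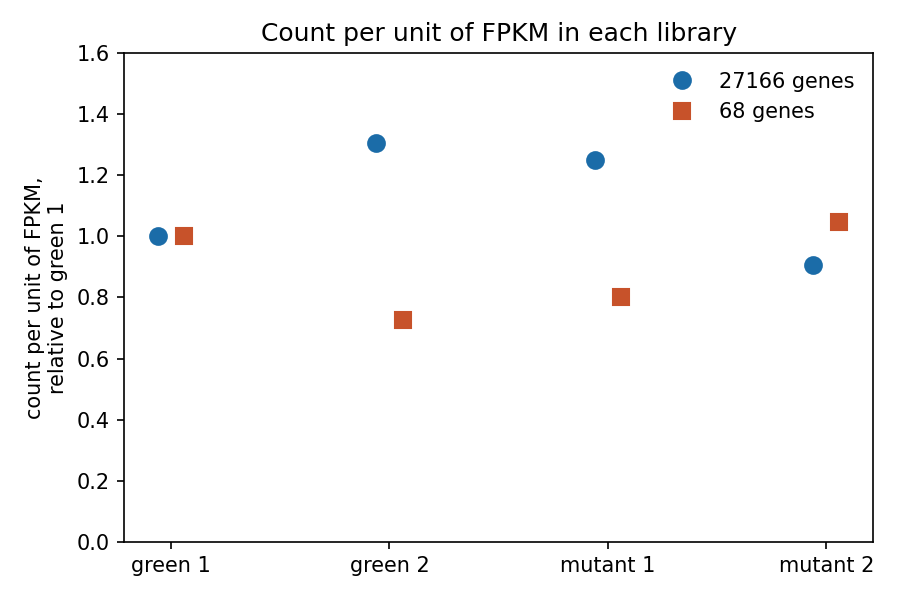
Count per unit of FPKM in each of the 4 libraries, relative to green replicate 1, for the 27166 genes that follow the depth of their own library (circles) and for the 68 genes that do not (squares). In green replicate 2, mutant replicate 1 and mutant replicate 2 the circles lie at 1.3068, 1.2497 and 0.9067 and the squares at 0.7256, 0.8002 and 1.0457.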

In this comparison, approximately 5.81–8.12 GB of clean bases were produced using an Illumina Hi-Seq^TM^ 4000 sequencer. After stringent quality checks and data cleanup, 39.2–54.9 million clean reads were obtained through sequencing of the cDNA libraries prepared from normal green leaves and mutant leaves. The clean sequence data were deposited into the Short Read Archive database of the NCBI. 

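The deposited counts on genes were smaller than the numbers of mapped reads. They came to 37.91% and 37.19% of the uniquely mapped reads of Table S1 in the 2 green libraries and to 36.24% and 35.78% in the 2 mutant libraries. The paper does not state whether reads were paired. If a count stands for a pair of reads, these shares compare different units. A count above 0 was recorded for 26559 and 26909 genes in the green libraries and for 26588 and 26755 genes in the mutant libraries. The 10 genes with the most counts took 8.04% and 7.05% of all counts in green leaves and 9.15% and 9.62% in the mutant.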

Then, a total of 37.0–51.7 million reads were mapped to the *G. biloba* genomic database, with match ratios in the range of 94.16–94.69% (Table S1).

FPKM methods were used to analyze gene expression patterns in both types of library. 

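A gene was taken as expressed in a leaf type when its mean FPKM over the 2 libraries was above 1, since no cut-off is stated in the paper or its supplement. As deposited, 20431 genes were expressed in normal green leaves and 20236 in mutant leaves, and 19374 of them were shared. Expression above the cut-off was found only in green leaves for 1057 genes and only in mutant leaves for 862 genes. The single libraries held 20367 and 20400 genes above an FPKM of 1 in green leaves and 20082 and 20279 in the mutant. As totals, the 2 leaf types differed about as much as the 2 mutant libraries did. These totals do not compare which genes were expressed. The cut-off moved the specific genes most, with 1416 genes found only in green and 1596 only in mutant leaves at any mean FPKM above 0. With the values of the 68 genes that follow the other leaf type's depths interchanged, an alternative chosen after seeing the data, the numbers were 20442 in green leaves, 20225 in the mutant, 1068 only in green leaves and 851 only in the mutant.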

When comparing the two types of library with respect to the FPKM calculation, 20,442 and 20,225 genes were identified in the cDNA libraries, while 1068 and 851 genes were expressed specifically in normal green leaves and mutant leaves, respectively (Figure S1). 

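In the edgeR quasi-likelihood test at an adjusted p below 0.05, 7468 of the 21809 tested genes were DEGs between mutant and green leaves. Of these, 3422 were up-regulated and 4046 down-regulated in the mutant. DESeq2, the successor of the package used in the paper, gave 5266 DEGs at the same threshold, 2297 up-regulated and 2969 down-regulated. The threshold moved these numbers most. At an adjusted p below 0.01 and a fold change above 2, 651 genes were up-regulated and 1409 down-regulated, and at an unadjusted p below 0.01 and the same fold change the numbers were 976 and 1895. With the replicate number as a block, 2751 genes were up-regulated and 3466 down-regulated. Fits that left out 1 library each gave between 3941 and 5501 DEGs, so the size of the list depends on single libraries. On simulated counts with 200 genes changed by 1 or 2 on the log2 scale, the same test recovered 79.5% of them and 7.6% of its calls were false. Far fewer genes changed there than were called here, and the simulated spread followed edgeR's trend without variation between genes. These rates need not hold for the list of DEGs.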

A total of 5235 DEGs (*P*-value < 0.01, |fold-change| > 2) were detected, including 2933 up-regulated genes and 2302 down-regulated genes (Figure S2). The functions of these DEGs were classified according to the GO database using the Blast2GO software suite. Up-regulated DEGs were enriched in the GO terms “catalytic activity” and “single-organism process”, while down-regulated DEGs were enriched in the “carbohydrate phosphatase activity” and “RNA metabolic process” terms (Figure S3). In addition, all DEGs were matched and assigned to 116 KEGG pathways. The main enriched pathways were “Biosynthesis of secondary metabolites,” “Phenylalanine metabolism,” and “Porphyrin and chlorophyll metabolism” (Figure S4a). In mutant leaves, many down-regulated DEGs were enriched in “Biosynthesis of secondary metabolites,” whereas some up-regulated DEGs were enriched in “Porphyrin and chlorophyll metabolism” and “Carotenoids biosynthesis” pathways (Figure S4b, c; red arrow).

### Genes regulating chlorophyll development and metabolism are involved in leaf coloration

Chloroplast development and division plays an important role in the coloration of plant leaves. We identified DEGs regulating chloroplast development and division in transcriptomic data based on KEGG pathway annotations. The *GLK* (Golden 2-like) gene family acts as a regulatory factor for chloroplast development, and *Ftsz* genes are involved in cell division. Compared with normal green leaves, the *GLK1* gene showed down-regulated expression, and the expression levels of *Ftsz* genes were similarly reduced in the mutant (Table S2).

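Table S2 lists 1 GLK gene and 3 Ftsz genes. GLK (Gb_05662) had 84.86 ± 27.95 CPM in green leaves and 46.04 ± 20.88 in the mutant (SD, n = 2 each), a log2 fold change of -0.89 (standard error 0.32, adjusted p = 0.069) from edgeR's quasi-likelihood test as deposited. The Ftsz genes Gb_17194 and Gb_27796 had log2 fold changes of -0.40 (adjusted p = 0.34) and -0.34 (adjusted p = 0.51), and both turned to above 0 when green replicate 1 was left out. None of these 3 genes passed the threshold in this fit, but with limma on log2(FPKM + 1) all 3 were lower past it, with adjusted p of 0.0037, 0.016 and 0.023. The remaining Ftsz gene, Gb_29948, was higher in the mutant, at 0.50 (standard error 0.12, adjusted p = 0.016). GLK, Gb_17194 and Gb_27796 are among the genes whose counts and FPKM follow the depths of the other leaf type. Interchanging green and mutant values in these genes, chosen after seeing the data, moved them most and gave log2 fold changes of 1.17 (adjusted p = 6.3e-04), 0.63 (adjusted p = 0.0067) and 0.58 (adjusted p = 0.0081). The paper concludes that expression of GLK1 and the Ftsz genes was reduced in the mutant. It also reports GLK lower by RT-qPCR in May, June and July, the direction of the deposited values, and fewer and smaller chloroplasts.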

Chlorophylls are essential to photosynthesis, light harvesting, and energy transduction. The chlorophyll metabolic pathway always includes the following three phases: biosynthesis of chlorophyll *a*, interconversion between chlorophylls *a* and *b*, and degradation of chlorophyll *a*^15,16^. In our study, 18 DEGs related to chlorophyll biosynthesis and five DEGs associated with chlorophyll degradation were identified based on KEGG pathway assignments (Table S2). 

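All 18 chlorophyll biosynthesis genes and all 5 degradation genes of Table S2 were among the tested genes. As deposited, 12 of the 18 biosynthesis genes had an adjusted p below 0.05 in the edgeR test, 8 of them higher and 4 lower in the mutant. With the replicate number as a block, 10 passed. HEME (Gb_19378) and PPO Gb_09336 then had an adjusted p of 0.053 each. The 7 HEM genes of the early steps were all higher, with log2 fold changes from 0.45 for HEMA (Gb_08295) to 1.87 for HEMF (Gb_37977). HEMA Gb_37725, the more expressed of the 2 HEMA genes, rose from 341.8 ± 33.34 to 604.97 ± 27.95 CPM (SD, n = 2 each), a log2 fold change of 0.82 (standard error 0.13, adjusted p = 0.0039). The later genes CHLM (Gb_19731), CRD (Gb_35840) and CHLG (Gb_24083) were lower without passing the threshold in this fit, with log2 fold changes of -0.42 (adjusted p = 0.32), -0.31 (adjusted p = 0.49) and -0.51 (adjusted p = 0.31). With limma on log2(FPKM + 1), all 10 of the lower biosynthesis genes passed the threshold. All 10 biosynthesis genes that were lower in the mutant follow the other leaf type's depths, while the 8 that were higher follow their own. After these genes were interchanged, an alternative chosen after seeing the data, all 18 biosynthesis genes were higher in the mutant at an adjusted p below 0.05, with log2 fold changes from 0.46 to 1.88. All 5 degradation genes follow their own libraries and were higher in the mutant, by 0.62 to 1.22 on the log2 scale.

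**Figure D2:**
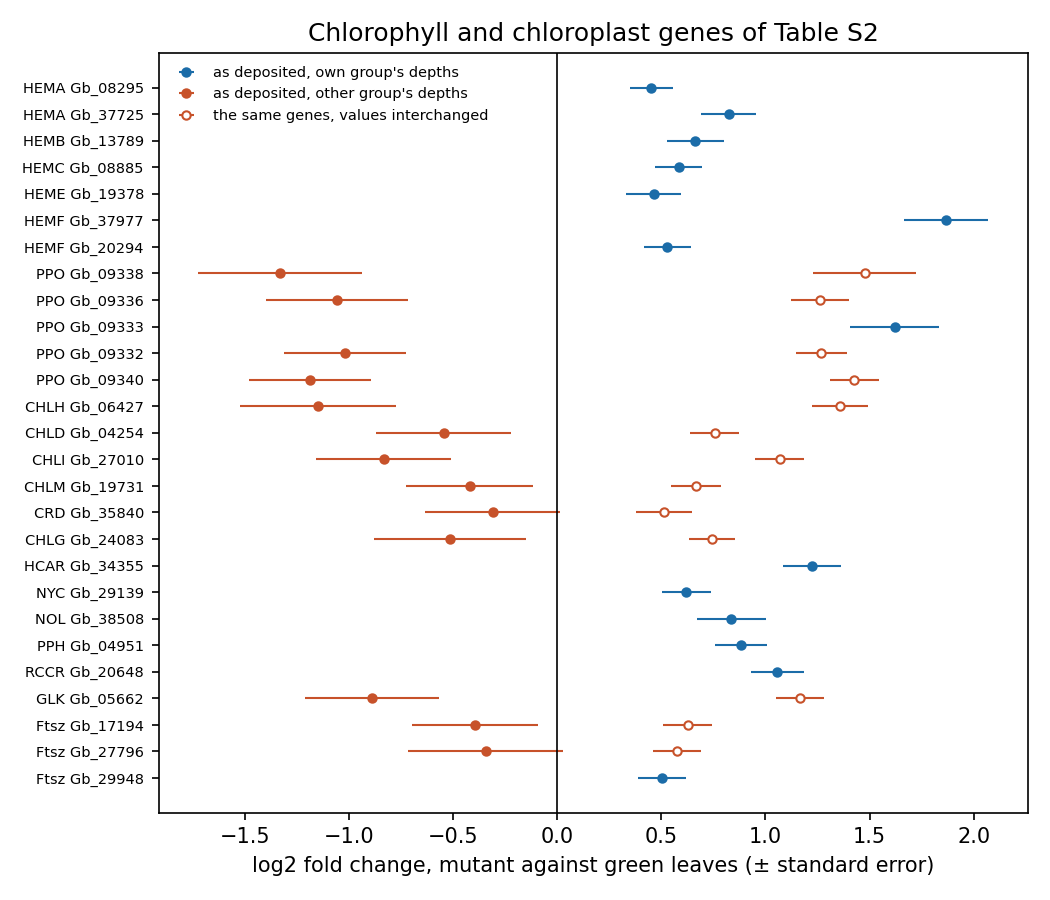
Log2 fold change (mutant against green leaves, horizontal axis) with its standard error for the 27 genes of Table S2, as deposited (filled points) and, for the 13 genes that follow the depths of the other leaf type, with green and mutant values interchanged (open points). Every filled point below 0 belongs to these 13 genes.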

The expression levels of DEGs were determined via hierarchical cluster analysis (Fig. 4a). 

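Of the 5 PPO genes, 4 were lower in the mutant as deposited. Gb_09340, the most expressed, had 63.56 ± 22.64 CPM in green leaves and 28.01 ± 9.89 in the mutant (SD, n = 2 each), a log2 fold change of -1.19 (standard error 0.29, adjusted p = 0.019) from edgeR's quasi-likelihood test. Gb_09338, Gb_09336 and Gb_09332 had log2 fold changes of -1.33 (adjusted p = 0.036), -1.06 (adjusted p = 0.048) and -1.02 (adjusted p = 0.033). With the replicate number as a block, the adjusted p of Gb_09336 was 0.053. The green replicates of the lower genes lay far apart in CPM, at 12.96 and 5.66 for Gb_09338. Relative to the mean they lay closer in FPKM, with 128.67 ± 7.4 in green leaves for Gb_09340. The fifth gene, Gb_09333, rose from 2.84 ± 0.28 to 8.69 ± 0.74 CPM in the mutant, a log2 fold change of 1.62 (standard error 0.21, adjusted p = 0.0019). The identifiers of the 5 genes lie close together, so reads of near-identical copies could have been split between them, which the files do not allow to check. All 4 lower genes follow the depths of the other leaf type and Gb_09333 follows its own. The interchange, chosen after seeing the data, moved them most and gave log2 fold changes of 1.43 (adjusted p = 3.3e-04) for Gb_09340, 1.48 (adjusted p = 0.0043) for Gb_09338, 1.26 (adjusted p = 9.6e-04) for Gb_09336 and 1.27 (adjusted p = 6.1e-04) for Gb_09332. The paper takes the lower expression of most PPO genes as a possible reason for the low content of Proto IX. Its RT-qPCR of Gb_09338 also gave lower expression in May, June and July, the direction of the deposited values.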

Five *PPO* genes were identified, most of which were significantly down-regulated in the mutant, suggesting that decreased expression of these genes might contribute to the low biosynthetic efficiency of Proto IX. 

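The 3 subunit genes of Mg-chelatase were lower in the mutant as deposited, but none passed an adjusted p of 0.05 in the edgeR test. CHLH (Gb_06427) had 4159.21 ± 2059.27 CPM in green leaves and 1877.03 ± 736.5 in the mutant (SD, n = 2 each), a log2 fold change of -1.15 (standard error 0.38, adjusted p = 0.0501). For CHLI (Gb_27010) it was -0.83 (standard error 0.32, adjusted p = 0.083) and for CHLD (Gb_04254) -0.55 (standard error 0.33, adjusted p = 0.23). With limma on log2(FPKM + 1) all 3 passed the threshold, with adjusted p of 0.0022, 0.0026 and 0.0071. All 3 genes follow the depths of the other leaf type. With their values interchanged, the alternative that moved them most and was chosen after seeing the data, CHLH, CHLI and CHLD had log2 fold changes of 1.36 (adjusted p = 6.4e-04), 1.07 (adjusted p = 9.6e-04) and 0.76 (adjusted p = 0.0033). NYC (Gb_29139) and NOL (Gb_38508) follow their own libraries. NYC rose from 184.55 ± 10.56 to 283.66 ± 13.56 CPM, a log2 fold change of 0.62 (standard error 0.12, adjusted p = 0.0076), and NOL from 8.79 ± 0.37 to 15.61 ± 2.41, a log2 fold change of 0.84 (standard error 0.17, adjusted p = 0.0086). Both mutant libraries lay above both green libraries for NYC and NOL.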

Moreover, *CHLH*, *CHLD* and *CHLI*, which are subunits of Mg-chelatase, also had reduced mRNA levels in the mutant, while two *NYC1/NOL* genes, which are closely related to chlorophyll degradation, were significantly up-regulated in the mutant. This result indicates that chlorophyll degradation genes were expressed in the leaf color mutant at a significantly higher level than in green leaves.

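The remaining degradation genes of Table S2 changed in the same direction as NYC and NOL. PPH (Gb_04951) had 302.6 ± 13.75 CPM in green leaves and 557.96 ± 24.37 in the mutant (SD, n = 2 each), a log2 fold change of 0.88 (standard error 0.12, adjusted p = 0.0023) from edgeR's quasi-likelihood test. RCCR (Gb_20648) rose by 1.06 on the log2 scale (adjusted p = 0.0013) and HCAR (Gb_34355), which converts between the chlorophyll forms, by 1.22 (adjusted p = 0.0012). With a library left out in turn, the log2 fold change of RCCR ranged from 0.94 to 1.19 and that of PPH from 0.84 to 0.93. All 5 genes stayed above the threshold in every fit at an adjusted p of 0.05. The strictest threshold moved the count most, since only 2 of the 5 genes passed an adjusted p of 0.01 together with a fold change above 2. From the higher expression of its NYC1/NOL genes the paper concludes that chlorophyll degradation genes were expressed more strongly in the mutant.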

**Fig. 4:**
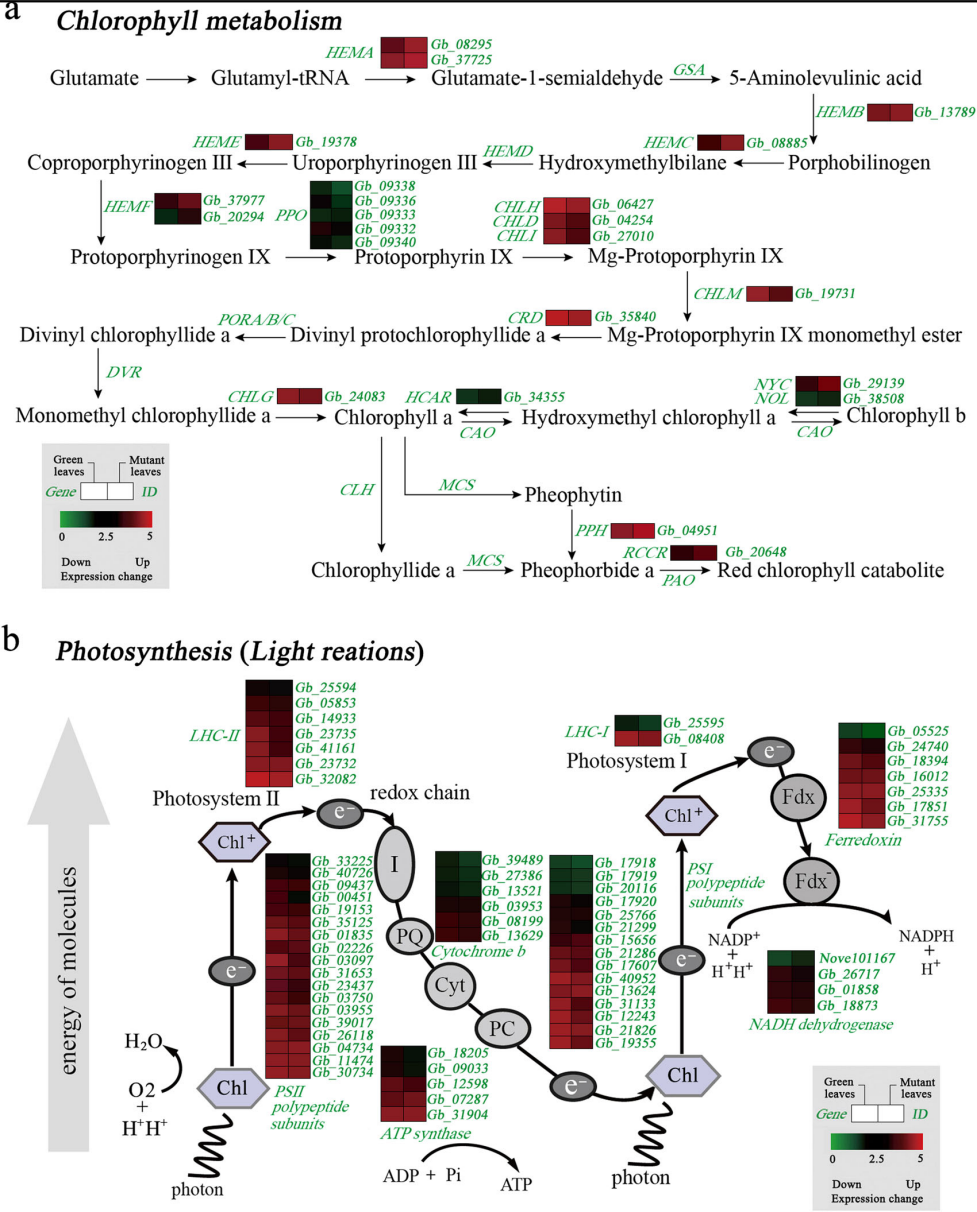
**a** Expression profiles of differentially expressed genes (DEGs) involved in chlorophyll biosynthesis and degradation between the normal green leaf and the mutant in *G. biloba*. **b** Expression profiles of DEGs involved in photosynthesis between the normal green leaf and the mutant in *G. biloba*

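Of the 64 photosynthesis genes in Fig. 4b, 27 were lower and 19 higher in the mutant at an adjusted p below 0.05 in the edgeR test of the counts as deposited. Without regard to the threshold, 43 genes were lower and 21 higher, with a median log2 fold change of -0.474. Among the 21 genes that follow the depths of the other leaf type, all were lower and 5 passed the threshold. The 43 genes that follow their own libraries were divided into 22 lower genes, all past the threshold, and 21 higher genes, of which 19 passed it. At an adjusted p below 0.01 together with a fold change above 2, 11 genes were lower and 5 higher, and limma on log2(FPKM + 1) gave 41 lower genes. After the interchange, chosen after seeing the data, 22 genes were lower and 41 higher at the threshold. Outside the photosystems and antenna proteins, 4 of the 6 cytochrome b genes, 3 of the 5 ATP synthase genes, 3 of the 4 NADH dehydrogenase genes and 3 of the 7 ferredoxin genes were lower. The smallest adjusted p among these was that of ferredoxin Gb_24740, which fell from 77.02 ± 5.36 to 21.7 ± 0.64 CPM (SD, n = 2 each), a log2 fold change of -1.83 (standard error 0.11, adjusted p = 1.2e-04). The ferredoxin gene with the highest expression, Gb_31755, was higher in the mutant by 0.38 on the log2 scale. It did not pass the threshold in the edgeR test (adjusted p = 0.072) but did with DESeq2 (adjusted p = 0.037). Both mutant libraries (2575.54 and 2734.15 CPM) lay above both green libraries (2158.99 and 1921.76 CPM). The paper concludes from its values that photosynthesis genes were down-regulated in the mutant.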

Compared to normal green leaves, the expression levels of DEGs related to photosynthesis were significantly down-regulated in the mutant (Fig. 4b). For example, genes in the LHCA and LHCB families, which are thought to bind chlorophyll *a* and chlorophyll *b*, and transfer excitation energy to the reaction centers in photosystem I (IPSI) and photosystem II (PSII), showed very significant reductions in mRNA levels in the mutant. 

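Fig. 4b lists 7 LHC-II and 2 LHC-I genes. As deposited, all 9 were lower in the mutant, with log2 fold changes from -0.873 to -0.291, but only Gb_23732 passed an adjusted p of 0.05 in the edgeR test. This gene had 3337.68 ± 1129.84 CPM in green leaves and 1822.79 ± 139.61 in the mutant (SD, n = 2 each), a log2 fold change of -0.87 (standard error 0.23, adjusted p = 0.024). LHC-II Gb_05853, the LHCB gene measured by RT-qPCR, had a log2 fold change of -0.79 (standard error 0.32, adjusted p = 0.095). Its green replicates lay at 955.68 and 469.5 CPM, but closer in FPKM, with a mean of 906.72 ± 73.39. The 2 LHC-I genes, Gb_25595 and Gb_08408, had values of -0.48 (adjusted p = 0.33) and -0.35 (adjusted p = 0.4). With green replicate 1 left out, 5 of the 9 genes turned to above 0. Without the filter on low counts, or with limma on log2(FPKM + 1), 7 of the 9 genes passed the threshold. All 9 follow the depths of the other leaf type, so as deposited their counts were scaled to depths that they do not follow. With their values interchanged, chosen after seeing the data, all 9 were higher in the mutant at an adjusted p below 0.05, by 0.492 to 1.034 on the log2 scale. The paper concludes from its values that the mRNA of the antenna proteins was reduced in the mutant. Its RT-qPCR of LHCB also gave lower expression in May, June and July, the direction of the deposited values.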

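Of the 15 PSI subunit genes in Fig. 4b, 6 were lower and 8 higher in the mutant at an adjusted p below 0.05, and 1 did not pass. All 15 follow the depths of their own libraries. The largest decrease was that of Gb_17918, from 9.77 ± 0.72 to 1.6 ± 0.71 CPM (SD, n = 2 each), a log2 fold change of -2.65 (standard error 0.30, adjusted p = 0.0011) from edgeR's quasi-likelihood test. Gb_17920 and Gb_17919, next to it by identifier, had log2 fold changes of -2.24 (adjusted p = 4.0e-04) and -1.55 (adjusted p = 0.0073), and reads of similar copies could have been split between the 3 genes. Gb_19355, the PSI gene with the highest expression, rose from 2240.49 ± 339.58 to 3749.96 ± 262.88 CPM, a log2 fold change of 0.74 (standard error 0.16, adjusted p = 0.012). Leaving out single libraries reduced the lower PSI genes to between 3 and 5. Of the 18 PSII subunit genes, 15 were lower as deposited, 7 of them at the threshold and 15 with limma on log2(FPKM + 1), and 3 were higher. Among the 6 PSII genes that follow their own libraries, Gb_09437, Gb_35125 and Gb_01835 were lower, by -0.622, -0.575 and -0.636 on the log2 scale, and Gb_04734, Gb_11474 and Gb_30734 were higher, by 0.640, 0.723 and 0.637. The other 12 PSII genes follow the other leaf type's depths and were all lower. The largest of these decreases was -4.20 (standard error 0.46, adjusted p = 0.001) for Gb_03955. Interchanging the 12 genes, chosen after seeing the data, changed the sign of all 12 and left 3 PSII genes lower and 15 higher, with Gb_03955 at 4.72.

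**Figure D3:**
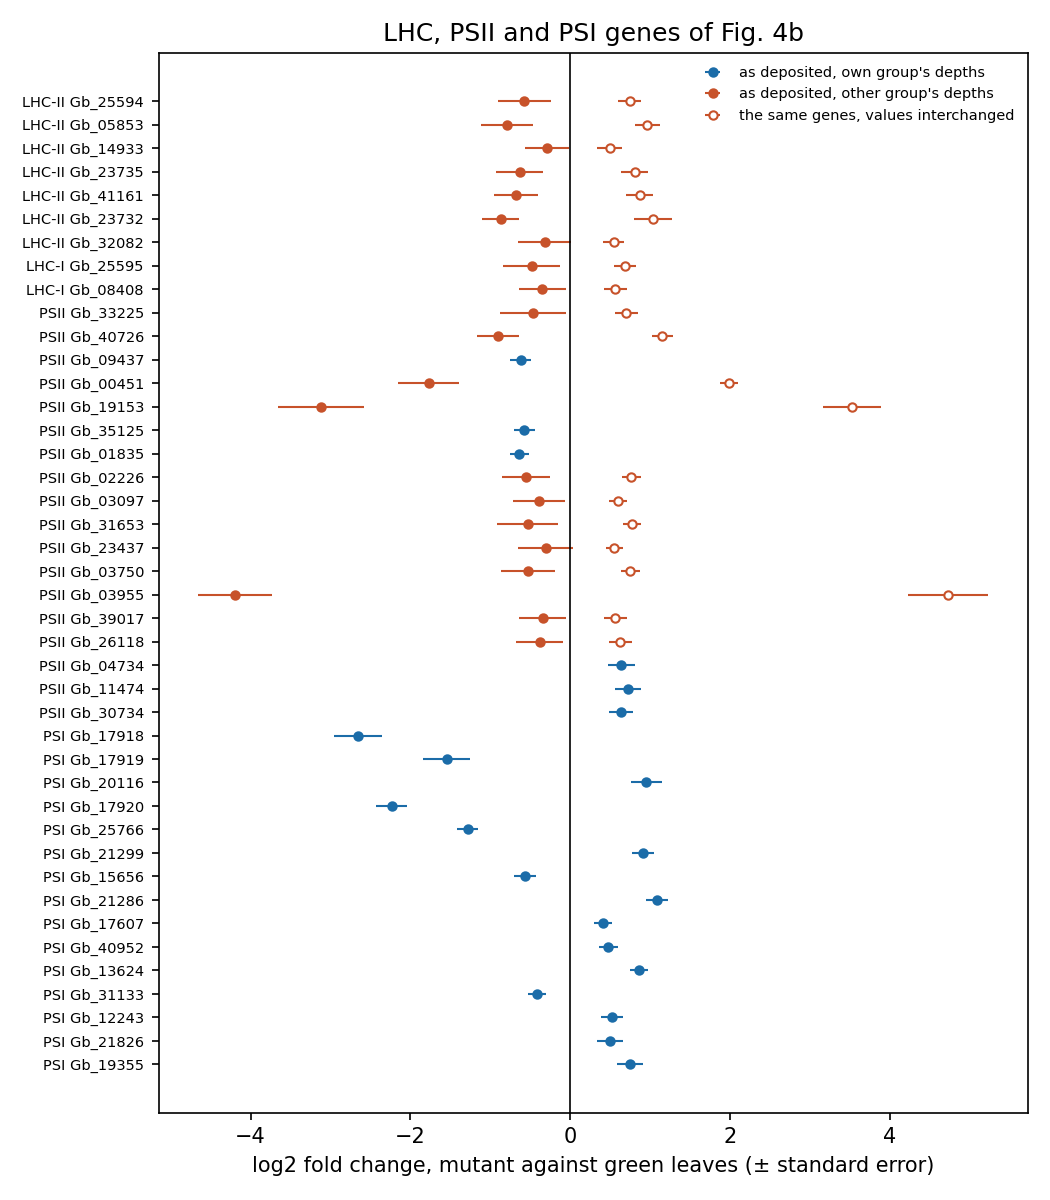
Log2 fold change (mutant against green leaves, horizontal axis) with its standard error for the 9 LHC, 18 PSII and 15 PSI genes of Fig. 4b, as deposited (filled points) and, for the 21 genes that follow the depths of the other leaf type, with green and mutant values interchanged (open points). The filled points of these 21 genes all lie below 0 and their open points above 0.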

Furthermore, 15 DEGs related to the PSI reaction center subunit, and 18 related to the PSII reaction center subunit, showed reduced expression levels in the mutant compared with normal green leaves.

### Carotenoid and flavonoid biosynthesis genes involved in leaf coloration

In our dataset, seven DEGs were annotated as key genes encoding enzymes related to carotenoid biosynthesis. 

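All 7 carotenoid biosynthesis genes of Table S3 passed an adjusted p of 0.05 in the edgeR test, 6 higher and 1 lower in the mutant. Their log2 fold changes ranged from -0.891 to 1.167 and their adjusted p from 0.0024 to 0.017. All 7 follow the depths of their own libraries, so the interchange of the 68 genes did not touch their counts. The number of higher genes stayed between 5 and 6 when single libraries were left out. It fell to 1, the largest change, at an adjusted p below 0.01 together with a fold change above 2.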

In the mutant, some DEGs encoding Z-ISO, ZDS, LCYE and ZEP were significantly up-regulated with the exception *PSY* (Fig. 5a, Table S3).

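PSY (Gb_27208) fell from 28.12 ± 0.27 to 15.11 ± 1.48 CPM in the mutant (SD, n = 2 each), a log2 fold change of -0.89 (standard error 0.13, adjusted p = 0.0027) from edgeR's quasi-likelihood test. Z-ISO (Gb_24507) rose from 63.27 ± 2.03 to 97.82 ± 0.02 CPM, a log2 fold change of 0.63 (standard error 0.10, adjusted p = 0.0038). ZDS (Gb_09570) and LCYE (Gb_26868) had log2 fold changes of 0.73 (adjusted p = 0.0039) and 0.59 (adjusted p = 0.017). The ZEP genes Gb_24102 and Gb_32510 were higher by 0.69 (adjusted p = 0.0074) and 1.17 (adjusted p = 0.0049) on the log2 scale, and VDE (Gb_27593), also in Table S3, by 0.82 (adjusted p = 0.0024). The decrease of PSY and the increases of the other genes exceeded the replicate spread in every gene. With 1 library left out, the log2 fold change of ZEP Gb_32510 ranged furthest on the log2 scale, from 0.969 to 1.335, and LCYE ranged from 0.437 to 0.788.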

**Fig. 5:**
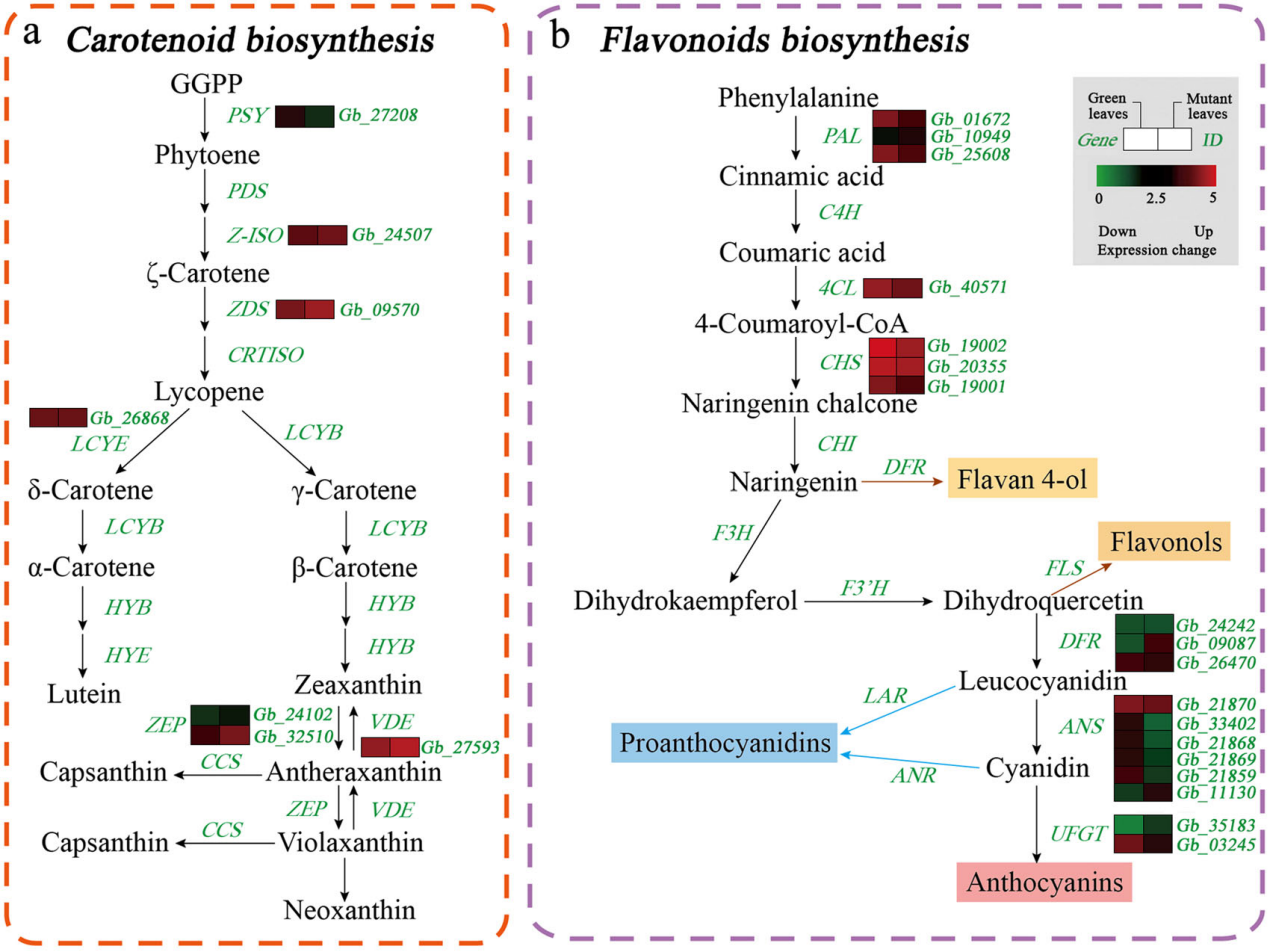
Expression profiles of DEGs associated with pigment biosynthesis between normal green leaves and mutant leaves in *G. biloba*. **a** Expression profiles of DEGs involved in carotenoid biosynthesis. **b** Expression profiles of DEGs involved in flavonoid biosynthesis

We further identified 18 DEGs associated with flavonoid biosynthesis (Fig. 5b). 

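All 18 flavonoid biosynthesis genes of Table S3 passed an adjusted p of 0.05 in the edgeR test, with log2 fold changes from -5.532 to 2.591 and adjusted p from 3.9e-04 to 0.011. The strictest threshold, an adjusted p below 0.01 and a fold change above 2, moved this number most and left 13 genes. All 18 follow the depths of their own libraries. Green replicates differed more than mutant replicates in these genes. The median difference between replicates was 0.55 on the log2 scale in green leaves and 0.24 in the mutant.

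**Figure D4:**
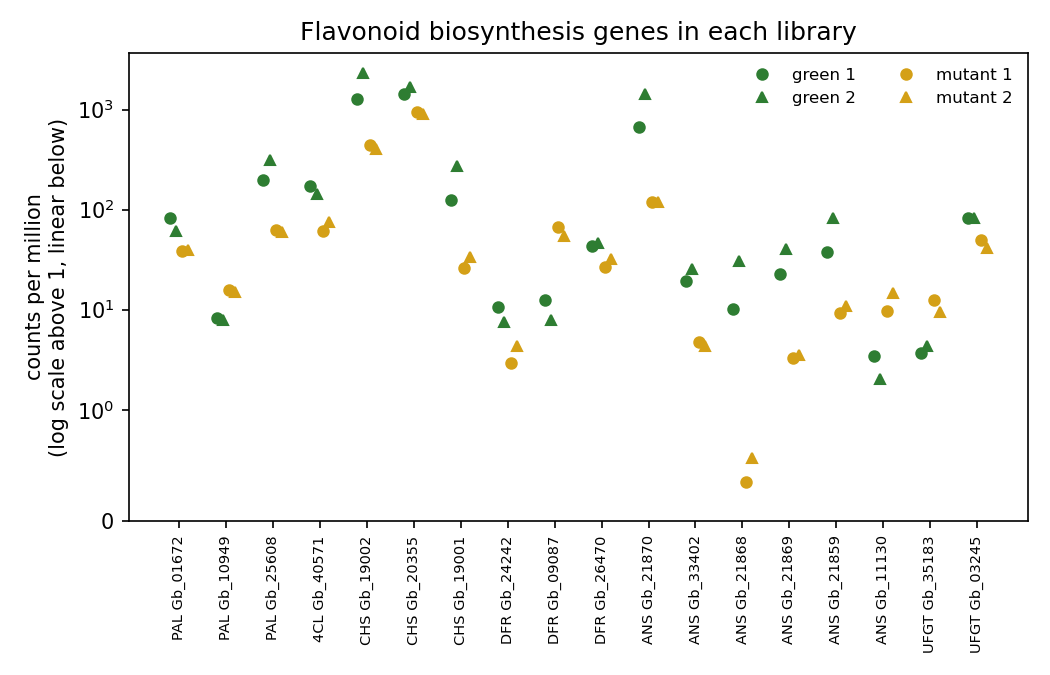
CPM (vertical axis, log scale above 1 and linear below) of the 18 flavonoid biosynthesis genes in the 2 green and the 2 mutant libraries. In 14 genes both mutant libraries lie below both green libraries, and in 4 genes above.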

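Of the 18 flavonoid genes, 14 were lower and 4 higher in the mutant. The 3 CHS genes were all lower. CHS Gb_19002 had 1781.96 ± 730.68 CPM in green leaves and 422.51 ± 23.64 in the mutant (SD, n = 2 each), a log2 fold change of -2.08 (standard error 0.27, adjusted p = 0.0017) from edgeR's quasi-likelihood test, and Gb_19001 and Gb_20355 had log2 fold changes of -2.73 (adjusted p = 0.0017) and -0.75 (adjusted p = 0.0069). Of the 6 ANS genes 5 were lower, the most expressed being Gb_21870 with 1052.27 ± 548.95 and 119.13 ± 0.06 CPM, a log2 fold change of -3.14 (standard error 0.34, adjusted p = 9.8e-04). The largest decrease was that of ANS Gb_21868, at -5.53 (standard error 0.69, adjusted p = 0.0015), from only 10.21 and 30.84 CPM in the green libraries. The ANS genes Gb_21868, Gb_21869 and Gb_21870 and the CHS genes Gb_19001 and Gb_19002 have neighbouring identifiers, so their reads could have been split between similar copies. The single 4CL gene, Gb_40571, fell by 1.21 on the log2 scale (adjusted p = 0.0016). PAL was lower for Gb_25608 and Gb_01672, at -2.06 (adjusted p = 8.3e-04) and -0.88 (adjusted p = 0.0055), and higher for Gb_10949, at 0.93 (adjusted p = 0.0034). DFR was lower for Gb_24242 and Gb_26470 and higher for Gb_09087, at 2.59 (adjusted p = 4.0e-04), and UFGT was lower for Gb_03245 and higher for Gb_35183. The fits that left out 1 library each found 13 or 14 lower genes, and the strictest threshold, with an adjusted p below 0.01 and a fold change above 2, left 10.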

The expression of 14 of these DEGs was down-regulated in the mutant, including *PAL*, *4CL*, *CHS*, *DFR*, *ANS* and *UFGT*.

### TFs involved in leaf coloration

TFs are key regulatory proteins that play important roles in regulating gene expression in various plant biological processes. In our dataset, we found that 276 DEGs were putatively identified as TFs associated with 56 TF families. The most abundant TF family was the MYB superfamily (29, 10.51%), followed by bHLH (17, 6.16%), AP2-EREBP (16, 5.80%), orphans (14, 5.07%) and WRKY (12, 4.35%; Fig. 6a). 

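The deposited files hold no transcription factor families, so only the MYB genes named in Fig. 6b were examined. Of these 5 genes, 4 were lower in the mutant in the edgeR quasi-likelihood test. MYB39 (Gb_05115), the most expressed, had 21.4 ± 0.37 CPM in green leaves and 14.43 ± 0.75 in the mutant (SD, n = 2 each), a log2 fold change of -0.57 (standard error 0.13, adjusted p = 0.014). MYB4 (Gb_02020) had a log2 fold change of -2.01 (adjusted p = 0.0031). MYB8 (Gb_03400) and MYB86 (Gb_24641) fell by more, -3.17 (adjusted p = 0.013) and -3.00 (adjusted p = 0.021), but from a CPM near 1 in green leaves, so these values are the least precise, with standard errors of 0.71 and 0.76. MYB44 (Gb_06298) was higher, at 1.24 (adjusted p = 0.0073). The log2 fold change of MYB86 moved most, from -4.15 to -2.21 when single libraries were left out.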

The MYB family was represented by 24 DEGs that were down-regulated in the mutant. A total of 17 DEGs associated with bHLH TFs were identified, and most exhibited highly significant down-regulation in the mutant. 

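Fig. 6b names 5 bHLH genes, of which 3 were lower and 2 higher in the mutant in the edgeR quasi-likelihood test. bHLH25 (Gb_04842) fell from 29.29 ± 0.87 to 14.31 ± 5.72 CPM (SD, n = 2 each), a log2 fold change of -1.02 (standard error 0.24, adjusted p = 0.016). bHLH130 (Gb_30715) and bHLH30 (Gb_07689) had log2 fold changes of -0.98 (adjusted p = 0.0036) and -0.86 (adjusted p = 0.0099). Higher values in the mutant were found for bHLH62 (Gb_07223), at 2.61 (adjusted p = 0.0024), and bHLH66 (Gb_05320), at 0.49 (adjusted p = 0.023). The mutant replicates of bHLH25 differed, with 18.36 and 10.27 CPM, and its log2 fold change moved from -1.51 to -0.67 when single libraries were left out. The other bHLH genes of the paper are not identified in the files analysed here.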

Additionally, some DEGs encoding AP2-EREBP, WRKY, TCP and C2H2 family TFs also showed significantly lower expression in the mutant compared to normal green leaves (Fig. 6b).

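All 6 genes of these families in Fig. 6b were lower in the mutant at an adjusted p below 0.05 in the edgeR quasi-likelihood test. WRKY12 (Gb_05025) changed most, from 13.4 ± 3.17 to 0.27 ± 0.03 CPM (SD, n = 2 each), a log2 fold change of -5.59 (standard error 0.35, adjusted p = 1.2e-04). TCP3 (Gb_37187), the AP2-EREBP gene Gb_26096 and the C2H2 gene Gb_38112 had log2 fold changes of -3.36 (adjusted p = 0.0017), -2.95 (adjusted p = 0.0012) and -2.08 (adjusted p = 0.0013), and WRKY71 (Gb_01873) had -1.48 (adjusted p = 0.015). For the AP2 factor RAP2-12 (Gb_35015) the decrease was the smallest, -0.39 (standard error 0.12, adjusted p = 0.048), and with the replicate number as a block its adjusted p was 0.067. Over all 17 genes of Fig. 6b, 13 were lower and 4 higher, among them GATA20 (Gb_09683) at 1.30 (adjusted p = 0.0073). With DESeq2, 9 of the lower and 3 of the higher genes passed an adjusted p of 0.05. Those that did not were WRKY71 (0.069), RAP2-12 (0.075), MYB39 (0.054), MYB8 (0.0605) and bHLH66 (0.051). The number of lower genes fell to 5 at an adjusted p below 0.01 and a fold change above 2, the alternative that moved it most. None of the 17 genes follows the depths of the other leaf type.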

**Fig. 6:**
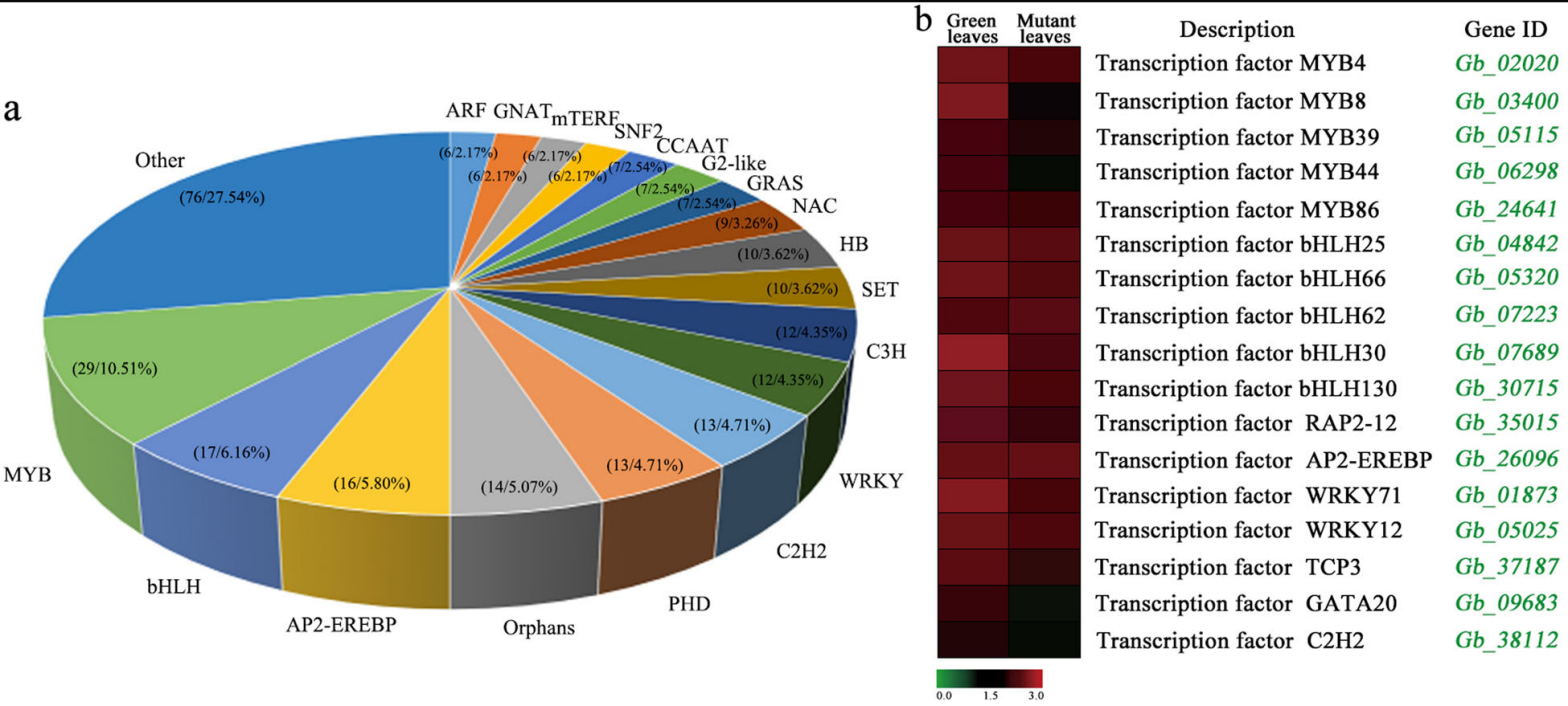
**a** Analysis of transcription factors (TFs) in normal green leaves and mutant leaves in *G. biloba*. **b** Expression profiles of TFs in normal green leaves and mutant leaves

### Validation by RT-qPCR of some DEGs

To confirm the changes in expression of genes related to chlorophyll biosynthesis and degradation, photosynthesis and flavonoid biosynthesis, we performed differential expression analysis of the identified DEGs and TFs at three different developmental stages. The expression of nine DEGs was detected, including three genes involved in chlorophyll biosynthesis and degradation, one gene involved in chlorophyll development, three genes involved in photosynthesis and two TFs involved in flavonoid biosynthesis. The expression levels of the nine genes detected via RT-qPCR showed a pattern similar to that observed in the transcriptomic data (Fig. 7). 

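The transcriptomic side of this comparison is the May libraries, in which all 15 genes of Fig. 7 were tested. Of the 9 genes in Fig. 7a to 7i, the RNA-seq counts as deposited gave higher expression in the mutant for HEMA (Gb_08295) and NYC (Gb_29139), with log2 fold changes of 0.45 (adjusted p = 0.015) and 0.62 (adjusted p = 0.0076) in the edgeR test. PPO (Gb_09338), GLK (Gb_05662) and LHCB (Gb_05853) were lower, at -1.33 (adjusted p = 0.036), -0.89 (adjusted p = 0.069) and -0.79 (adjusted p = 0.095), so that GLK and LHCB did not pass an adjusted p of 0.05, though they did with limma on log2(FPKM + 1). These 3 are the genes of Fig. 7 that follow the depths of the other leaf type. Interchanging their values, chosen after seeing the data, was the alternative that moved them most, to 1.48, 1.17 and 0.96. The PSII gene Gb_35125 and the PSI gene Gb_15656 follow their own libraries and were lower, at -0.57 (adjusted p = 0.014) and -0.57 (adjusted p = 0.018). MYB39 and bHLH25 were also lower, at -0.57 and -1.02. RT-qPCR values are not in the files analysed here. The paper compares its RT-qPCR values with the transcriptomic data and concludes that both show a similar pattern.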

Moreover, some DEGs showed significantly lower expression levels in the mutant over different developmental stages in May, June and July, such as *GLK* and *LHCB* (Fig. 7d, e). Additionally, *HEMA* genes, which are involved in chlorophyll biosynthesis, were up-regulated in May, but down-regulated in June and July, while *PPO* genes were down-regulated in the mutant compared to normal green leaves during three developmental stages (Fig. 7a, b). At the same time, the gene encoding *NYC*, which is involved in chlorophyll degradation, was up-regulated in May and June, but down-regulated in July. To examine more important gene expression profiles involved in carotenoid and flavonoid biosynthesis, we investigated four important genes for carotenoid biosynthesis and two important genes for flavonoid biosynthesis. In carotenoid biosynthesis, the gene expression of *PSY* was down-regulated in the mutant in May (Fig. 7j) and then up-regulated in June and July, whereas the other genes such as *Z-ISO*, *ZDS* and *LCYE* were up-regulated in three stages (Fig. 7k, l, m). In flavonoid biosynthesis, expression of the *PAL* and *CHS* genes was down-regulated in the mutant in three stages (Fig. 7n, o). Two differentially expressed TFs (MYB39 and bHLH25), which affect flavonoid synthesis in *G. biloba*, showed lower expression levels in the mutant at three developmental stages (Fig. 7h, i). In general, the qPCR results were consistent with the RNA-Seq data, despite some differences in expression levels.

**Fig. 7:**
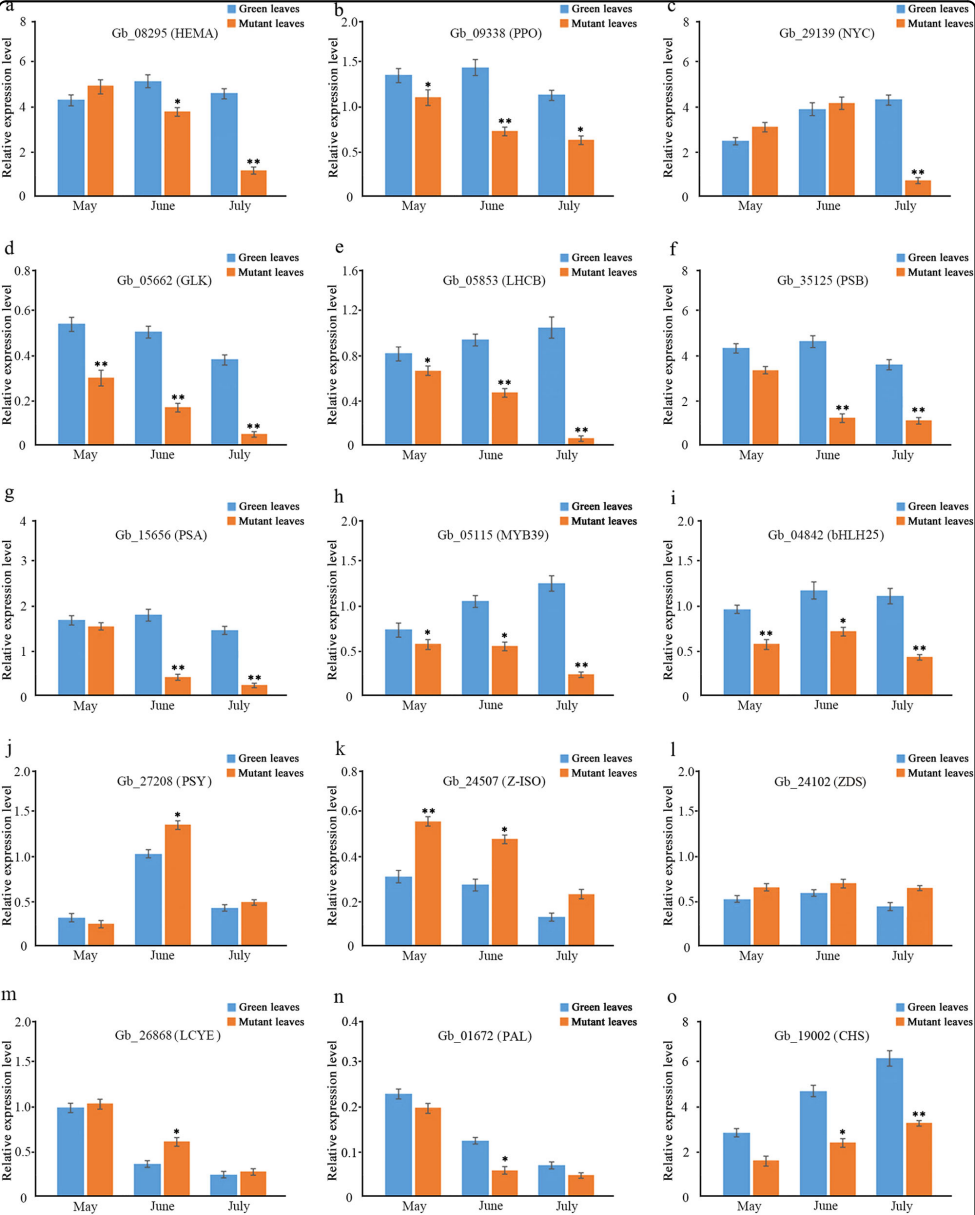
Quantitative real-time PCR (RT-qPCR) analysis of the expression of fifteen DEGs at different developmental stages between normal green leaves and mutant leaves in *G. biloba*. (**a**, **b**, **c**) DEGs involved in chlorophyll metabolism (**d**) DEGs involved in chloroplast development (**e**, **f**, **g**) DEGs involved in photosynthesis (**h**, **i**) DEGs involved in TFs regulating flavonoid biosynthesis (**j**, **k**, **l**, **m**) DEGs involved in carotenoid biosynthesis (**n**, **o**) DEGs involved in flavonoid biosynthesis. Asterisks indicate: (*) *P* ⩽ 0.05, (**) *P* ⩽ 0.01

## Discussion

### Chlorophyll pigment content, proportion and chloroplast development

Leaf color is an important commercial trait for ornamental plants. In higher plants, leaf coloration depends on chloroplast development and division, and chlorophyll biosynthesis and transport;^17^ thus, leaf color mutations are usually chlorophyll-deficiency mutations. Many chlorophyll-deficient mutants have been found in *Zea mays*, *O. sativa* and *Arabidopsis thaliana*^18–20^. In our study, we identified the novel chlorophyll-deficient chlorina mutant of *G. biloba*, which presents a golden-green striped phenotype. The chlorophyll *b* content in the mutant leaves is significantly lower than that of normal green leaves, suggesting that a lack of chlorophyll *b* decreases the total chlorophyll content and contributes to leaf color variation at the physiological level.

In chloroplasts, thylakoid membranes are arranged regularly and stacked into grana. The presence of grana stacks indicates that compact, light-harvesting machinery is extremely efficient in the absorption and conversion of light energy^21^. Previous studies have reported that most leaf color mutants show some alteration in the structural properties of thylakoid membranes^22^. For example, in bamboo leaf tissues, all chloroplasts in green leaves had abundant thylakoid membranes, while thylakoid membranes were converted into numerous abnormal vesicles in albino leaves^23^. Similarly, in normal mesophyll cells of *Anthurium andraeanum*, the chloroplasts have a typical structure containing small starch granules, while accumulation of large starch granules led to large gaps among stroma thylakoids in the leaf mutant^17^. In our study, we also found that the structure of chloroplasts in mutants differed significantly from that of normal green leaves. The ultrastructure of chloroplasts from mutants was severely altered, with some chloroplasts containing ruptured thylakoid membranes that were crowded by vesicles, lacked inner member structures, and were filled with numerous plastoglobuli, thus suggesting abnormal development of chloroplasts in this mutant. Moreover, the number and size of chloroplasts both decreased in mutant leaves. Therefore, leaf color changes in mutants might reflect abnormal development and function of plastids in the mutated leaves.

### RNA-Seq analysis and the DEGs involved in chlorophyll accumulation

Illumina sequencing and transcriptomic profiling provide information on quantitative changes in gene expression^24,25^. Thus, RNA-seq technology coupled with improved analysis methods enables recognition of novel transcript isoforms and their putative roles in leaf coloration. In the present study, transcriptomic profile analysis comparing normal green leaves with those of the gold-colored mutant revealed a number of DEGs. In total, 5,235 DEGs were identified through mapping to a reference genome. The number of DEGs is greater than 858 in leaf color mutants of *A. andraeanum*^17^ and less than 8,790 among three color developmental stages in *C. sinensis*^9^. Moreover, it is worth noting that some DEGs in our dataset related to chlorophyll biosynthesis and degradation, chloroplast development, photosynthesis and pigment biosynthesis are likely involved in leaf coloration in *G. biloba*.

Chlorophylls are responsible for harvesting and transferring solar energy in antenna systems, and for charge separation and electron transport in reaction centers^26^. In *A. thaliana*, 27 genes encode 15 enzymes involved in chlorophyll biosynthesis^27^. Changes in the expression of these genes might result in chlorophyll metabolic disorders and lead to a yellowing phenotype in plants. The *HEMA* gene encodes glutamyl-tRNA reductase (GluTR), which catalyzes the initial enzymatic step of tetrapyrrole biosynthesis in plastids, which eventually leads to chlorophyll production^28^. *HEMA* expression level changes might result in decreased chlorophyll biosynthesis and reduced chlorophyll content in an *L. indica* yellow leaf mutant^16^. Protoporphyrinogen IX oxidase (PPO) catalyzes the oxidation of protoporphyrinogen IX to Proto IX and also plays an important role in the process of chlorophyll synthesis. Inhibition of *PPO* leads to non-enzymatic formation of Proto IX. Uncoupling of Proto IX generation and iron insertion by ferrochelatase leads to a loss of feedback control over chlorophyll biosynthesis^29^. Moreover, Mg-chelatase deficiency is a common factor among many chlorophyll-deficient mutants. This enzyme complex consists of three subunits, *ChlD*, *ChlH* and *ChlI*. In transcriptomic research on the yellow-leaf tea cultivar of *C. sinensis*, expression of these three genes disrupted assembly of the enzyme complex and consequently influenced Mg-chelatase activity^5^. In our study, a total of 17 DEGs related to chlorophyll biosynthesis were identified based on KEGG pathway assignments. Among these DEGs, *GbHEMA* showed greatly enhanced mRNA levels in the leaf color mutant, similar to findings from the leaf color mutant of *C. sinensis*^5^. However, expression levels of *GbPPO* were highly significantly reduced compared with those in normal green leaves, which was further confirmed through RT-qPCR, thus suggesting that a late stage of chlorophyll biosynthesis was blocked. Parallel experiments also showed that the content of Coprogen III was about 25% higher, while the content of Proto IX was about 30% lower in the mutant compared to green leaves. Since our physiological results also show changes in chlorophyll precursor contents, and our transcriptomic analysis found that the expression levels of genes changed at this step, it is reasonable to conclude that there is an obstacle between protoporphyrinogen IX and Mg-Proto IX during the process of chlorophyll biosynthesis. Moreover, in this study, expression of three Mg-chelatase subunits, *GbCHLD*, *GbCHLH* and *GbCHLI*, showed a lower level in the mutant than in normal leaves, which might cause the low efficiency of chlorophyll biosynthesis. This result was further confirmed by the reduced contents of chlorophylls *a* and *b*.

Mutants lacking chlorophyll also have an association with chlorophyll degradation. Previous research demonstrated that *NYC1* encodes chlorophyll *b* reductase, which catalyzes the degradation of chlorophyll *b* to 7-hydroxymethyl chlorophyll *a*^30^. The degradation of chlorophyll *b* is suppressed in *NYC1* mutant plants, which remain green until just before death due to natural senescence^31^. Moreover, the *NOL* (NYC1-like) protein is closely related to *NYC1*, and chlorophyll *b* levels decreased drastically in *NOL* overexpressing plants^32,33^. In our study, two *NYC1/NOL* DEGs were detected, both of which were significantly up-regulated in the mutant compared with normal green leaves. Additionally, RT-qPCR analyses revealed that *NYC1* was significantly expressed in May and June in the mutant, indicating that they may be responsible for regulating chlorophyll degradation in the mutant. Combined with the results of physiological measurements, the content of chlorophyll *b*, but not that of chlorophyll *a*, was significantly lower in the mutant. Thus, we propose that higher expression levels of *NYC/NOL* genes may contribute to accelerated degradation of chlorophyll *b* to chlorophyll *a*, and eventually result in a mutant of *G. biloba* without chlorophyll.

### DEGs associated with chloroplast development and photosynthetic capacity

Normal development of chloroplasts in higher plants requires the coordination of chloroplast genes and nuclear genes. Alteration in the expression levels of either gene type may affect the biogenesis of normal chloroplasts. The resultant disruptions in chlorophyll metabolism and chloroplast assembly can lead to abnormal leaf color^8,23^. The *GLK* gene family encodes a pair of partially redundant nuclear TFs that are required for the expression of nuclear photosynthetic genes, and for chloroplast development^34^. It has been reported that *GLK* is involved in regulating chloroplast development in the leaves of *Z. mays*, *O. sativa* and *A. thaliana*^35–37^. Recent studies have also indicated that the ultrastructure of chloroplasts was disrupted, and the expression level of *GLK* gene was lower than that of the wild type in *L. indica* and *A. andraeanum* mutants^8,17^. In the present study, the expression level of *GbGLK* was very significantly decreased in the mutant compared with normal green leaves, similar to reports of other species^36^. RT-qPCR results further confirmed the importance of the *GbGLK* factor. Ftsz proteins, which play key roles in cell and organelle division, also regulate the division of plastids, such as chloroplasts^38^. In the leaf color mutant of *G. biloba*, reduced expression of *GbFtsz* together with a decrease in the number and size of chloroplasts, indicate that chloroplast division was likely defective. These gene effects were also strongly supported by ultrastructural differences between normal green leaves and mutants, indicating that leaf color variation in *G. biloba* was closely correlated with abnormal chloroplast development and division in leaves.

During photosynthesis, light energy is captured by pigments in LHC proteins, which then transfer the absorbed light energy to the reaction center complexes of PSI and PSII^39,40^. In a chlorophyll-deficient mutant of *A. thaliana*, LHC proteins were highly significantly decreased, or even completely absent, resulting in impaired grana stacking in the chloroplast^41^. The multi-protein and pigment complex PSII provides the high redox potential needed to oxidize water, and contains more than 20 subunits, including *PsbA*, *PsbD*, and *PsbP*^42^. PSI catalyzes light-driven electron transfer from luminal plastocyanin to stromal ferredoxin and consists of more than 10 subunits, including *PsaC* and *PsaL*. The *PsaL* subunit is responsible for the majority of interactions, and its mutants exhibit a slightly smaller functional size of the photosynthetic antenna and lower excitation levels^43^. In our study, nine DEGs were identified among the LHC gene family, and their expression levels were sharply reduced in the mutant, indicating a decrease in light-harvesting chlorophyll proteins relative to reaction center complexes. Furthermore, 18 DEGs related to the PSI reaction center, including *PsaD*, *PsaL*, and *PsaO*, and 15 DEGs associated with the PSII reaction center, such as *PsbP*, had reduced expression levels in the mutant. In particular, RT-qPCR results indicated that DEGs related to *LHCB* and *PSB* were expressed at significantly lower levels from May to July in the mutant. Considering the reduced photosynthetic capacity as in the mutant, as well as the extensive alteration in the expression of genes involved in photosynthesis, we conclude that DEGs in PSII might account for the reduced photosynthetic capacity in the *G. biloba* mutant (Fig. 8).

**Fig. 8:**
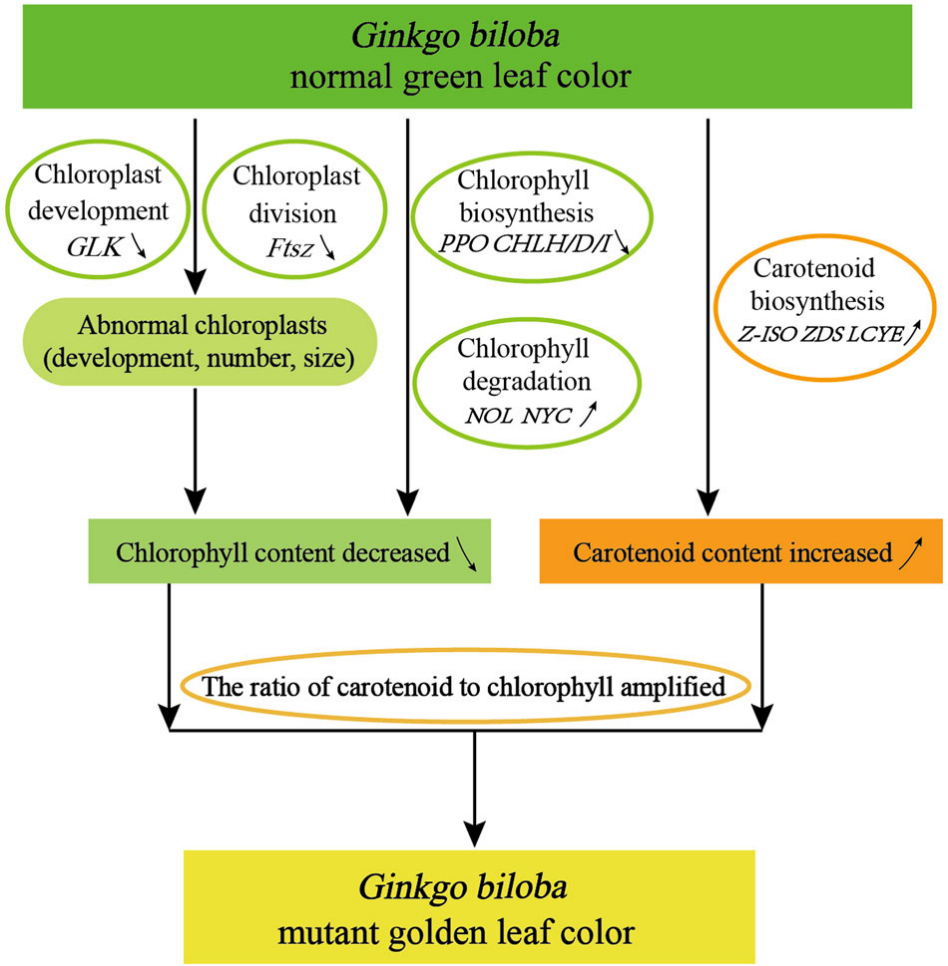
The proposed pathway of mutant leaf coloration in *G. biloba*

### DEGs related to carotenoid and flavonoid biosynthesis

Carotenoids are a family of pigments, ranging in color from yellow to red, which are involved in light harvesting and are indispensable for photoprotection under conditions of excess light^44,45^. Thus, impaired carotenoid biosynthesis can result in pleiotropic phenotypes^46,47^. In previous research on an *Oncidium* hybrid orchid, expression of the *PSY* gene was down-regulated in yellow leaves, whereas expression levels of other genes involved in carotenoid biosynthesis were enhanced^48^. In the present study, seven DEGs associated with carotenoid biosynthesis were identified; only one DEG encoding *PSY* was down-regulated, while other DEGs such as *Z-ISO*, *ZDS*, and *LCYE* were up-regulated in the mutant. The up-regulated *Z-ISO*, *ZDS* and LCYE as *PSY* downstream genes might offset the down-regulation of *PSY*. This enhanced expression of genes for carotenoid biosynthesis, and the increased carotenoid content in mutant leaves, suggests that carotenoids contribute to yellow coloration in *G. biloba* leaves.

Flavonoid biosynthetic metabolism includes other important pathways associated with coloration in plants. Flavonoids such as anthocyanins, flavonols and proanthocyanidins can be regulated by MYB, bHLH and WD TFs^49^. In *A. thaliana*, accumulation of flavonoids affected pigmentation in the tissues of the mutant^50^. In this study, 28 candidate genes involved in the flavonoid biosynthesis pathway were identified. Most of the expression of DEGs related to flavonoid biosynthesis, such as *GbPAL*, *GbCHS* and *GbANS*, was inhibited in the leaf color mutant. Additionally, 41 DEGs annotated to MYB/bHLH TFs were down-regulated in the mutant, aside from DEGs encoding AP2-EREBP, WRKY, C2H2 and the NAC family. Using differential expression analysis of the TFs identified, we found that MYB39 and bHLH25 TFs play important roles in the control of flavonoid biosynthesis and may influence leaf coloration. Furthermore, RT-qPCR analysis revealed that *PAL*, *CHS*, *MYB39* and *bHLH25* were expressed at significantly lower levels from May to July in the mutant compared to normal green leaves. At the physiological level, the total flavonoid content results showed less accumulation of flavonoids in the mutant than in the green leaves. Although the flavonoids contain anthocyanins, flavones and flavonols, which contribute to leaf coloration, the lower flavonoid accumulation in the *G. biloba* mutant suggests that flavonoids might not be essential to the yellow coloration seen in this species.

## Conclusions

In this study, we investigated differences in coloration between normal green leaves and gold-colored mutant leaves of *G. biloba*. Lower chlorophyll contents and abnormal ultrastructural characteristics of chloroplasts were observed in the mutant leaves. Transcriptional sequence analysis identified 116 DEGs and 46 TFs involved in chlorophyll metabolism, chloroplast development and division, photosynthesis and other pigment biosynthesis. Furthermore, RT-qPCR experiments verified that those DEGs were differentially expressed between the normal green leaves and the leaf color mutant. Changes in the expression of genes related to chloroplast development, chlorophyll biosynthesis and degradation led to less chlorophyll accumulation in the mutant leaves. Enhanced carotenoid biosynthesis contributed to higher carotenoid contents especially lutein. The ratio of carotenoids to chlorophylls in the mutant was amplified by decreased chlorophylls and increased carotenoids, which might have a close connection with the golden leaf coloration. Our findings provide insights into the molecular mechanism underlying the yellowing phenotype in plants.

## Data archive statement

All clean and processed transcriptomic sequence data used in this research have been deposited in the Gene Expression Omnibus (GEO) under the accession number GSE103827.

## Electronic supplementary material

Supplementary material

## References

[1] Feild TS, Lee DW, Holbrook NM (2001). Why leaves turn red in autumn. The role of anthocyanins in senescing leaves of red-osier dogwood. Plant Physiol..

[2] Nagata N, Tanaka R, Satoh S, Tanaka A (2005). Identification of a vinyl reductase gene for chlorophyll synthesis in A*rabidopsis thaliana* and implications for the evolution of prochlorococcus species. Plant Cell.

[3] Adhikari ND (2011). GUN4-porphyrin complexes bind the ChlH/GUN5 subunit of Mg-Chelatase and promote chlorophyll biosynthesis in A*rabidopsis*. Plant Cell.

[4] Wu Z (2007). A chlorophyll-deficient rice mutant with impaired chlorophyllide esterification in chlorophyll biosynthesis. Plant Physiol..

[5] Wang L (2014). Biochemical and transcriptome analyses of a novel chlorophyll-deficient chlorina tea plant cultivar. BMC Plant Biol..

[6] Zhu G (2015). Transcriptome characterization of *Cymbidium sinense* ‘Dharma’ using 454 pyrosequencing and its application in the identification of genes associated with leaf color variation. PLoS One.

[7] Dong H (2013). A rice v*irescent-yellow leaf* mutant reveals new insights into the role and assembly of plastid caseinolytic protease in higher plants. Plant Physiol..

[8] Li Y (2015). Comprehensive transcriptome analysis discovers novel candidate genes related to leaf color in a L*agerstroemia indica* yellow leaf mutant. Genes Genom..

[9] Li CF (2016). Biochemical and transcriptomic analyses reveal different metabolite biosynthesis profiles among three color and developmental stages in Anji Baicha (C*amellia sinensis)*. BMC Plant Biol..

[10] Wang L (2011). An embryological study and systematic significance of the primitive gymnosperm *Ginkgo biloba*. J. Syst. Evol..

[11] Matile P, Flach BM, Eller BM (1992). Autumn leaves of *Ginkgo biloba* L.: optical properties, pigments and optical brighteners. Plant Biol..

[12] Liu X (2016). Comparative proteomic and physiological analysis reveals the variation mechanisms of leaf coloration and carbon fixation in a Xantha mutant of *Ginkgo biloba* L. Int J. Mol. Sci..

[13] Benjamini Y, Hochberg Y (1995). Controlling the false discovery rate: a practical and powerful approach to multiple testing. J. R. Stat. Soc. Series B Stat Methodol.

[14] Livak KJ, Schmittgen TD (2001). Analysis of relative gene expression data using real-time quantitative PCR and the 2^—△△Ct^ method. Methods.

[15] Eckhardt U, Grimm B, Hörtensteiner S (2004). Recent advances in chlorophyll biosynthesis and breakdown in higher plants. Plant Mol. Biol..

[16] Hörtensteiner S (2013). Update on the biochemistry of chlorophyll breakdown. Plant Mol. Biol..

[17] Yang Y (2015). Phenotype and transcriptome analysis reveals chloroplast development and pigment biosynthesis together influenced the leaf color formation in mutants of *Anthurium andraeanum ‘*Sonate’. Front. Plant Sci..

[18] Lonosky PM (2004). A proteomic analysis of maize chloroplast biogenesis. Plant Physiol..

[19] Li YH (2012). Morphological structure and genetic mapping of new leaf-color mutant gene in rice (*Oryza sativa*). Rice Sci..

[20] Maekawa S (2015). Pale-green phenotype of atl31atl6 double mutant leaves is caused by disruption of 5-aminolevulinic acid biosynthesis in *Arabidopsis thaliana*. PLoS One.

[21] Wu ZM, Zhang X, Wang JL, Wan JM (2014). Leaf chloroplast ultrastructure and photosynthetic properties of a chlorophyll-deficient mutant of rice. Photosynthetica.

[22] Yoo SC (2009). Ricev*irescent3* and *stripe1* encoding the large and small subunits of ribonucleotide reductase are required for chloroplast biogenesis during early leaf development. Plant Physiol..

[23] Yang HY (2015). Identification of genes involved in spontaneous leaf color variation in *Pseudosasa japonica*. Genet. Mol. Res..

[24] Seo TS (2004). Photocleavable fluorescent nucleotides for DNA sequencing on a chip constructed by site-specific coupling chemistry. Proc. Natl. Acad. Sci. USA.

[25] Wang Z, Gerstein M, Snyder M (2009). RNA-Seq: a revolutionary tool for transcriptomics. Nat. Rev. Genet..

[26] Fromme P (2003). Structure and function of photosystem I: interaction with its soluble electron carriers and external antenna systems. FEBS Lett..

[27] Meier S (2011). A transcriptional analysis of carotenoid, chlorophyll and plastidial isoprenoid biosynthesis genes during development and osmotic stress responses in *Arabidopsis thaliana*. BMC Syst. Biol..

[28] Kumar AM, Söll D (2000). Antisense *HEMA1* RNA expression inhibits heme and chlorophyll biosynthesis in *Arabidopsis*. Plant Physiol..

[29] Koch M (2004). Crystal structure of protoporphyrinogen IX oxidase: a key enzyme in haem and chlorophyll biosynthesis. EMBO J..

[30] Lai B (2015). Transcriptomic analysis of *Litchi chinensis* pericarp during maturation with a focus on chlorophyll degradation and flavonoid biosynthesis. BMC Genom..

[31] Kusaba M (2007). Rice *NON-YELLOW COLORING1* is involved in light-harvesting complex II and grana degradation during leaf senescence. Plant Cell.

[32] Sato Y (2009). Two short-chain dehydrogenase/reductases, NON-YELLOW COLORING 1 and NYC1- LIKE, are required for chlorophyll *b* and light-harvesting complex II degradation during senescence in rice. Plant J..

[33] Jia T, Ito H, Tanaka A (2015). The Chlorophyll *b*, reductase NOL participates in regulating the antenna size of photosystem II in *Arabidopsis thaliana*. *Procedia*. Chemistry.

[34] Waters MT, Moylan EC, Langdale JA (2008). GLK transcription factors regulate chloroplast development in a cell-autonomous manner. Plant. J..

[35] Hall LN (1998). GOLDEN 2: A novel transcriptional regulator of cellular differentiation in the maize leaf. Plant Cell.

[36] Fitter DW (2002). *GLK* gene pairs regulate chloroplast development in diverse plant species. Plant J..

[37] Waters MT (2009). GLK transcription factors coordinate expression of the photosynthetic apparatus in *Arabidopsis*. Plant Cell.

[38] Schmitz AJ, Glynn JM, Olson BJ, Stokes KD, Osteryoung KW (2009). *Arabidopsis* FtsZ2-1 and FtsZ2-2 are functionally redundant, but FtsZ-based plastid division is not essential for chloroplast partitioning or plant growth and development. Mol. Plant.

[39] Goral T (2012). Light-harvesting antenna composition controls the macrostructure and dynamics of thylakoid membranes in *Arabidopsis*. Plant J..

[40] Zhao X (2016). Non-photochemical quenching plays a key role in light acclimation of rice plants differing in leaf color. Front. Plant Sci..

[41] Kim EH (2009). The multiple roles of light-harvesting chlorophyll a/b-protein complexes define structure and optimize function of *Arabidopsis* chloroplasts: a study using two chlorophyll *b*-less mutants. BBA.

[42] Shi LX (2012). Photosystem II, a growing complex: updates on newly discovered components and low molecular mass proteins. BBA.

[43] Klodawska K (2013). Morphological and physiological characterization of the delta-psaL mutant of *cyanobacterium Synechocystis*. Polyhedron.

[44] Cazzonelli CI, Pogson BJ (2010). Source to sink: regulation of carotenoid biosynthesis in plants. Trends Plant. Sci..

[45] Song L (2017). Molecular link between leaf coloration and gene expression of flavonoid and carotenoid biosynthesis in *Camellia sinensis* cultivar ‘Huangjinya’. Front Plant Sci..

[46] Dong H (2007). The *Arabidopsis Spontaneous Cell Death1* gene, encoding a zeta-carotene desaturase essential for carotenoid biosynthesis, is involved in chloroplast development, photoprotection and retrograde signalling. Cell Res..

[47] Yuan H (2015). Carotenoid metabolism and regulation in horticultural crops. Hortic. Res..

[48] Liu JX (2014). RNA interference-based gene silencing of *phytoene synthase* impairs growth, carotenoids, and plastid phenotype in *Oncidium hybrid* orchid. SpringerPlus.

[49] Xu WJ, Dubos C, Lepiniec L (2015). Transcriptional control of flavonoid biosynthesis by MYB-bHLH-WDR complexes. Trends Plant Sci..

[50] Appelhagen I (2011). Leucoanthocyanidin dioxygenase in *Arabidopsis thaliana*: characterization of mutant alleles and regulation by MYB-BHLH-TTG1 transcription factor complexes. Gene.

# Supplementary material for: Cytological, physiological, and transcriptomic analyses of golden leaf coloration in Ginkgo biloba L
**Source:** Hortic Res. 2018 Mar 1;5:12. doi: 10.1038/s41438-018-0015-4
**Supplement:** Supplementary file 1 — Supplementary material

**Figure S1**

**
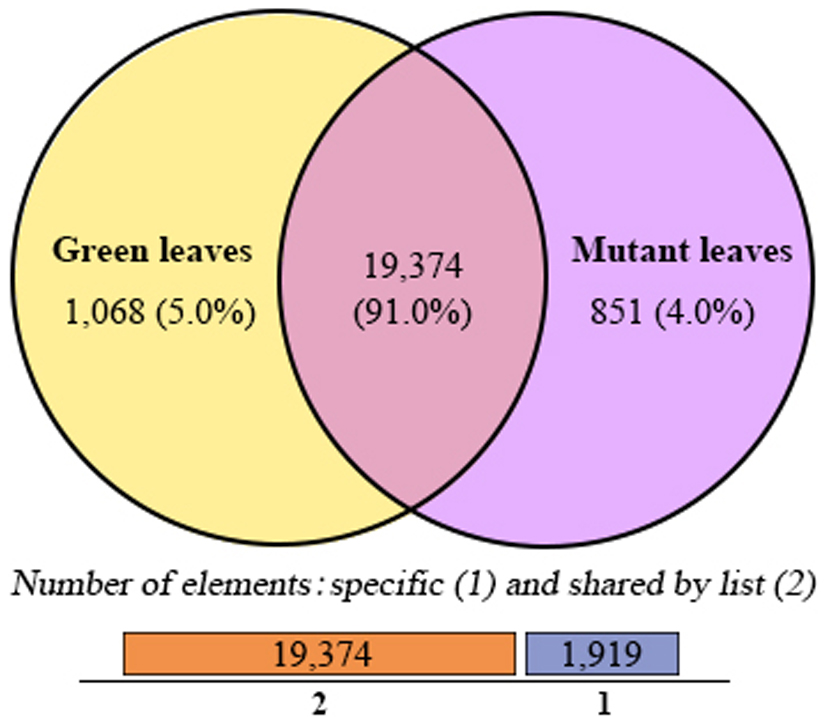
**

**Figure S2**

**
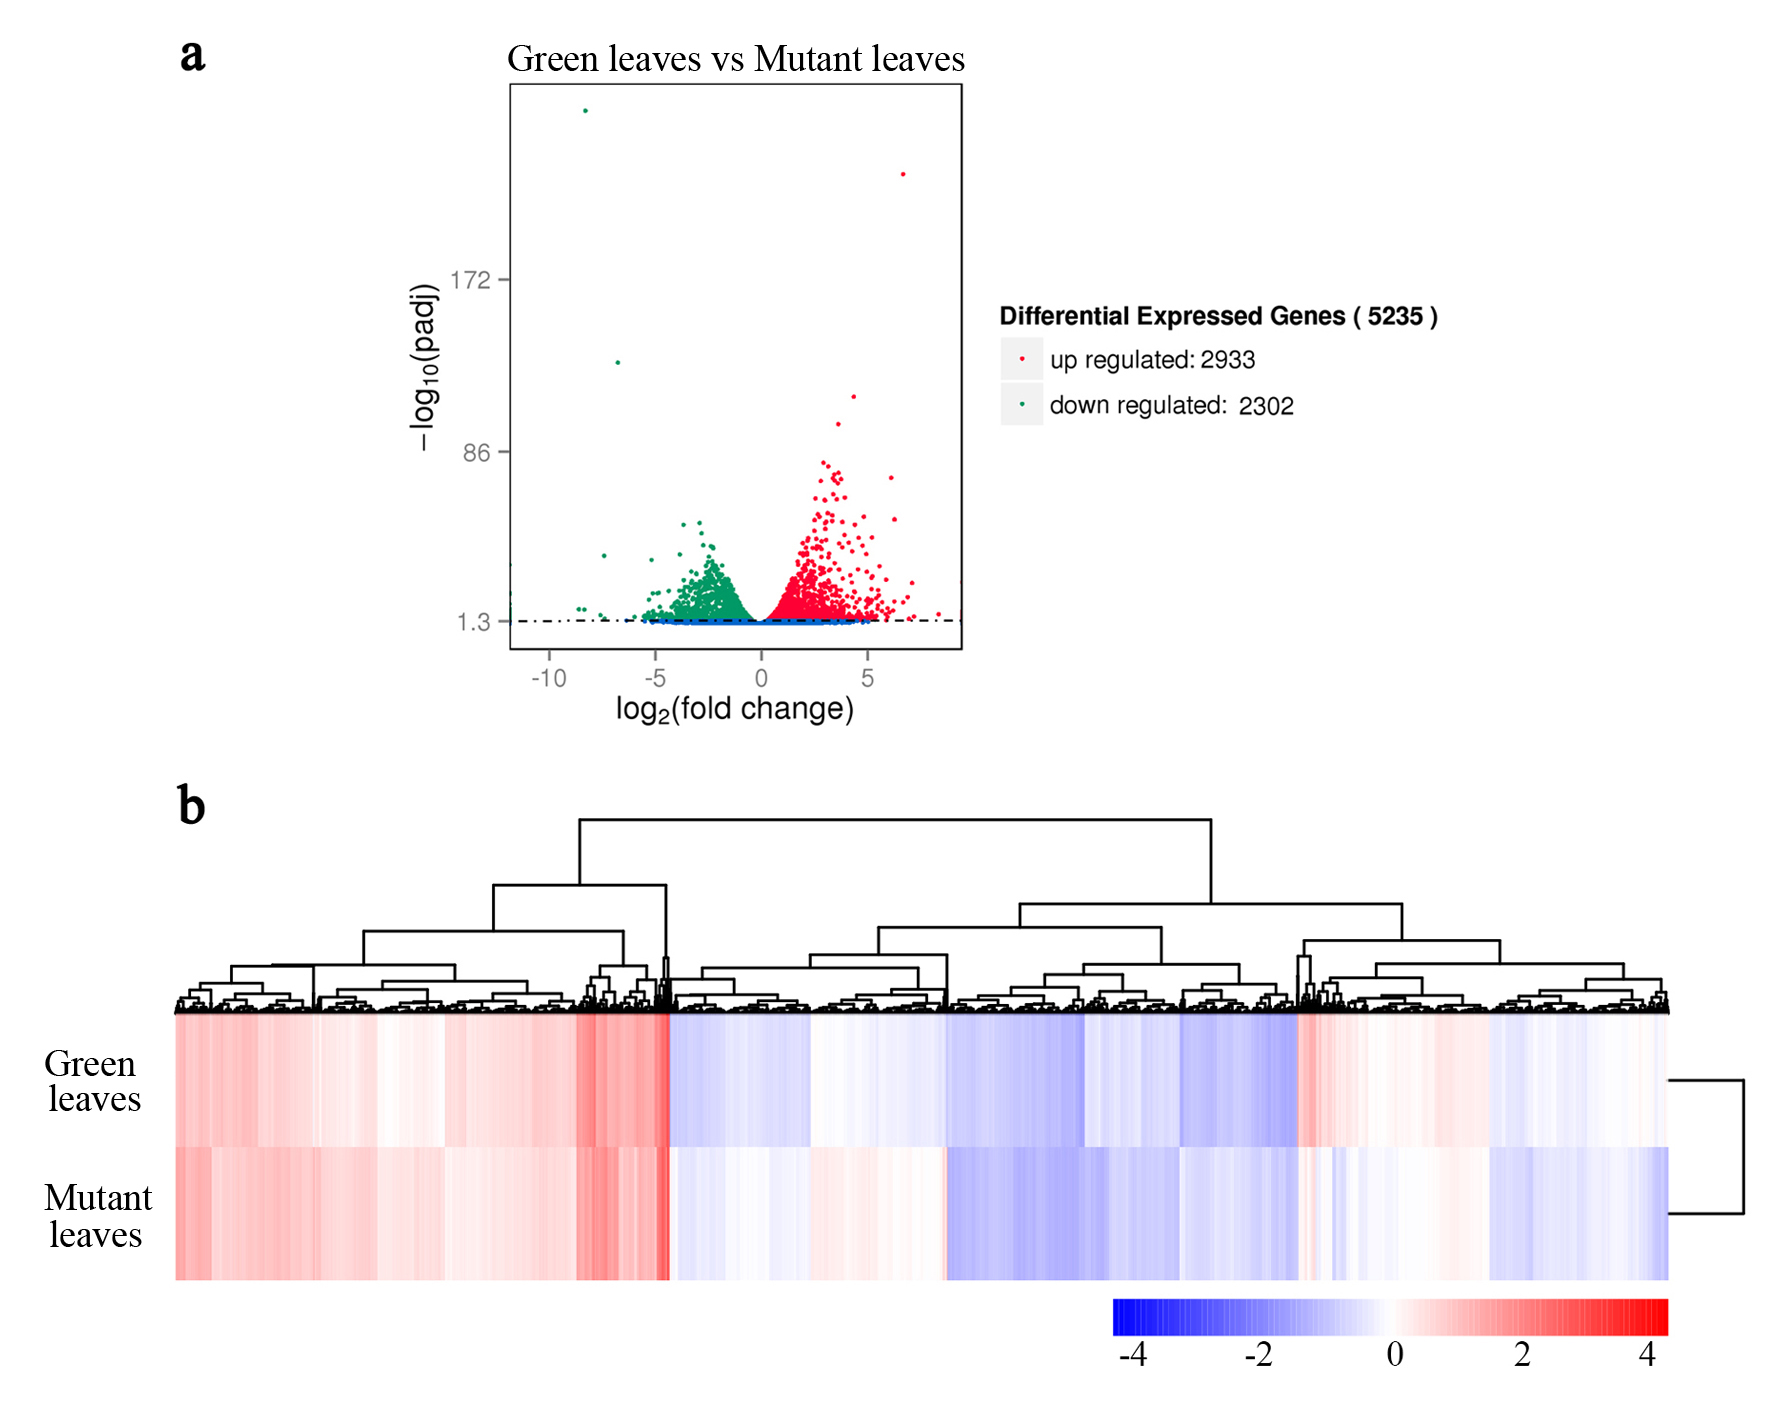
**

**Figure S3**

**
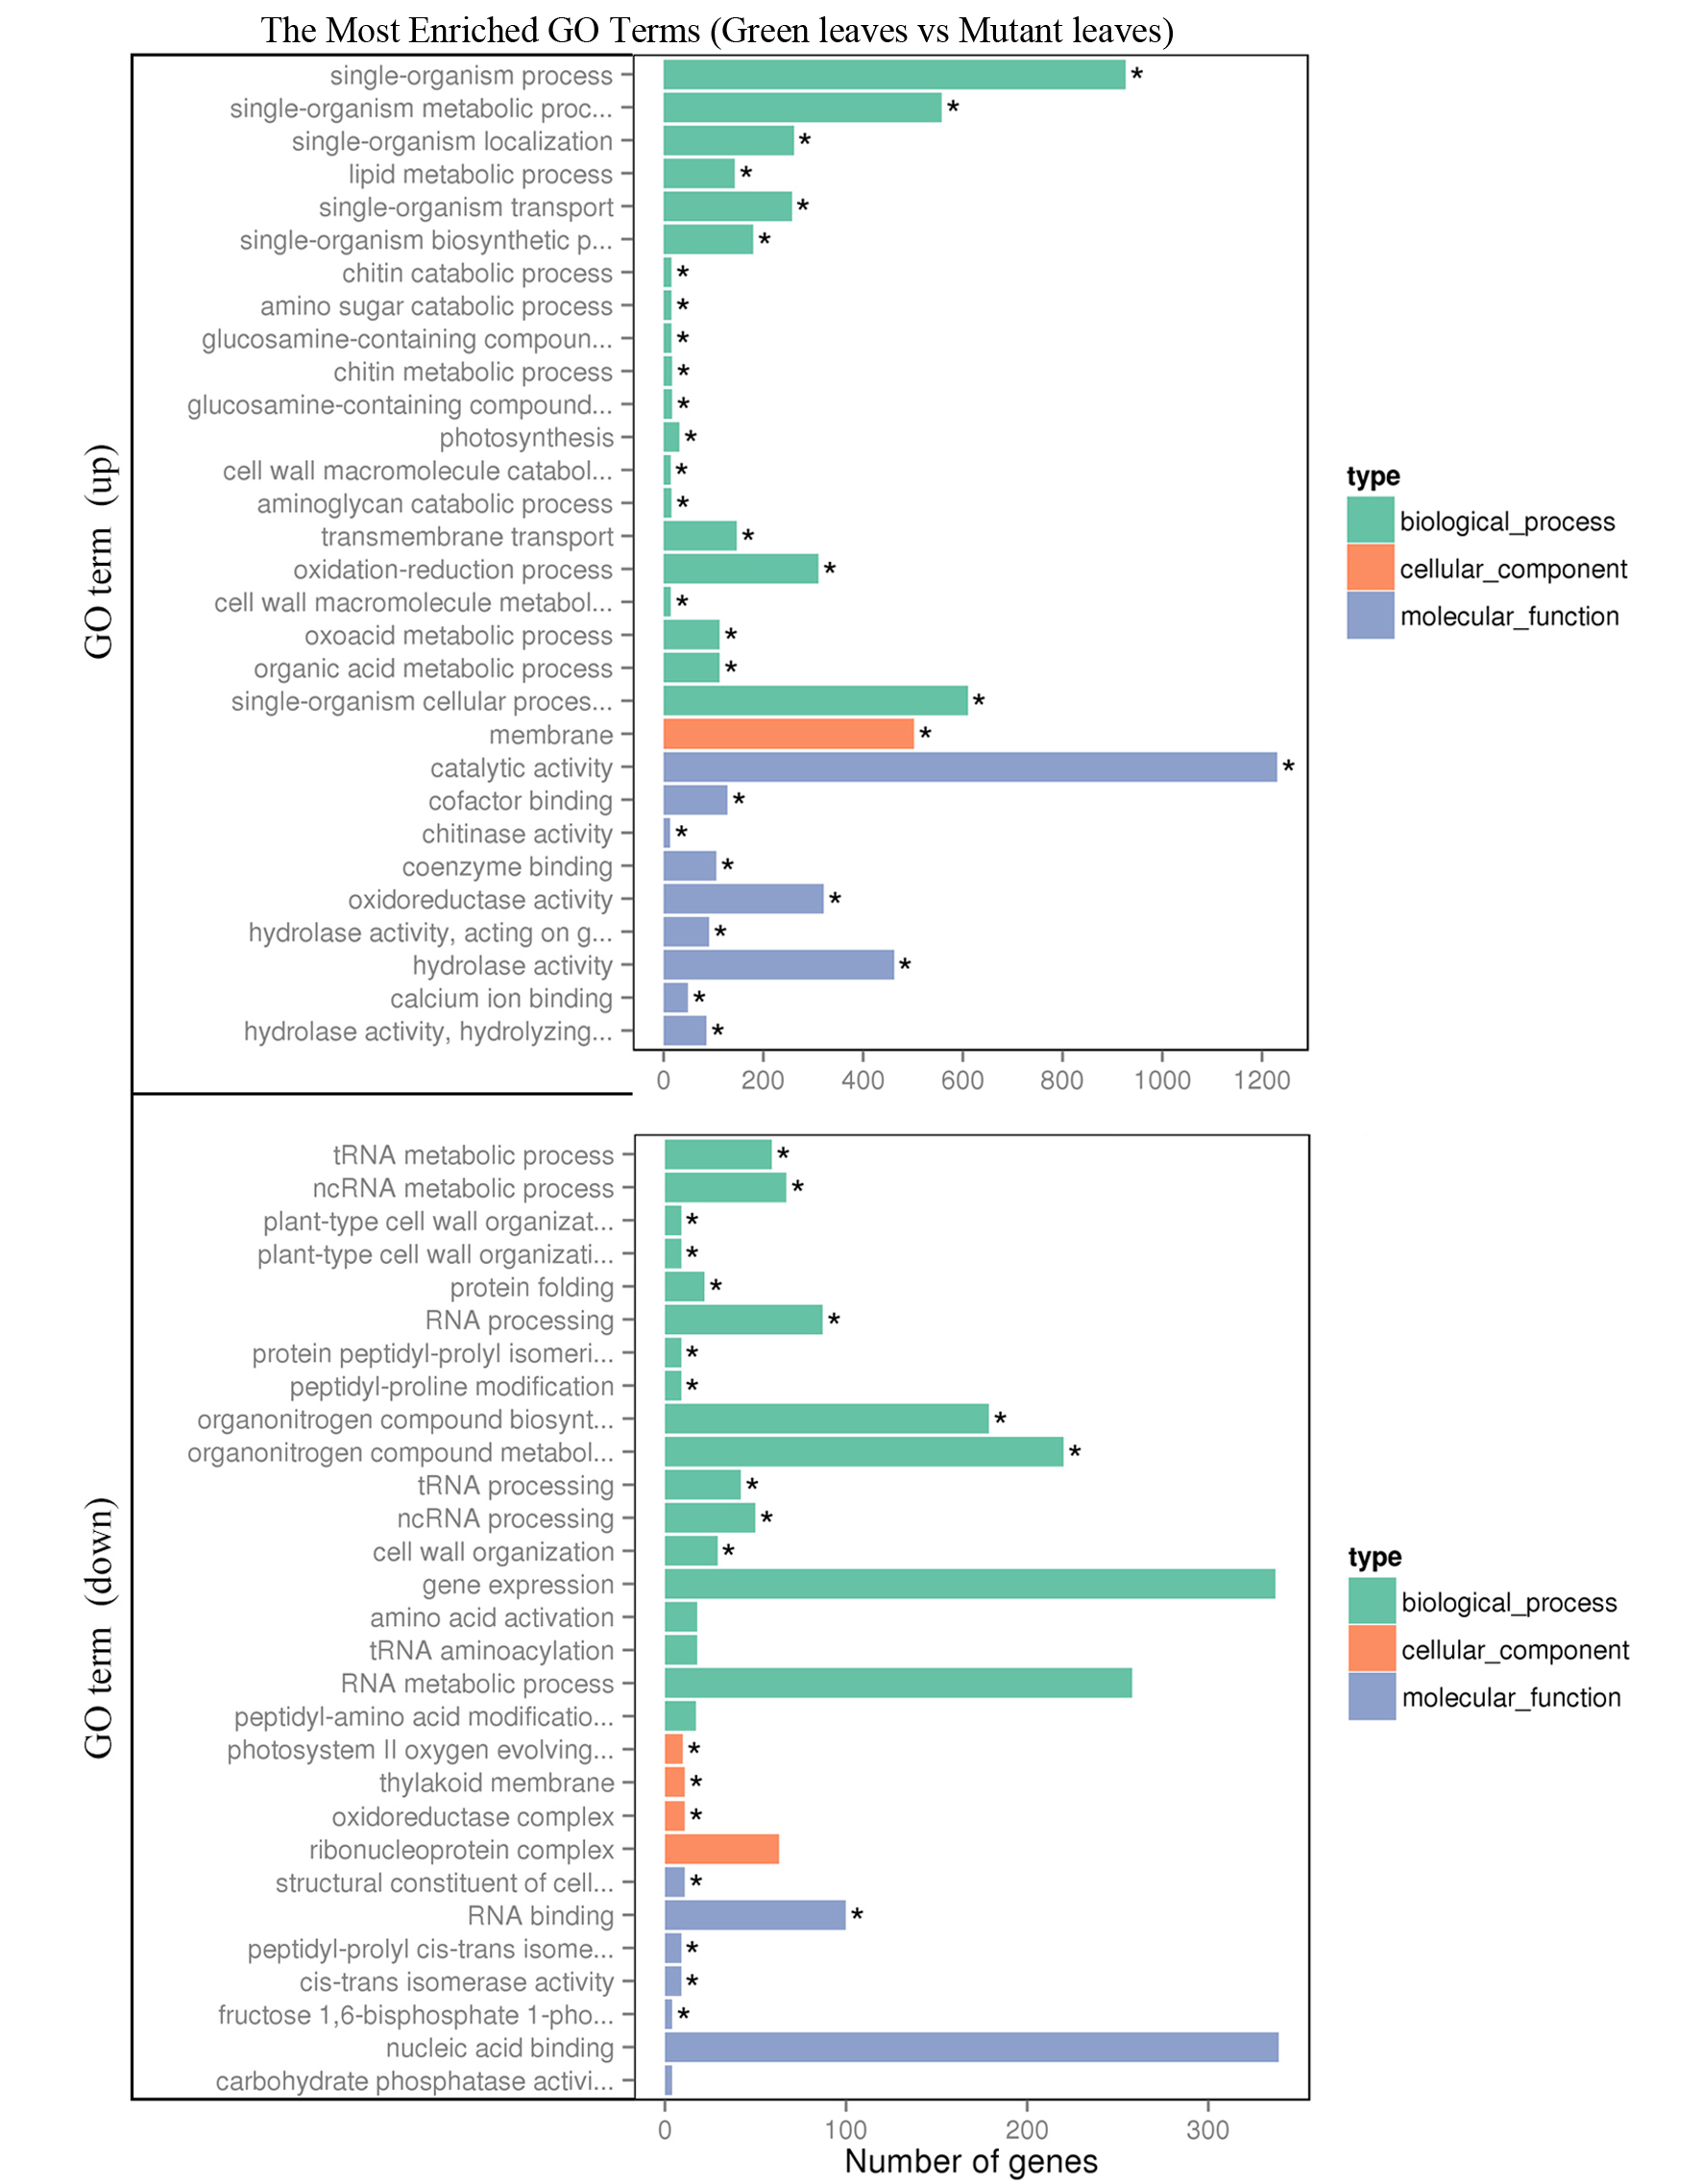
**

**Figure S4**

**
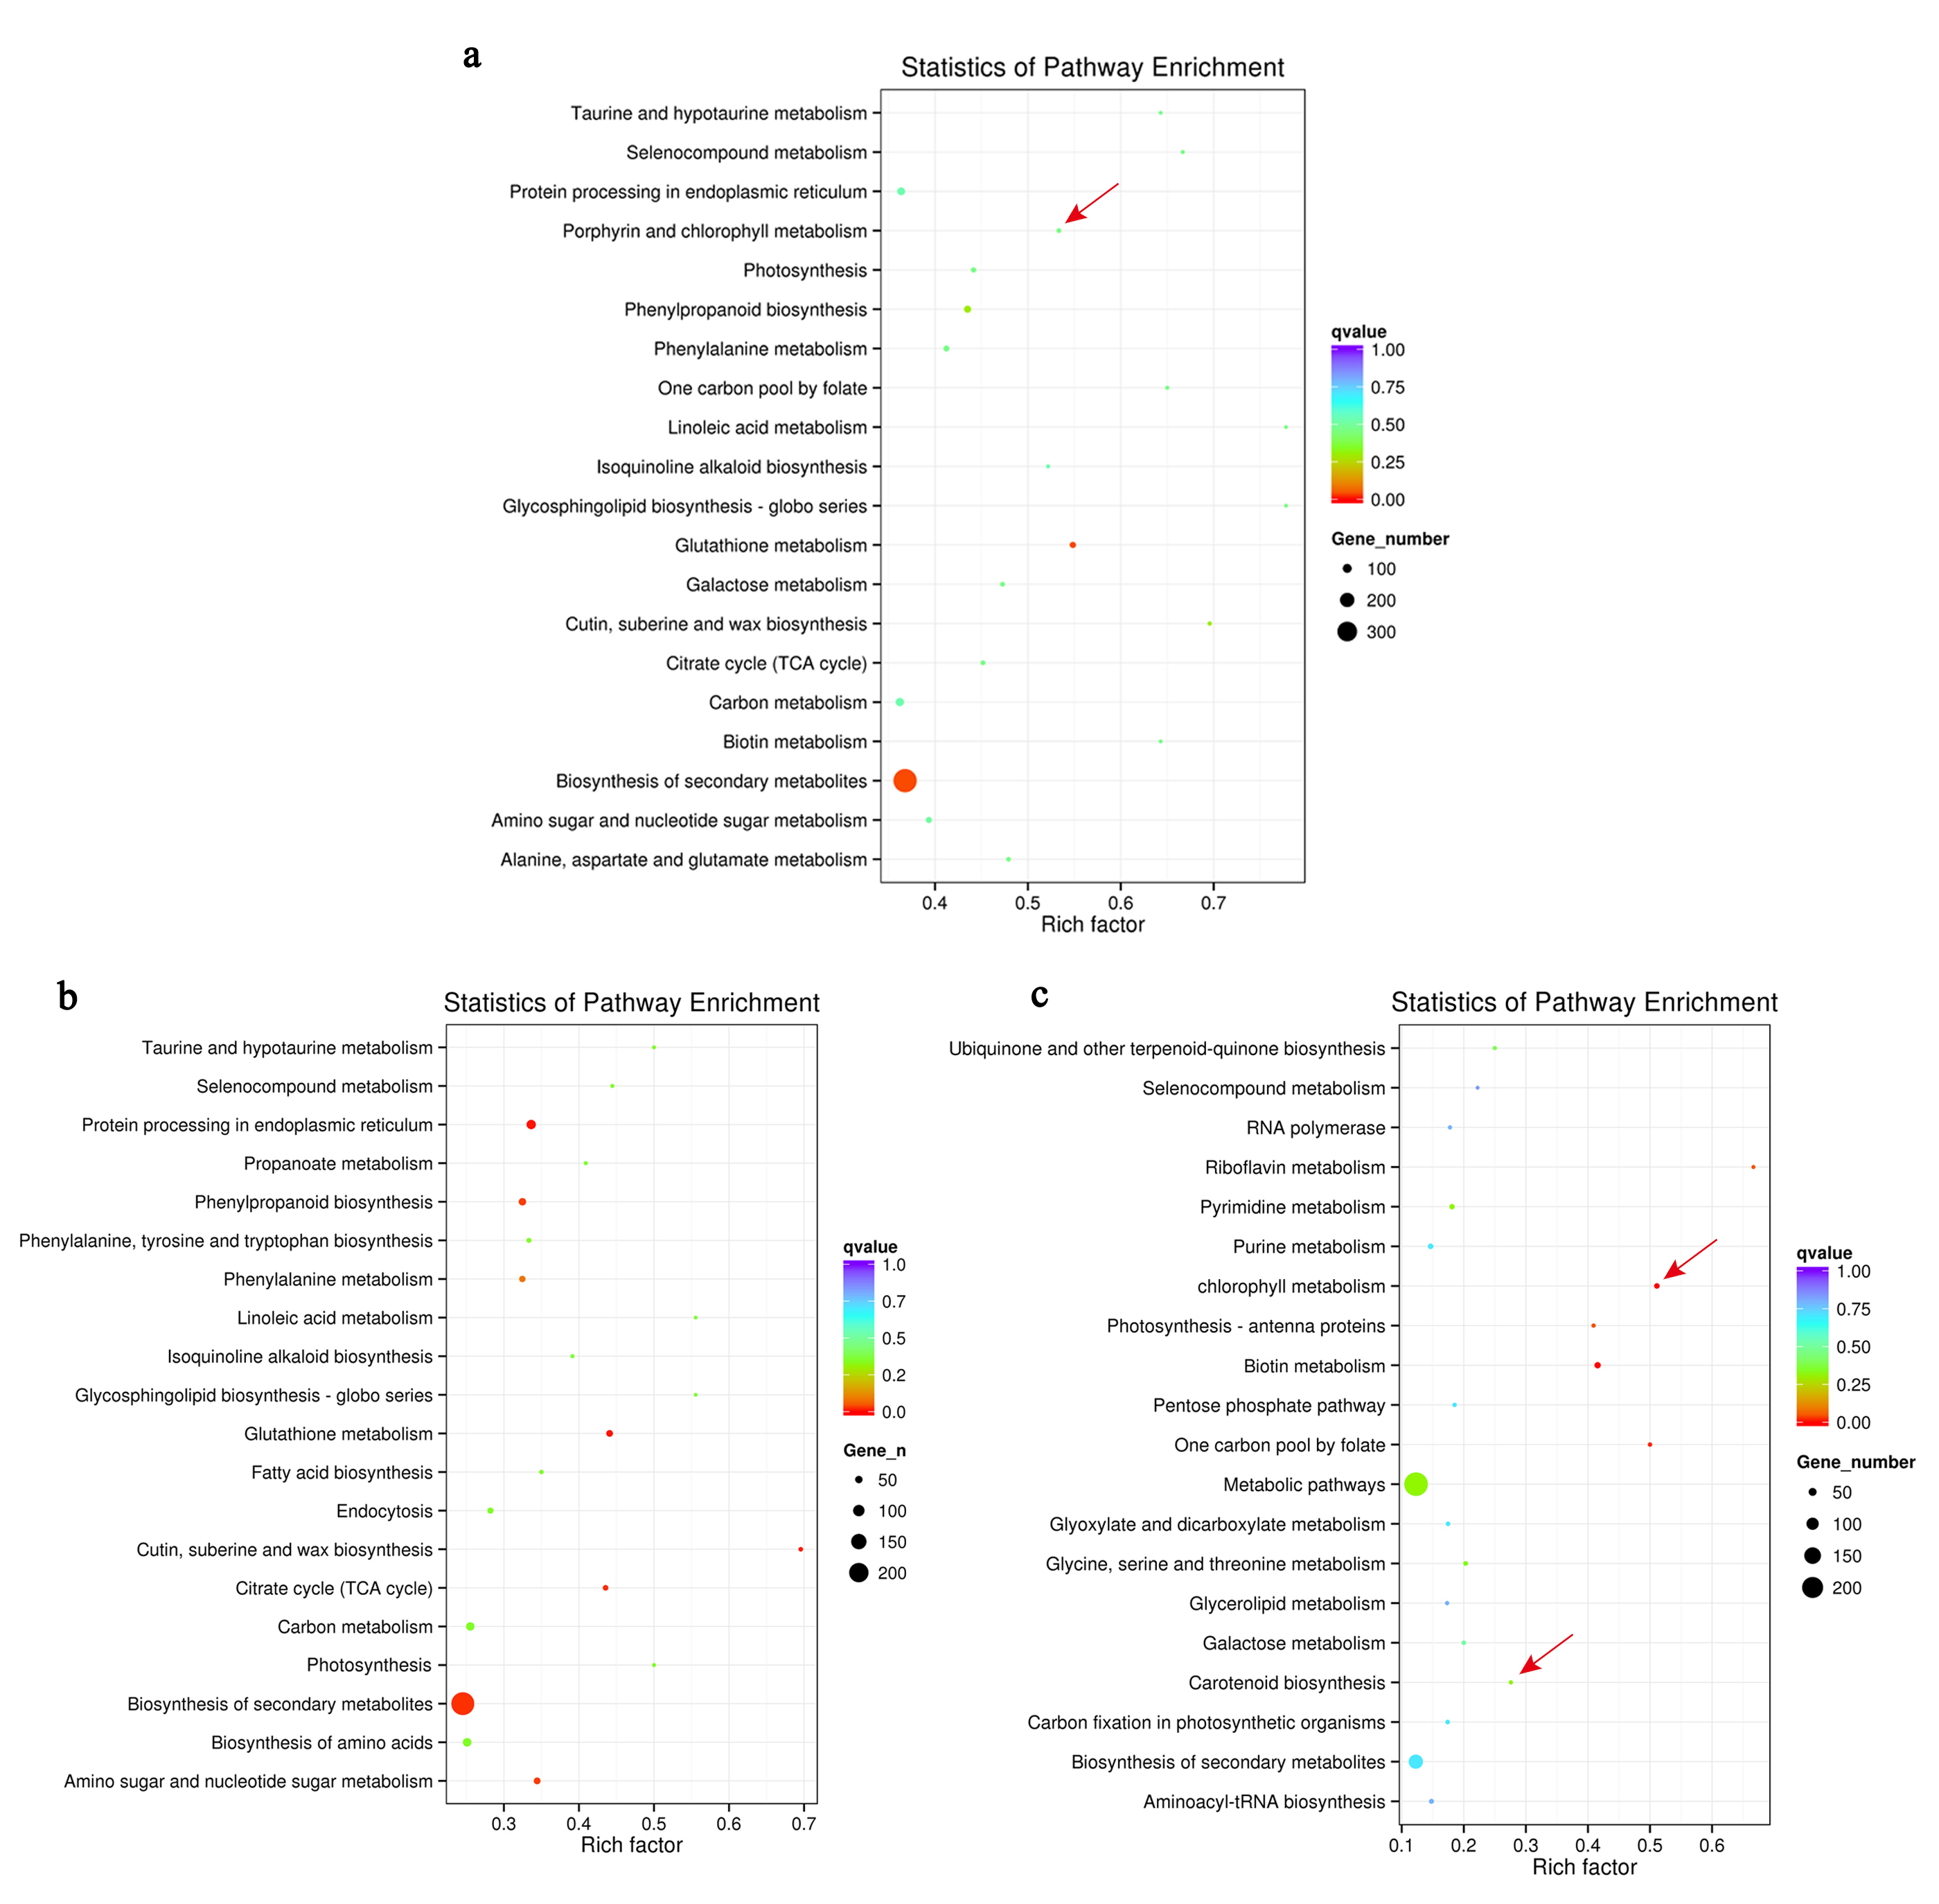
**

**Figure S5**

**
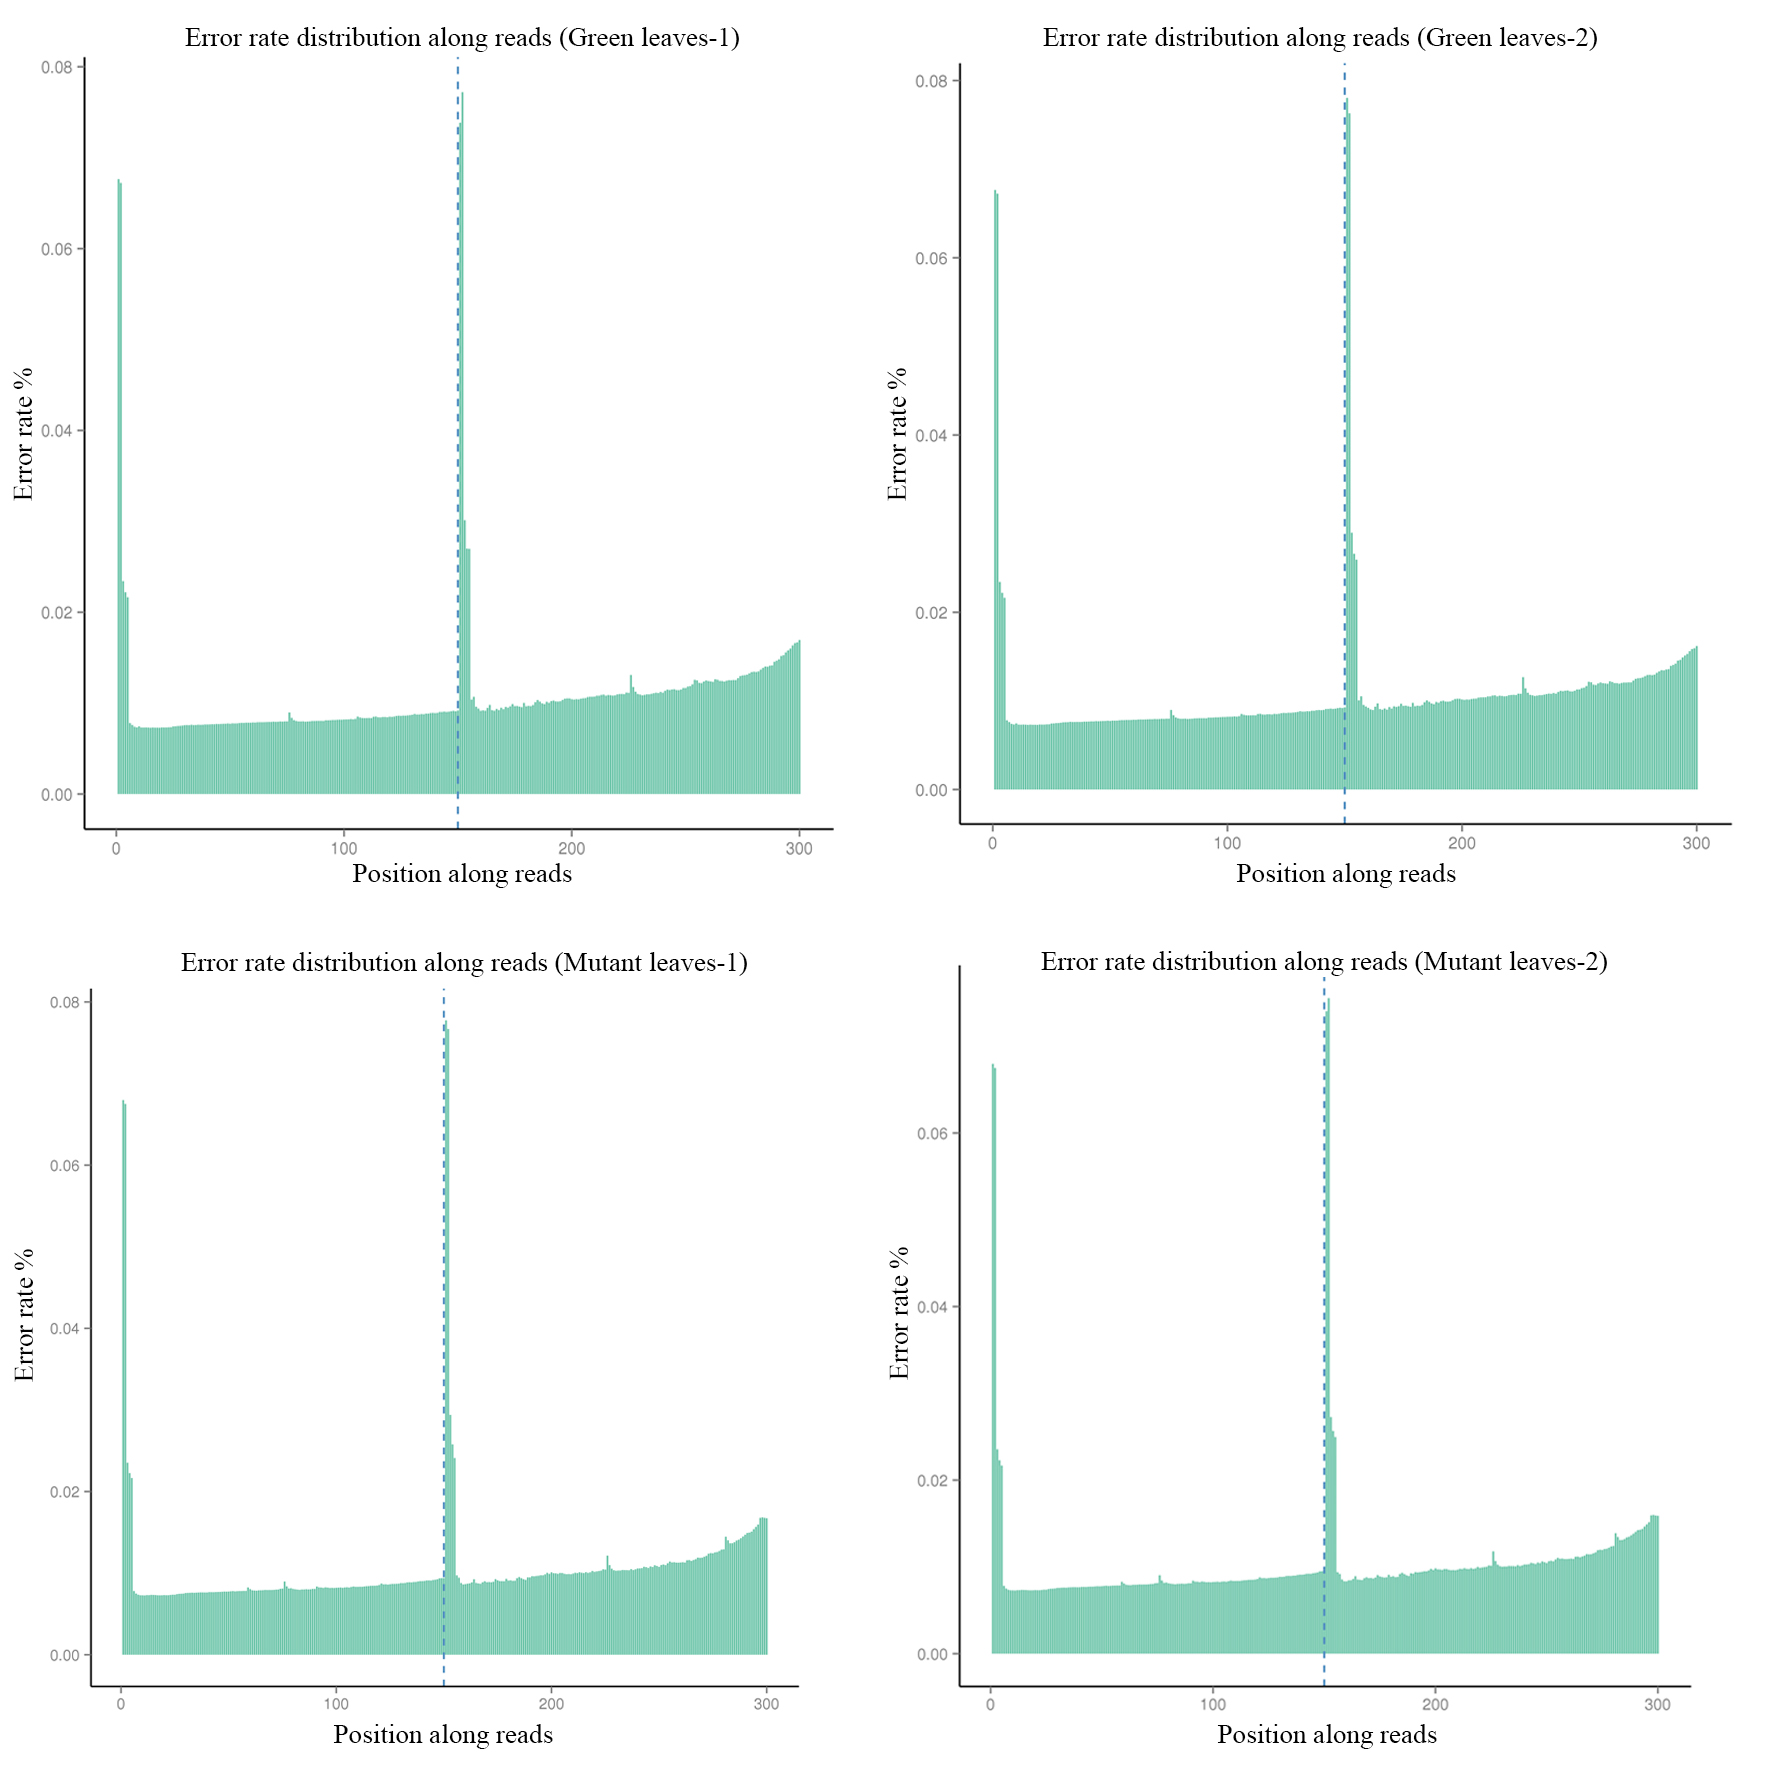
**

**Figure S6**

**
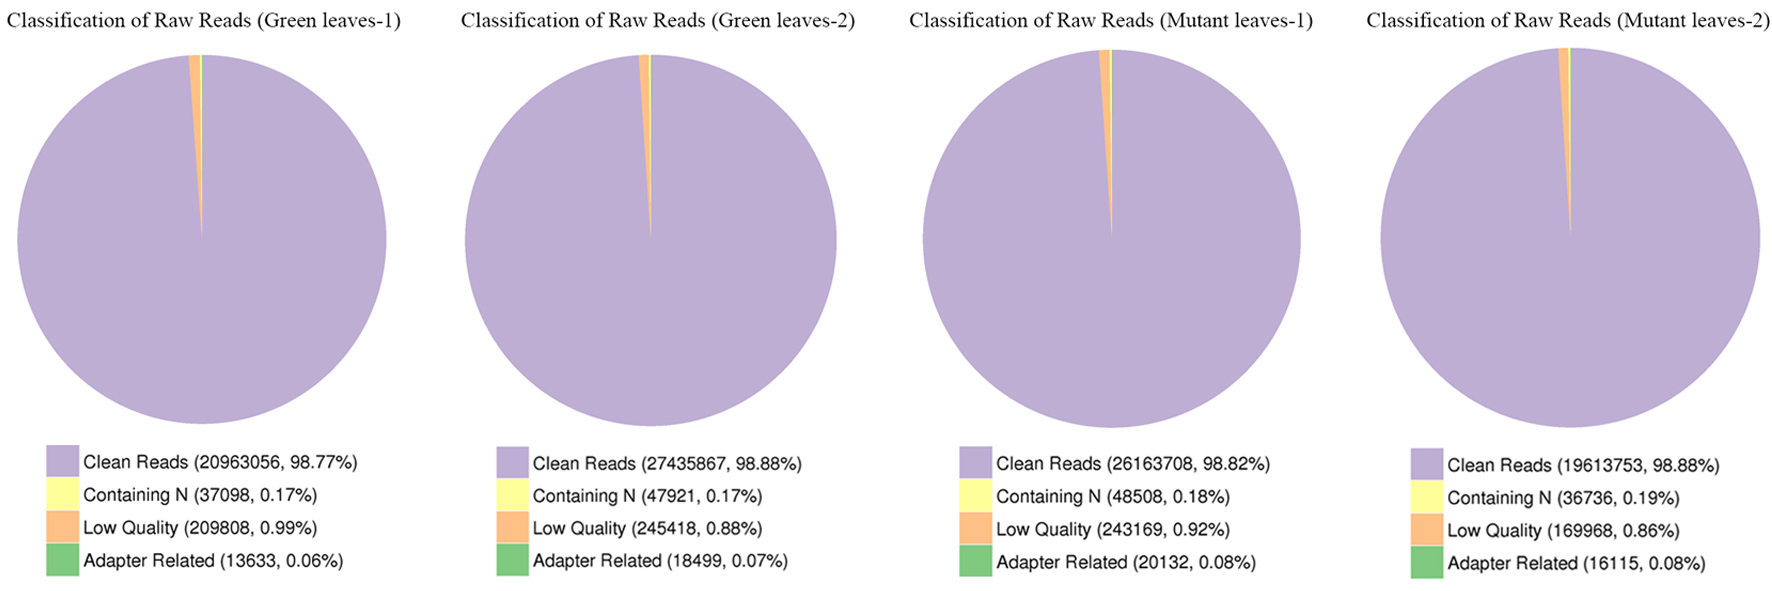
**

**Figure S7**

**
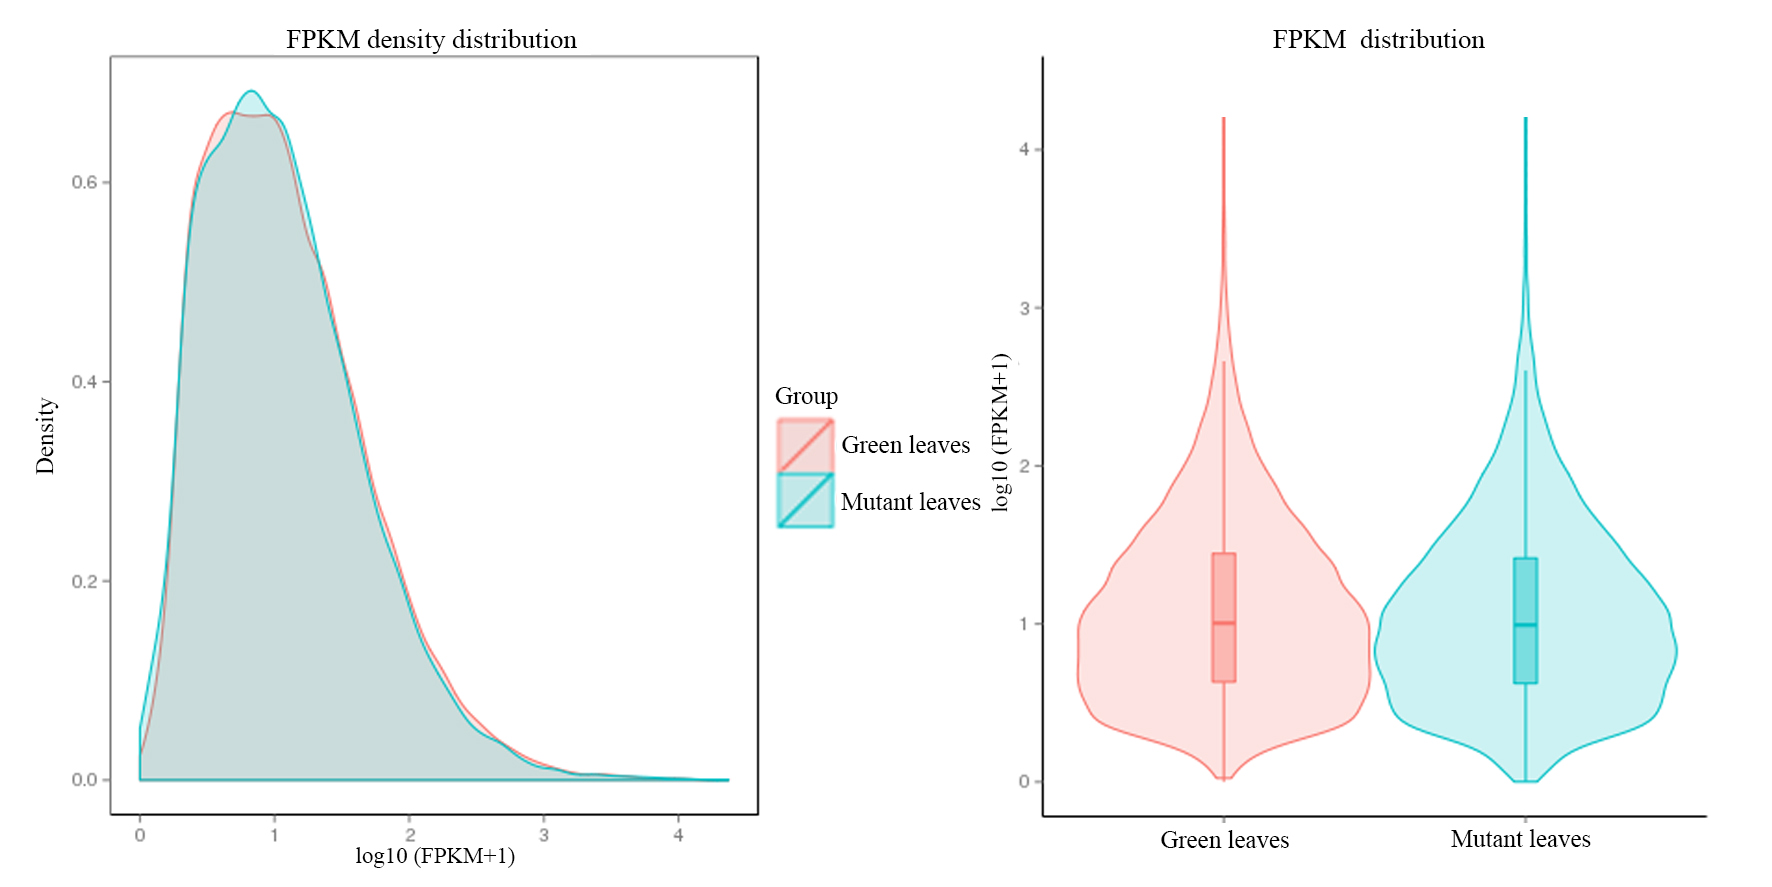
**

**Figure S8**

**
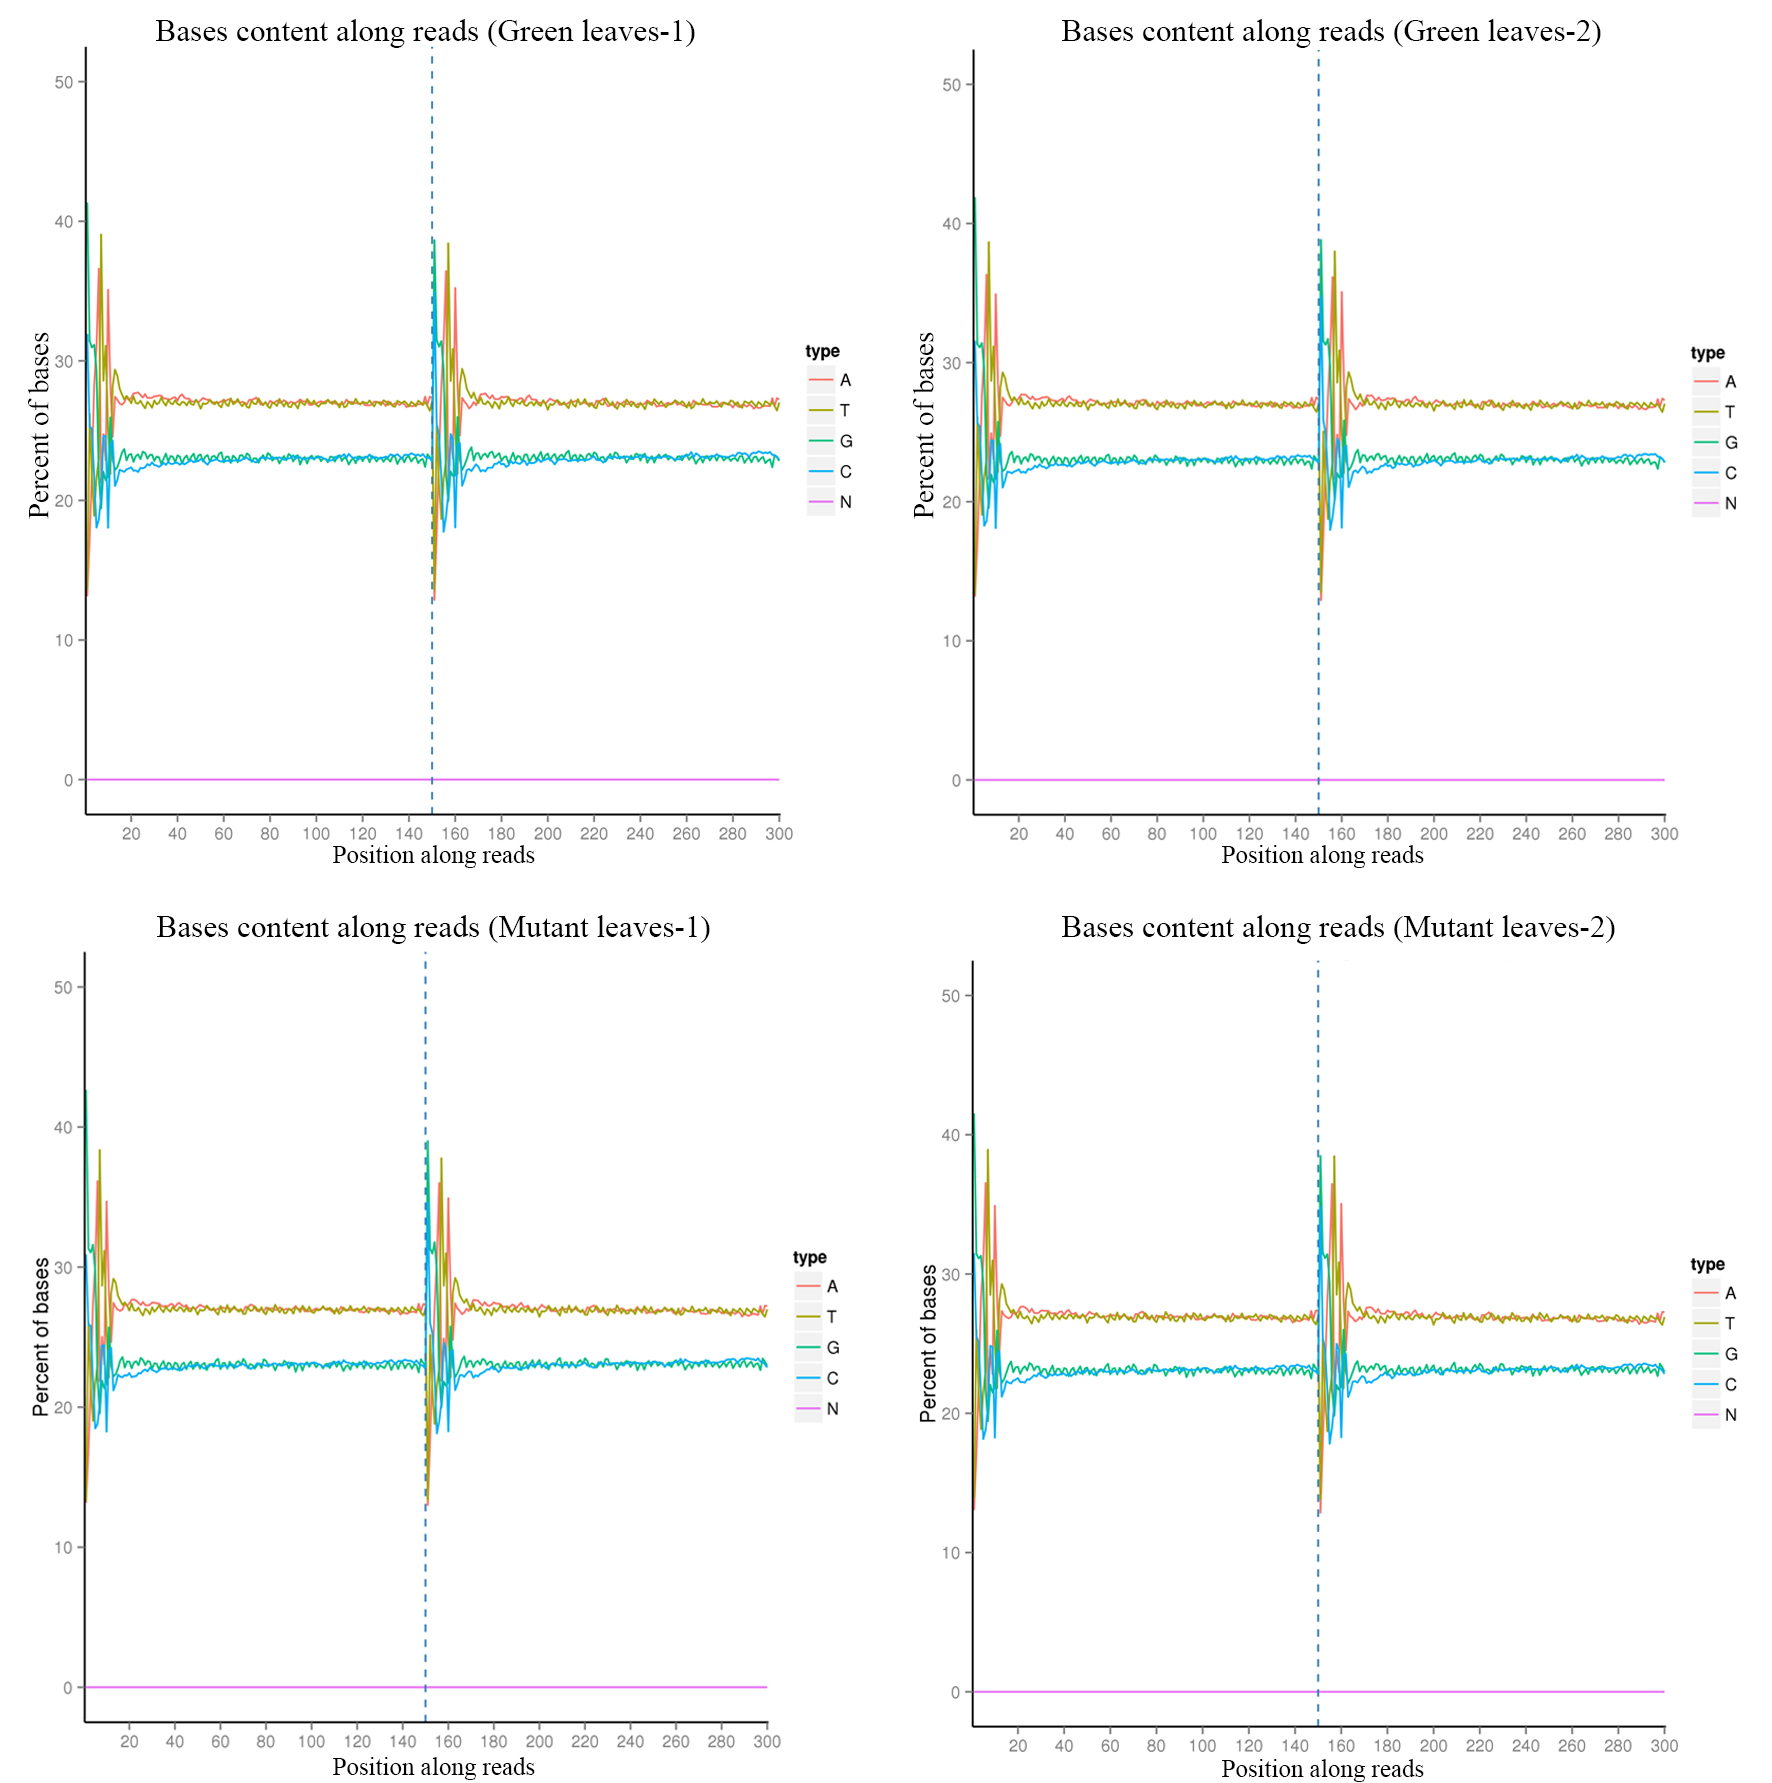
**

**Figure S9**

**
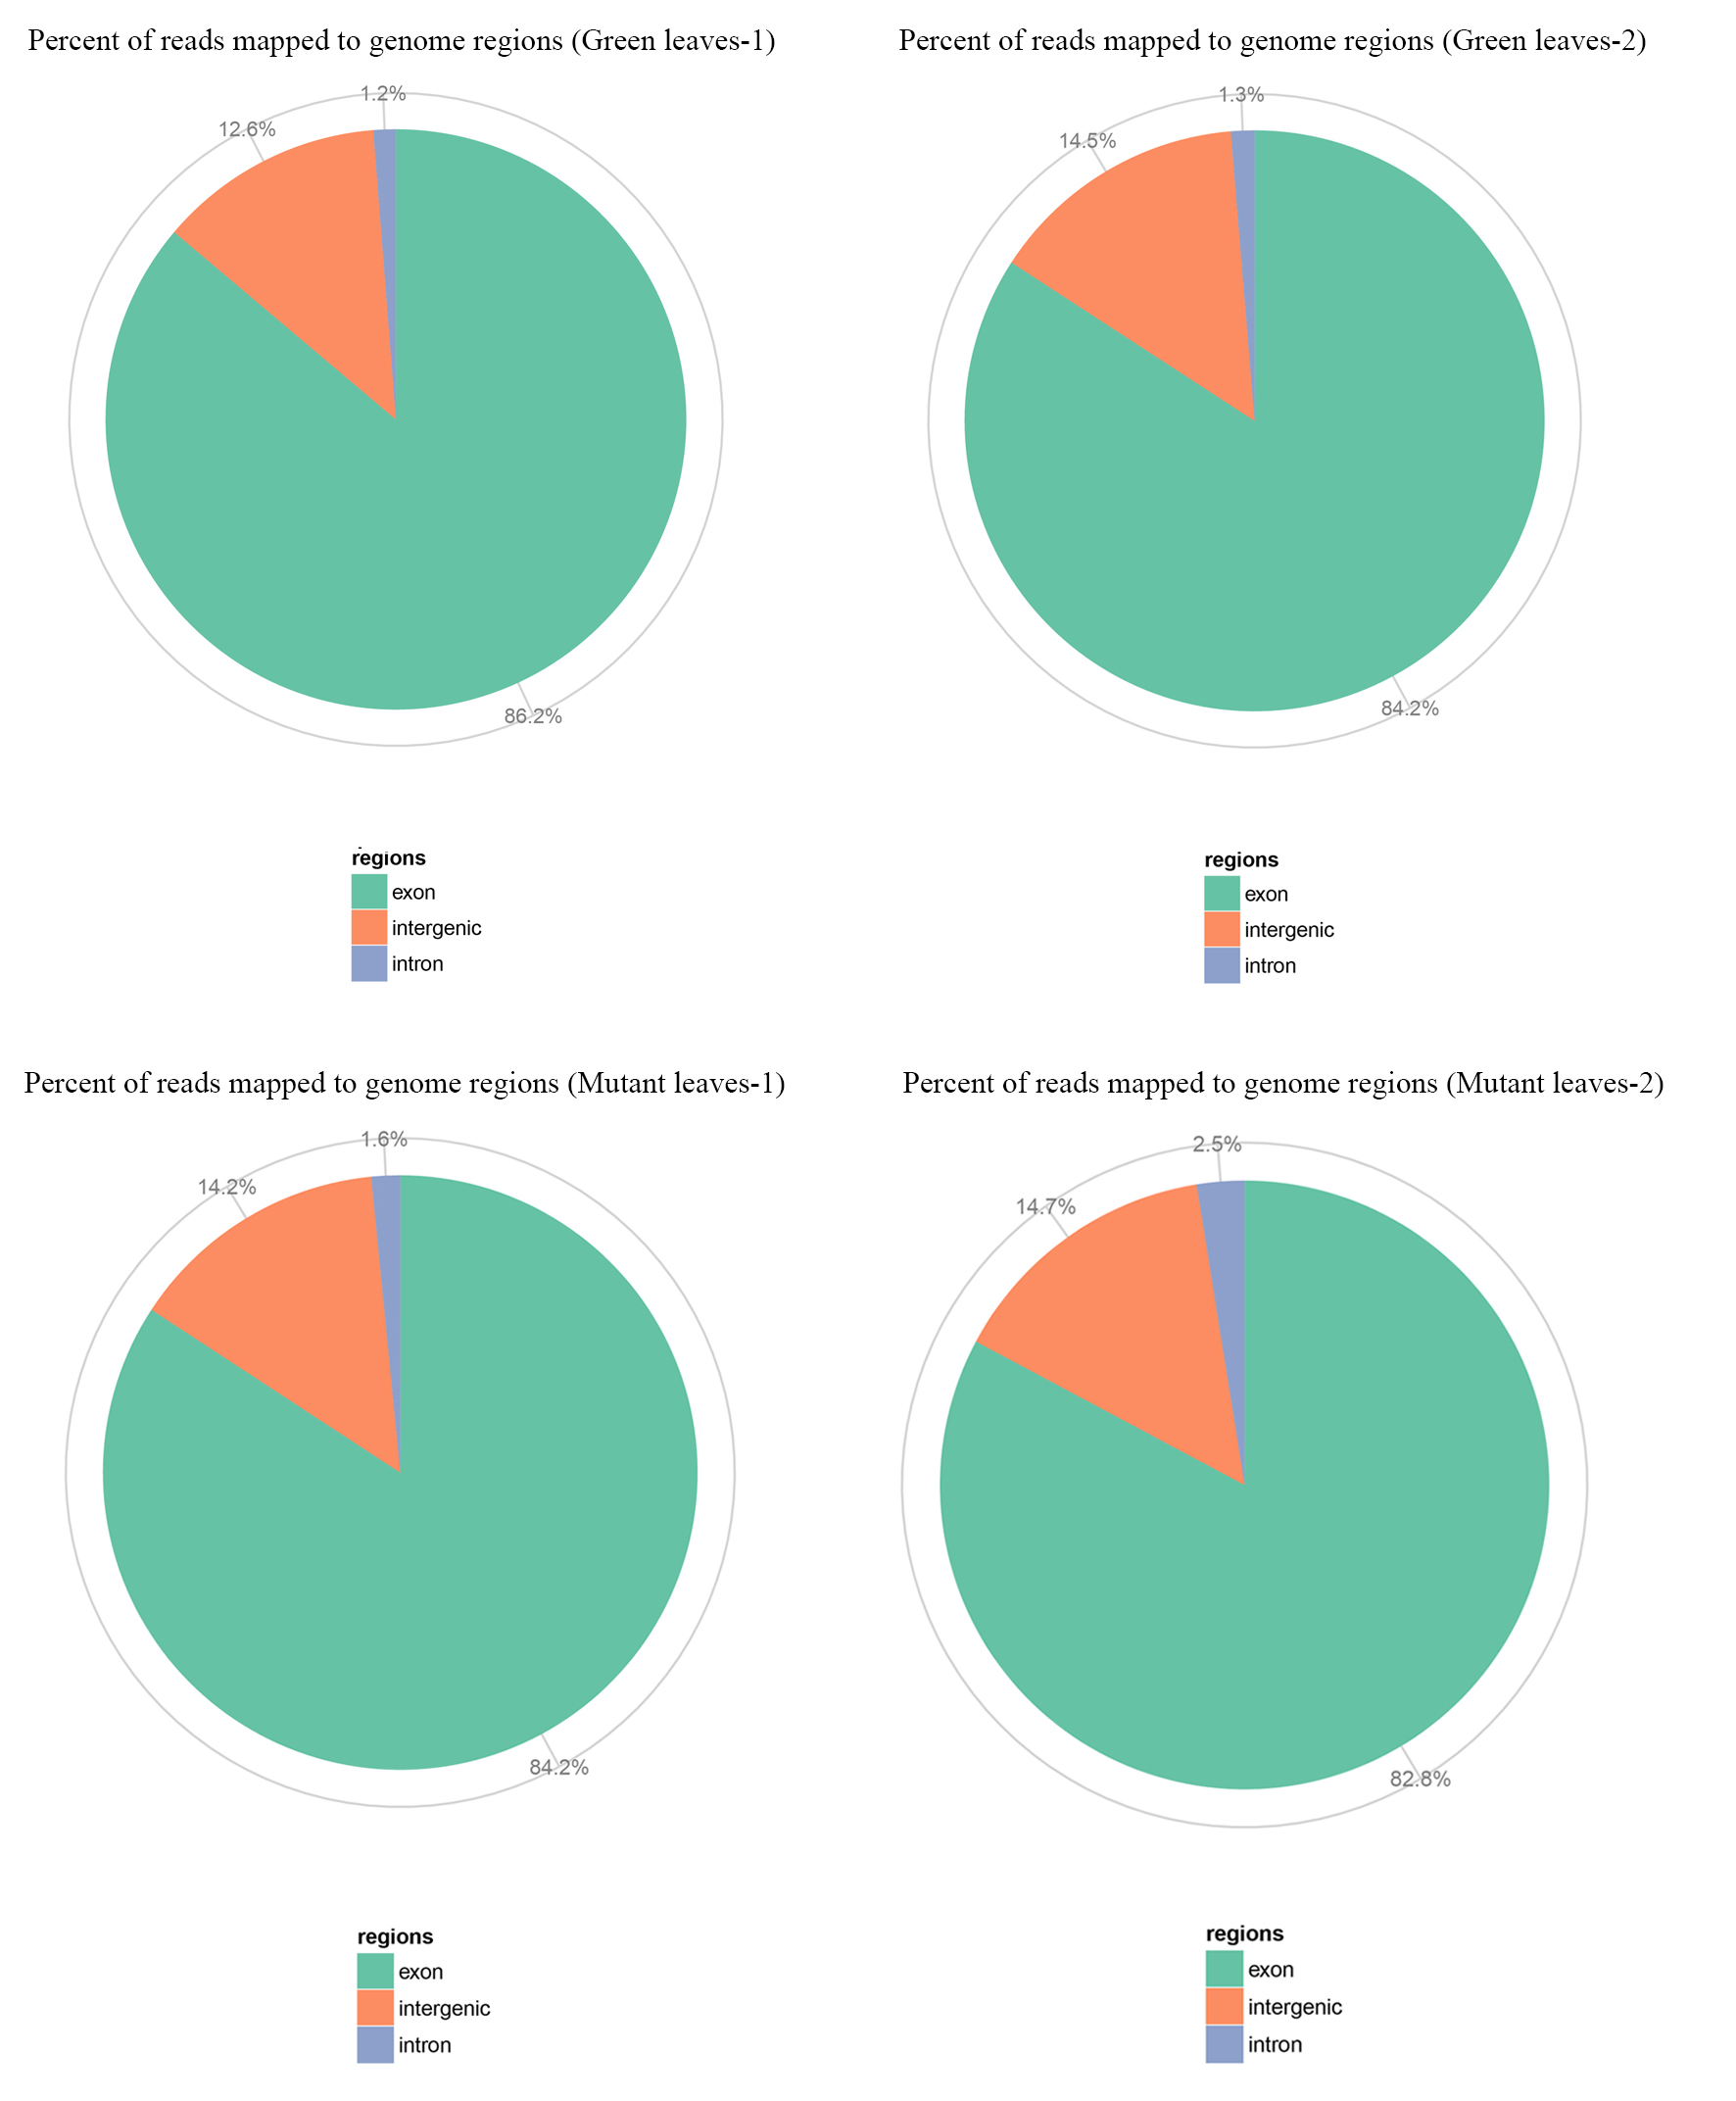
**

**Figure S10**

**
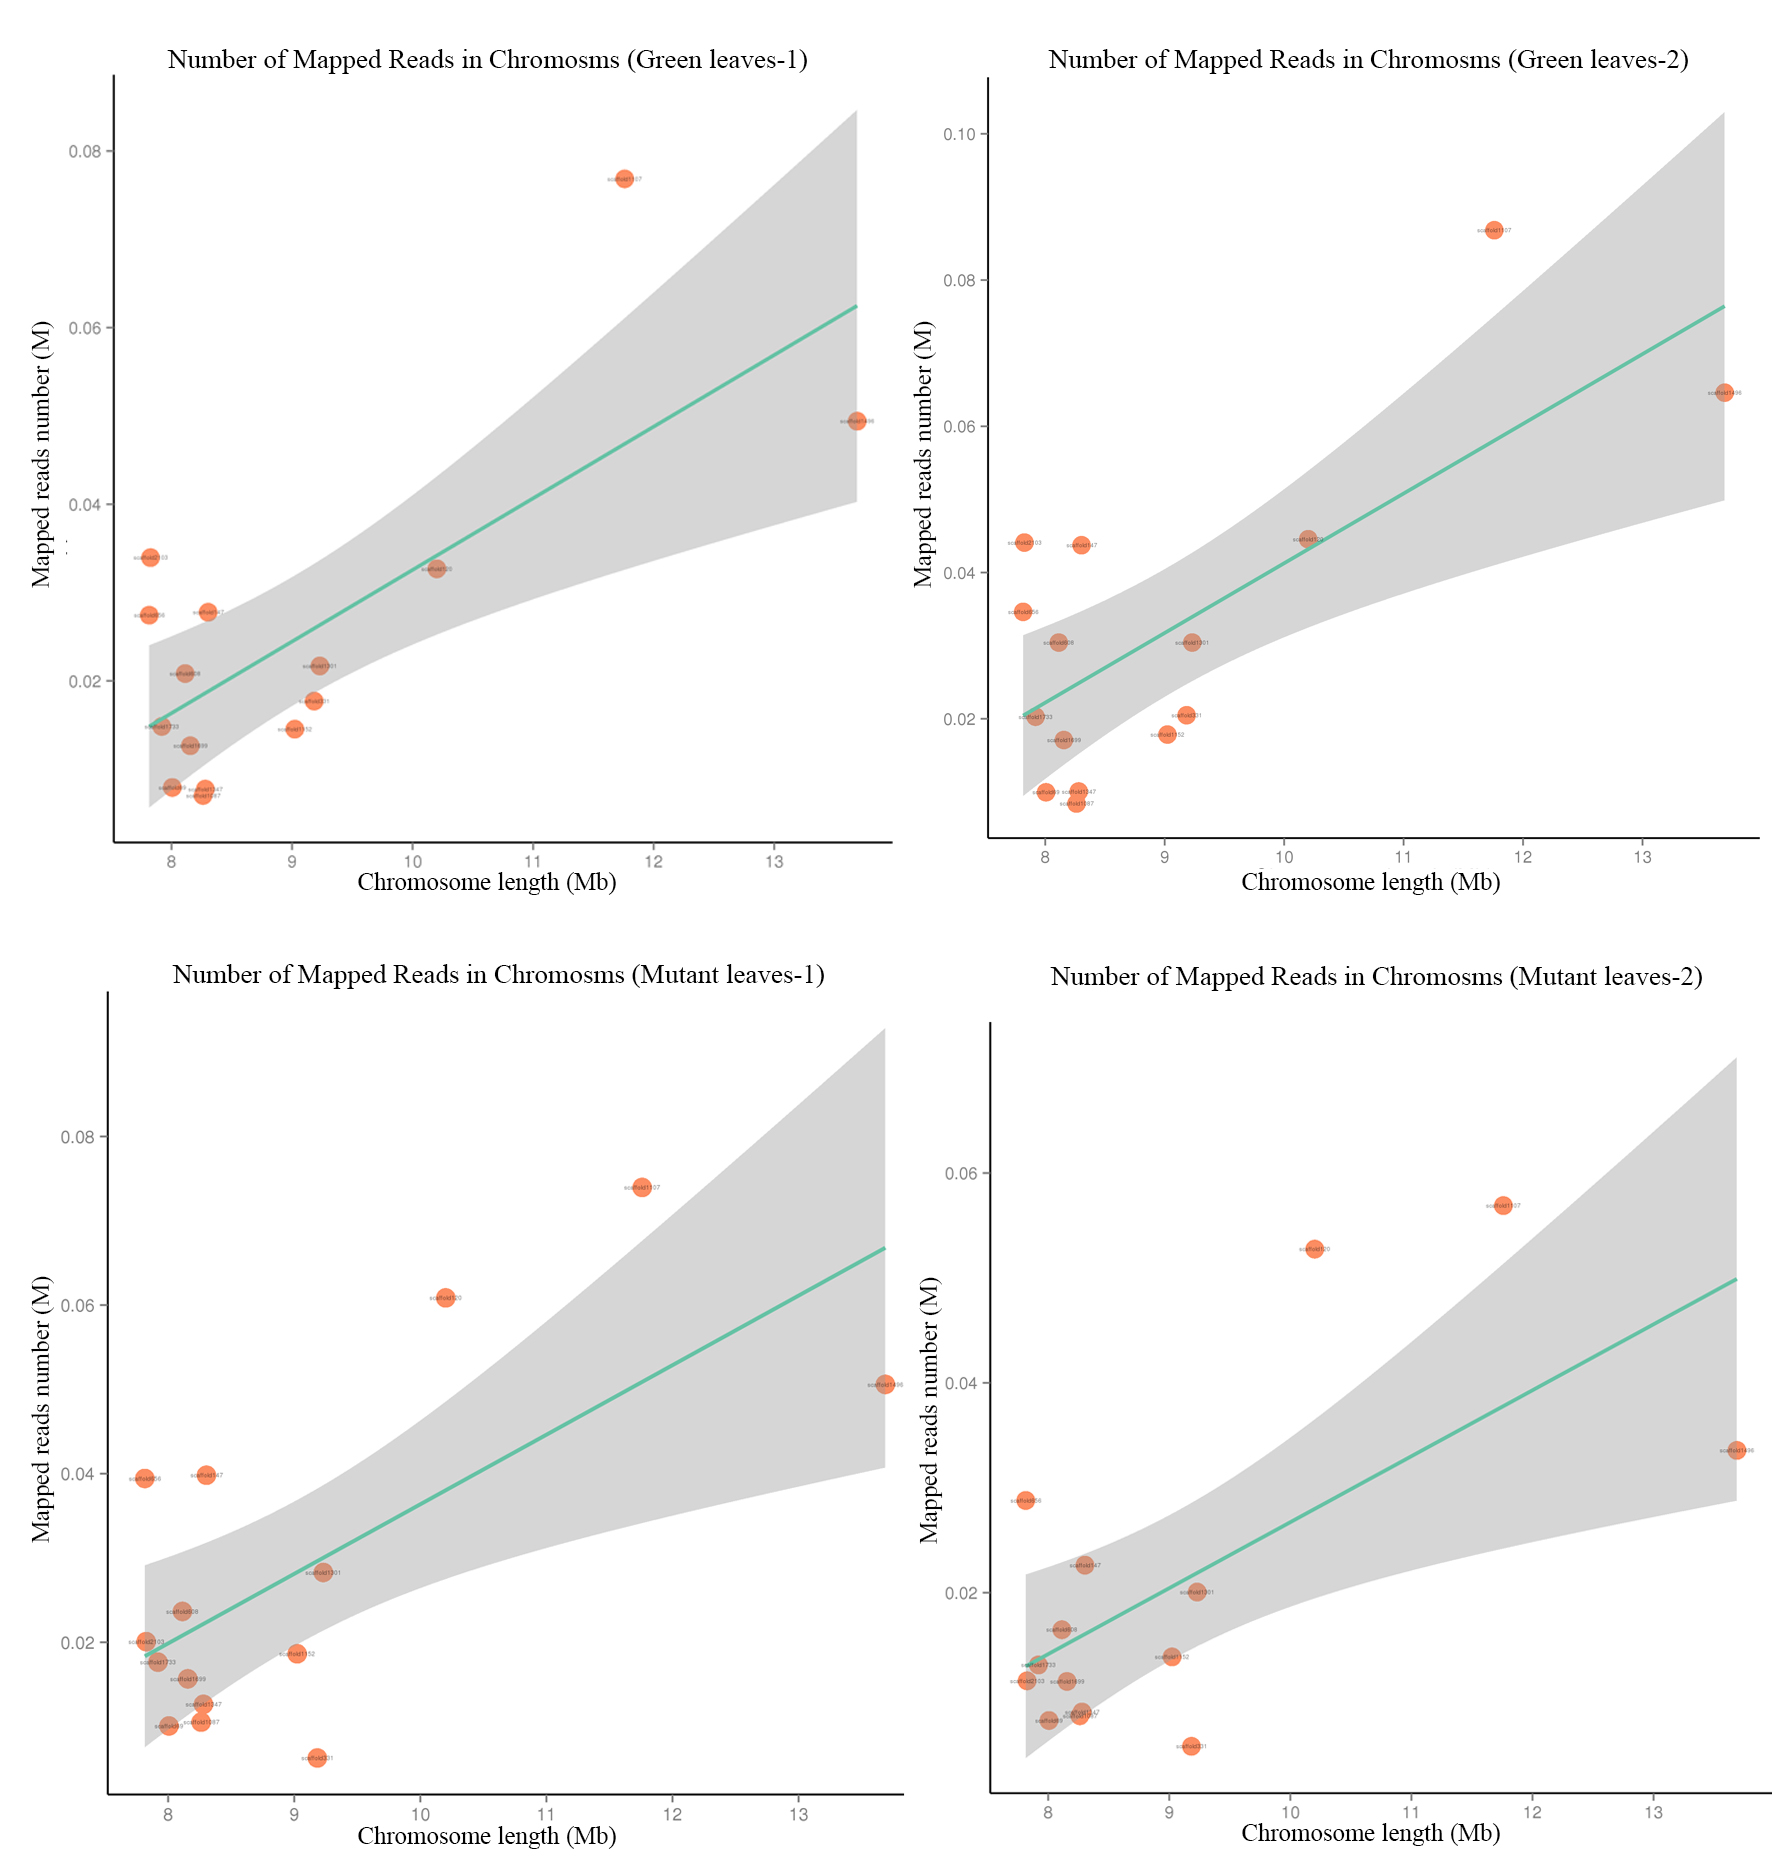
**

**Figure S11**

**
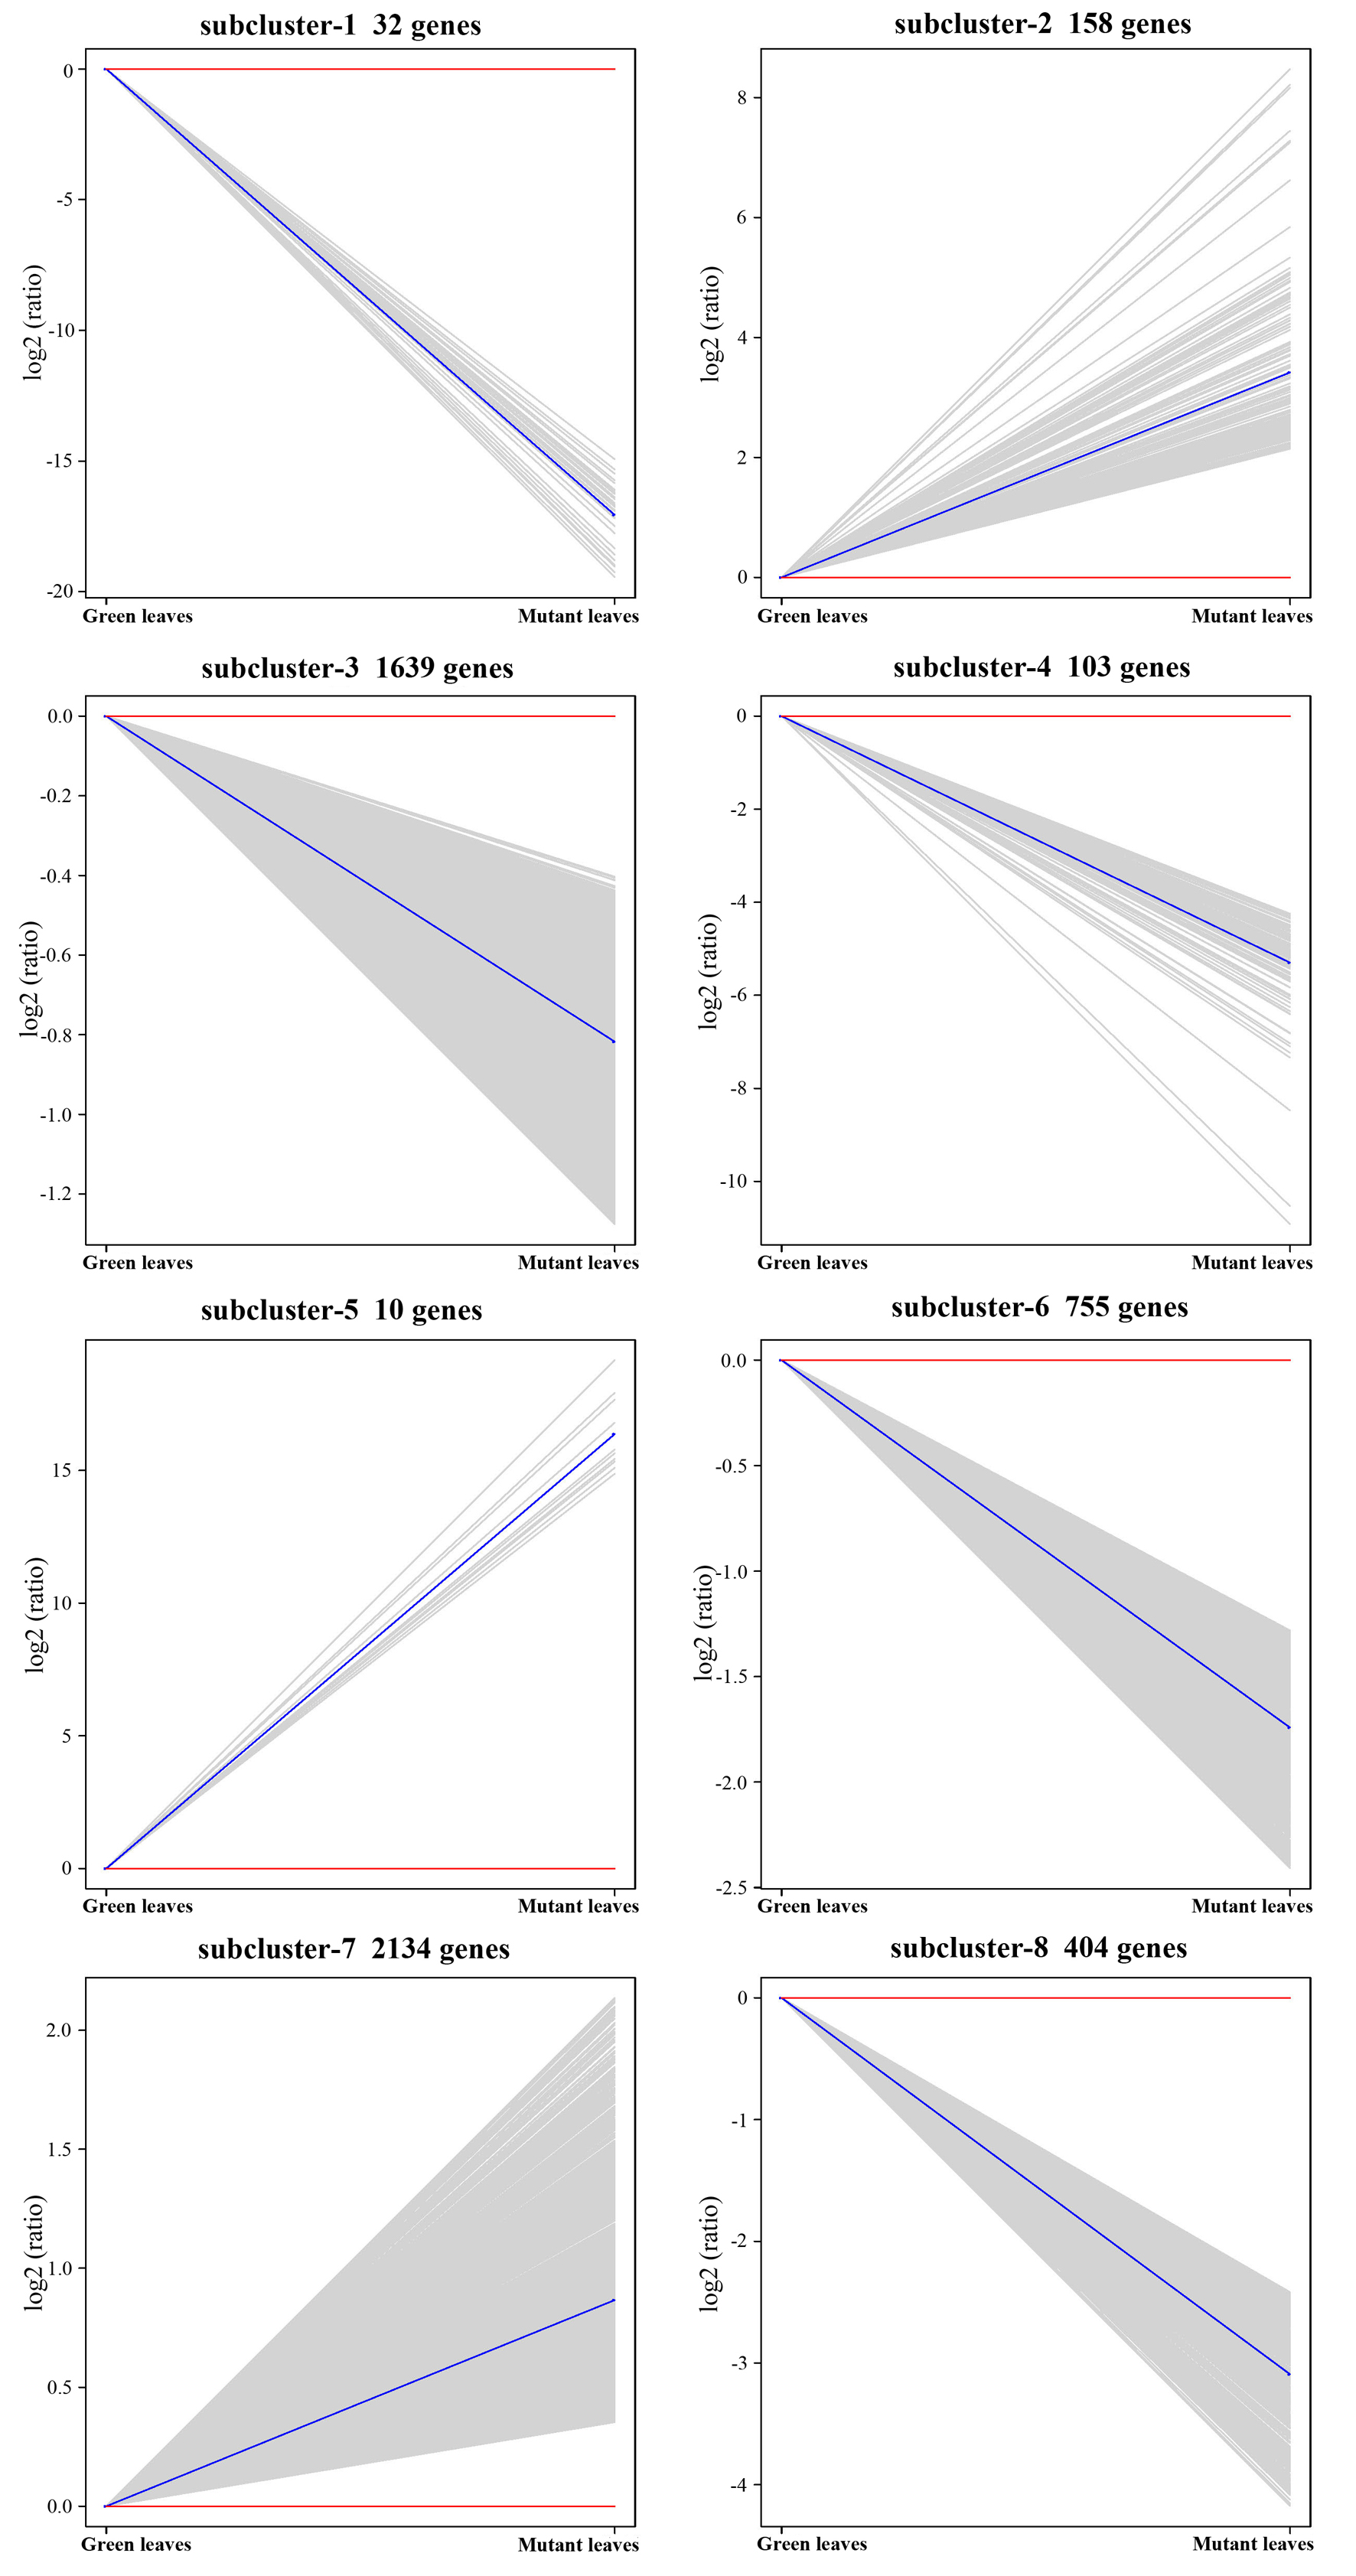
**

**Table S1**

| **Sample name** | **Green leaf-1** | **Green leaf-2** | **Mutant-1** | **Mutant-2** |
| --- | --- | --- | --- | --- |
| Raw reads | 42447190 | 55495410 | 52951034 | 39673144 |
| Clean reads | 41926112 | 54871734 | 52327416 | 39227506 |
| Clean bases | 6.21G | 8.12G | 7.75G | 5.81G |
| Error rate(%) | 0.01 | 0.01 | 0.01 | 0.01 |
| Q20(%) | 97.93 | 98.03 | 98.12 | 98.20 |
| Q30(%) | 95.30 | 95.48 | 95.68 | 95.85 |
| GC content(%) | 46.25 | 46.21 | 46.32 | 46.42 |
| Total mapped | 39479380 (94.16%) | 51720246 (94.26%) | 49547505 (94.69%) | 37014921 (94.36%) |
| Multiple mapped | 2322259 (5.54%) | 3035965 (5.53%) | 2706406 (5.17%) | 2195146 (5.6%) |
| Uniquely mapped | 37157121 (88.63%) | 48684281 (88.72%) | 46841099 (89.52%) | 34819775 (88.76%) |

**Table S2**

| **Function** | **Gene ID** | **TF family** | **Expression level in mutant** | **Annotation** |
| --- | --- | --- | --- | --- |
| Chlorophyll biosynthesis | Gb_08295 | HEMA | Up-regulated | Glutamyl-tRNA reductase |
|  | Gb_37725 | HEMA | Up-regulated | Glutamyl-tRNA reductase |
|  | Gb_13789 | HEMB | Up-regulated | Delta-aminolevulinic acid dehydratase |
|  | Gb_08885 | HEMC | Up-regulated | Porphobilinogen deaminase |
|  | Gb_19378 | HEME | Up-regulated | Uroporphyrinogen decarboxylase |
|  | Gb_37977 | HEMF | Up-regulated | Coproporphyrinogen-III oxidase |
|  | Gb_20294 | HEMF | Up-regulated | Coproporphyrinogen-III oxidase |
|  | Gb_09338 | PPO | Down-regulated | Protoporphyrinogen oxidase |
|  | Gb_09336 | PPO | Down-regulated | Protoporphyrinogen oxidase |
|  | Gb_09333 | PPO | Up-regulated | Protoporphyrinogen oxidase |
|  | Gb_09332 | PPO | Down-regulated | Protoporphyrinogen oxidase |
|  | Gb_09340 | PPO | Down-regulated | Protoporphyrinogen oxidase |
|  | Gb_06427 | CHLH | Down-regulated | Magnesium-chelatase subunit ChlH |
|  | Gb_04254 | CHLD | Down-regulated | Magnesium-chelatase subunit ChlD |
|  | Gb_27010 | ChlI | Down-regulated | Magnesium-chelatase subunit ChlI |
|  | Gb_19731 | CHLM | Down-regulated | Magnesium protoporphyrin IX methyltransferase |
|  | Gb_35840 | CRD | Down-regulated | Magnesium-protoporphyrin IX monomethyl ester [oxidative] cyclase |
|  | Gb_24083 | CHLG | Down-regulated | Chlorophyll synthase |
|  | Gb_34355 | HCAR | Up-regulated | 7-hydroxymethyl chlorophyll a reductase |
|  | Gb_29139 | NYC | Up-regulated | Chlorophyll(ide) b reductase NYC1 |
|  | Gb_38508 | NOL | Up-regulated | Chlorophyll(ide) b reductase NOL |
|  | Gb_04951 | PPH | Up-regulated | Pheophytinase, chloroplastic |
|  | Gb_20648 | RCCR | Up-regulated | Red chlorophyll catabolite reductase |
| Chloroplast development | Gb_05662 | GLK | Down-regulated | Transcription activator GLK1 |
| Chloroplast division | Gb_17194 | Ftsz | Down-regulated | Cell division protein FtsZ homolog 1 |
|  | Gb_27796 | Ftsz | Down-regulated | Cell division protein FtsZ homolog 2 |
|  | Gb_29948 | Ftsz | Up-regulated | Cell division protein FtsZ homolog 2 |

**Table S3**

| **Function** | **Gene ID** | **TF family** | **Expression level in mutant** | **Annotation** |
| --- | --- | --- | --- | --- |
| Carotenoid biosynthesis | Gb_27208 | PSY | Down-regulated | Phytoene synthase |
|  | Gb_24507 | ZISO | Up-regulated | 15-cis-zeta-carotene isomerase |
|  | Gb_09570 | ZDS | Up-regulated | Zeta-carotene desaturase |
|  | Gb_26868 | LCYE | Up-regulated | Lycopene epsilon cyclase |
|  | Gb_27593 | VDE | Up-regulated | Violaxanthin de-epoxidase |
|  | Gb_24102 | ZEP | Up-regulated | Zeaxanthin epoxidase |
|  | Gb_32510 | ZEP | Up-regulated | Zeaxanthin epoxidase |
| Flavonoid biosynthesis | Gb_01672 | PAL | Down-regulated | Phenylalanine ammonia-lyase |
|  | Gb_10949 | PAL | Up-regulated | Phenylalanine ammonia-lyase |
|  | Gb_25608 | PAL | Down-regulated | Phenylalanine ammonia-lyase |
|  | Gb_40571 | 4CL | Down-regulated | 4-coumarate--CoA ligase |
|  | Gb_19002 | CHS | Down-regulated | Chalcone synthase |
|  | Gb_20355 | CHS | Down-regulated | Chalcone synthase |
|  | Gb_19001 | CHS | Down-regulated | Chalcone synthase |
|  | Gb_24242 | DFR | Down-regulated | Dihydroflavonol-4-reductase |
|  | Gb_09087 | DFR | Up-regulated | Dihydroflavonol-4-reductase |
|  | Gb_26470 | DFR | Down-regulated | Dihydroflavonol-4-reductase |
|  | Gb_21870 | ANS | Down-regulated | Leucoanthocyanidin dioxygenase |
|  | Gb_33402 | ANS | Down-regulated | Leucoanthocyanidin dioxygenase |
|  | Gb_21868 | ANS | Down-regulated | Leucoanthocyanidin dioxygenase |
|  | Gb_21869 | ANS | Down-regulated | Leucoanthocyanidin dioxygenase |
|  | Gb_21859 | ANS | Down-regulated | Leucoanthocyanidin dioxygenase |
|  | Gb_11130 | ANS | Up-regulated | Leucoanthocyanidin dioxygenase |
|  | Gb_35183 | UFGT | Up-regulated | Anthocyanidin 3-O-glucosyltransferase |
|  | Gb_03245 | UFGT | Down-regulated | Anthocyanidin 3-O-glucosyltransferase |

**Table S4**

| **Gene ID** | **Forward primer (5’–3’)** | **Reverse primer (3’–5’)** |
| --- | --- | --- |
| Gb_08295 | CCAGACCTTCATTGCTCAGGT | ATCATCATCTCCGCCAGCTT |
| Gb_09338 | AAGGCAAGCTGAGGCCAGT | CCTCAACAGACTCCTCTCGACTC |
| Gb_29139 | GGCCACGGAATGTTGTCATA | TGCGTCACAGTTGTCTGCAC |
| Gb_05662 | TCCTTGCTCGTGAAGCAGAA | TTGGAGGATTGCCACTGTGT |
| Gb_05853 | TGCACGCACAGAGCATACTG | GGTCCTCCGGCAATTCTGTA |
| Gb_35125 | TGCAGCCTTGGTACTTGGTG | TGCAGCAAGAGAGCCTGAAC |
| Gb_15656 | CCAGGTCGAATATGCCATTG | TTGGTTCCAGCAGTGGTGAC |
| Gb_05115 | CTTCCTCTCAATGCCGGTCT | TGCTCTTCCTGCAAGGTGAA |
| Gb_04842 | GACATTGGCGGTTCTCTTCC | CGACGCCTCTCATATCCTGTT |
| Gb_27208 | TGAAGTCTGTGCTGAGTATGCGAAG | AAGTTCATCAGTCCTCCATAGATTGCC |
| Gb_24507 | AAGCCAATAAGGTCGGAAGTTCTGC | ACACTGCTGTTACCACGCCAAG |
| Gb_09570 | TCATCAACGAAGGTGGACGAATTGG | GGACTCGTGGCAAGAGCAACTG |
| Gb_26868 | AGCGGTTGCGACTGATACTTGTG | TGCGTATTCAACTTCAGTTCCACCAG |
| Gb_01672 | GCAGAAGTTGACCAGACCAGAGATG | CTCATACAGCGGATACGAACGACAG |
| Gb_19002 | CGAATTACCAACAGCGAGCACAAG | TCTCCTTCAGTATCTCCTCCGTCAAG |

How the deposited data were processed for this re-analysis (not part of the article)

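The data are read counts and FPKM values of 4 RNA-seq libraries of G. biloba, 2 from normal green leaves and 2 from the golden parts of mutant leaves, all collected in May. The paper names a single tree as their source, so the replicates do not measure variation between trees. Samples were assigned to leaf type and replicate from their labels and from the sample names of Table S1. The labels name the striped leaves as the mutant tissue and the paper names the golden parts.

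The authors filtered the raw reads, mapped the clean reads to the G. biloba genome with HISAT 2.0.4 and made the deposited counts with HTSeq 0.6.1, and these counts are not normalized. The counting mode, the strandedness and the annotation version are not stated in the paper or its supplement, nor is the step that gave the 1209 genes whose identifiers are not of the Gb type. The authors computed the deposited FPKM values from the same counts, scaled for gene length and library depth. Replicates were not pooled. No genome or annotation was at hand, so genes are named by their identifiers and by the names of Tables S2, S3 and S4 and Figs. 4b and 6b, without coordinates, gene lengths or a check of reads shared between near-identical genes.

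Counts on genes summed to 14086193 and 18104348 in the green libraries and to 16974694 and 12456914 in the mutant libraries. At these depths a CPM of 1 is between 12.46 and 18.10 counts, so genes with a CPM below 1 rest on few counts. Replicates of a leaf type were not copies of each other, since the chi-square of their counts per degree of freedom was 19.45 in green leaves and 14.54 in the mutant.

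From the counts, log2 fold changes of mutant against green leaves were computed with edgeR 4.0.16 in R 4.3.3, with its filter on low counts, TMM normalization (factors 0.982, 1.006, 1.018 and 0.994), its quasi-likelihood test and Benjamini-Hochberg adjustment over 21809 genes. A gene was called at an adjusted p below 0.05, the threshold of the paper's methods. The standard error is the log2 fold change divided by the square root of the test's F. With 2 libraries against 2, an exact permutation test cannot go below p = 0.33, and tests of other splits of the samples were not made because they need at least 3 per group. Genes of the paper's lists were counted by direction at the threshold, and no test was made on the lists as a whole because the authors chose these genes from the same samples. From the FPKM values, a gene was taken as expressed in a leaf type when its mean was above 1.

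By a rule fixed before the files were seen, the genes that could be named in the text were those that the paper lists, many of which are given only in counts and ranges, and the 5 genes with the largest increase and the 5 with the largest decrease among those past the threshold, with both mutant libraries on the same side of both green libraries and a mean CPM of at least 1 in a leaf type.

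The tests were tried on simulated counts with 200 changed genes drawn at the means and depths of the real libraries. The spread of the tested genes followed edgeR's trend without variation between genes, and far fewer genes changed than were called in the data. The rates below hold for these settings only. The quasi-likelihood test recovered 79.5% of the changed genes, and 96% of those changed by 2 on the log2 scale, always with the right sign, and 7.6% of its calls were false. The comparison of counts with FPKM, which found the 68 genes that follow the other leaf type's depths, found 40 of 40 genes interchanged in simulated tables and no other gene. There the FPKM was computed exactly from the counts, and the exchange was the one searched for. This outcome could hardly differ, so it checks the procedure only and is no evidence on the deposited values.

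Alternatives fixed before the files were seen were DESeq2 1.42.0, the exact test of edgeR, the size factors of DESeq2 in edgeR, no filter on low counts, at least 10 counts in every library, the replicate number as a block, leaving out each library in turn, limma 3.58.1 on log2(FPKM + 1) and on log2(FPKM + 0.1), stricter thresholds, and other FPKM cut-offs. The exchange of green and mutant values in the 68 genes, tested with edgeR and DESeq2, and leaving these genes out of the fit were added after seeing the data. Gene Ontology terms, KEGG pathways, the transcription factor families of all DEGs, RT-qPCR, pigments and ultrastructure were not analysed here, because the files hold none of these. Scripts ran in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.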

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

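The first flag is a signal in the relation of the deposited counts to the deposited FPKM, which the paper does not report on. In 68 of the 27234 genes with counts in at least 2 libraries, the count per unit of FPKM follows the depths of the other leaf type. In the remaining 27166 genes it follows the gene's own libraries, with a deviation of at most 6.7e-08 on the natural log scale. In the 68 genes the smallest deviation was 0.731 as deposited and the largest was 5.4e-09 after green replicate 1 was exchanged with mutant replicate 1 and green replicate 2 with mutant replicate 2. Of the 68 genes, 34 are among the 133 genes of the paper's lists. They are 10 of the 18 chlorophyll biosynthesis genes, GLK, 2 of the 3 Ftsz genes, all 9 LHC genes and 12 of the 18 PSII genes, and all 34 were lower in the mutant as deposited. The other 34 all carry identifiers that are not of the Gb type, and all were higher in the mutant as deposited.

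Predictions for the explanations of this pattern were written after it was seen. An interchange of green and mutant values in these rows predicts that 1 exchange brings all of them to the ratios of the other genes, and it did so for all 68. Mislabelled libraries would affect all genes, but 27166 genes followed their own libraries. A gene length that differs between samples would give each gene its own ratios, but there was 1 pattern among the 68 genes. If only the FPKM values were misplaced and the counts in place, replicates would be closest in the counts as deposited. Using the counts alone, 61 of the 68 genes had closer replicates after the exchange, and the median difference between replicates fell from 0.79 to 0.18 on the log2 scale. In the other genes with at least 10 counts in every library it was 0.20 as deposited and 0.84 after such an exchange. Rows picked without regard to the paper's lists would rarely include 34 listed genes (Fisher's exact test across genes, p = 6.6e-62).

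A further test used the numbers of expressed genes in the paper, with the main cut-off of a mean FPKM above 1. If the exchange had been in the table from which the paper counted expressed genes, the 4 numbers would be reached with the rows as deposited, but 0 of the 4 were. After the exchange all 4 were reached exactly, 20442, 20225, 1068 and 851. Each of the 4 numbers differed by 11 as deposited, so together they make 1 match. The 11 genes that move these numbers all lie outside the paper's lists, so this test does not bear on the 34 listed genes. When the 34 genes outside the lists were replaced by draws from 588 other genes without Gb identifiers that were higher in the mutant, 3 of 10000 draws reached the same numbers (permutation p = 4.0e-04). Of the explanations tested, only an interchange of the values in these rows remains, and the files do not show at which step or for what reason it came about. With the exchange, all 34 listed genes change from lower to higher in the mutant, so the direction of the chlorophyll biosynthesis, GLK, Ftsz, LHC and most PSII genes rests on which arrangement is right. No biological explanation was tested, since the leaf type gives no reason for the count and the FPKM of a gene to follow the depth of another library.

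The other flags are the genes with the largest changes, none of which the paper discusses. The 5 largest log2 fold changes above 0 were 9.568 for Gb_30548, 8.509 for Gb_35482, 8.418 for Gb_30093, 8.285 for Gb_35476 and 8.278 for Gb_35477. The 5 largest below 0 were -10.865 for Gb_37305, -10.678 for Gb_05435, -10.321 for Gb_11801, -10.158 for Gb_03740 and -9.325 for Gb_28846. Gb_37305 had 3686 and 4863 counts in the green libraries and 2 in each mutant library. Gb_35477 had 28 and 6 counts in the green libraries and 5748 and 4304 in the mutant. Counts from a single library would leave the second library of the higher group with few counts. The smallest count there was 33 (prediction written after the result). The genes were picked with both mutant libraries on the same side of both green libraries, which largely keeps out such cases. The count of 33 therefore describes these genes but cannot serve as a test of this explanation. None of these genes follows the other leaf type's depths (0 of 10). Gb_35476, Gb_35477 and Gb_35482 lie close together by identifier, and reads shared between similar copies could not be tested without the sequences. A difference between library batches could not be tested either, as the labels give no batch. Since these explanations stay open, a difference between the leaf types is only a hypothesis for these genes. All 10 are without a function in the files.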

How the results depend on the processing

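The main settings and all alternatives except the exchange of the 68 genes and their omission were chosen before the processed files arrived. Of the 21 counts reported, 5 stayed within 1.5 times their main value under every one of these alternatives, namely the flavonoid genes lower in the mutant, all flavonoid DEGs, the genes expressed in green leaves, the genes expressed in the mutant and the genes expressed only in green leaves. Of the 143 named genes, 78 kept their direction and their side of the threshold under all of these alternatives. Of the values of single genes under these alternatives, 1483 stayed on their side, 101 fell below the threshold, 87 rose above it and 20 changed sign.

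The threshold had the largest effect on the number of DEGs. At an adjusted p below 0.01 and a fold change above 2 there were 2060 DEGs, 651 higher and 1409 lower in the mutant, and at an unadjusted p below 0.01 with the same fold change 2871, 976 and 1895. The stricter adjusted threshold left 2 chlorophyll biosynthesis DEGs, 2 of them higher and 0 lower, 2 degradation genes higher, 0 LHC genes lower, 2 PSII genes lower, 11 photosynthesis genes lower and 5 higher, 1 carotenoid gene higher and 5 transcription factor genes lower. Most listed genes change by less than 1 on the log2 scale, so the fold change cut alone could remove them.

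Without the filter on low counts, 9 chlorophyll biosynthesis, 2 chloroplast development, 7 LHC and 14 PSII genes were lower. The filter sets the genes over which edgeR shares its estimate of the spread, which may explain why genes near the threshold pass. With limma on FPKM, at either pseudocount, 10 chlorophyll biosynthesis, 3 chloroplast development, 7 LHC, 15 PSII and 41 photosynthesis genes were lower. The FPKM of the 68 genes that follow the other leaf type carry that leaf type's depth, so the replicates of these genes lie closer in FPKM than in normalized counts, which could explain the gain. The exact test gave 1 chloroplast development gene lower. Requiring at least 10 counts in every library left 8 transcription factor genes lower, because it drops genes with few counts in the mutant. At a mean FPKM above 0, 1596 genes were expressed only in the mutant.

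Across the 4 fits that each left out 1 library there were from 3941 to 5501 DEGs, from 1619 to 2487 DEGs higher in the mutant, from 2322 to 3029 DEGs lower in the mutant, from 0 to 6 chlorophyll biosynthesis genes lower, from 5 to 7 higher, from 5 to 13 in all, from 0 to 1 chloroplast development genes lower, from 0 to 5 LHC genes lower, from 3 to 5 PSI genes lower and from 8 to 11 transcription factor genes lower. With 1 library of a leaf type left, the spread rests on the other type alone, so which genes pass can depend on a single library. Leaving out green replicate 1 turned 18 named genes from lower to higher, and leaving out mutant replicate 1 turned 2 of the same genes. Their log2 fold changes over the 4 fits were Gb_04254 (-0.941 to 0.015), Gb_19731 (-0.857 to 0.026), Gb_35840 (-0.702 to 0.248), Gb_24083 (-1.027 to 0.086), Gb_17194 (-0.789 to 0.069), Gb_27796 (-0.87 to 0.25), Gb_25594 (-1.02 to 0.079), Gb_14933 (-0.634 to 0.178), Gb_32082 (-0.73 to 0.199), Gb_25595 (-0.916 to 0.129), Gb_08408 (-0.7 to 0.135), Gb_33225 (-1.065 to 0.178), Gb_03097 (-0.796 to 0.18), Gb_31653 (-1.097 to 0.081), Gb_23437 (-0.807 to 0.23), Gb_03750 (-0.95 to 0.023), Gb_39017 (-0.693 to 0.128) and Gb_26118 (-0.768 to 0.034). All 18 are among the 68 genes that follow the other leaf type's depths. Their counts were scaled to the depths of the labelled libraries, so these changes of sign need not reflect variation between replicates.

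The exchange of green and mutant values in the 68 genes was chosen after seeing the data. It gave 7642 DEGs, against 7468 as deposited. With the exchange, 0 chlorophyll biosynthesis genes were lower and 18 higher, 0 LHC genes and 3 PSII genes were lower, and 41 photosynthesis genes were higher. DESeq2 on the exchanged counts gave 0 and 18, 0 and 3, and 42. All 34 listed genes among the 68 changed sign, with log2 fold changes of Gb_09338 1.477, Gb_09336 1.26, Gb_09332 1.269, Gb_09340 1.427, Gb_06427 1.359, Gb_04254 0.756, Gb_27010 1.069, Gb_19731 0.667, Gb_35840 0.514, Gb_24083 0.743, Gb_05662 1.167, Gb_17194 0.627, Gb_27796 0.576, Gb_25594 0.743, Gb_05853 0.961, Gb_14933 0.492, Gb_23735 0.806, Gb_41161 0.867, Gb_23732 1.034, Gb_32082 0.545, Gb_25595 0.684, Gb_08408 0.561, Gb_33225 0.701, Gb_40726 1.153, Gb_00451 1.985, Gb_19153 3.523, Gb_02226 0.76, Gb_03097 0.597, Gb_31653 0.77, Gb_23437 0.548, Gb_03750 0.748, Gb_03955 4.723, Gb_39017 0.564 and Gb_26118 0.625. Of the other 109 named genes, 1 rose above the threshold and none fell below it.

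The replicate number as a block gave 6217 DEGs, and 8 named genes fell below the threshold. With 2 libraries per leaf type the depth limits mainly the genes with few counts. MYB8 and MYB86, at a CPM near 1 in green leaves, had standard errors of 0.71 and 0.76 on the log2 scale. Requiring 10 counts in every library left 125 of the 143 named genes. Some alternatives gave no value for single genes, since limma's filter kept 140 of the 143.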

Differences from the paper's values

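For the down-regulated DEGs the paper gives 2302 genes, and the main fit gave 4046. Of the alternatives set before the files were seen, DESeq2 (2969), the fits that each left out 1 library (2322 to 3029) and an unadjusted p below 0.01 with a fold change above 2 (1895) came within 1.5 times of the paper's value. The edgeR exact test (4291), DESeq2's size factors in edgeR (4027), no filter (4888), at least 10 counts in every library (3659), the replicate block (3466), limma on FPKM (3868 and 3774) and an adjusted p below 0.01 with a fold change above 2 (1409) did not. DESeq2 on the counts with the 68 genes exchanged, chosen after seeing the values, gave 2995.

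The paper reports 15 PSI subunit genes lower in the mutant, and 6 of these 15 genes were lower at the threshold here. None of the alternatives set before the files were seen closed this gap, nor did the exchange of the 68 genes. The paper reports 18 PSII subunit genes lower, against 7 here. Without the filter on low counts there were 14, and with limma on log2(FPKM + 1) or log2(FPKM + 0.1) there were 15. None of the other alternatives came within 1.5 times of the paper's value, and the exchange of the 68 genes gave 3. The numbers 15 for PSI and 18 for PSII are those of the paper's results text. Its discussion gives 18 for PSI and 15 for PSII, and 15 is also the number of lower PSII genes with limma.

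For the expressed genes the paper gives 20442 in green leaves, 20225 in the mutant, 1068 only in green leaves and 851 only in the mutant. The main values were 20431, 20236, 1057 and 862, within 1.5 times of the paper's. The exchange of green and mutant values in the 68 genes, chosen after seeing the values, gave 20442, 20225, 1068 and 851, the paper's 4 values exactly. The genes that move these numbers are outside the paper's lists, so the match does not bear on the listed genes.

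For all DEGs the paper gives 5235, and the main fit gave 7468. DESeq2 gave 5266 and the fit without mutant replicate 1 gave 5231. The paper has more up-regulated than down-regulated DEGs, 2933 against 2302. Every fit here had more genes lower than higher in the mutant. DESeq2 gave 2297 higher and 2969 lower, so of the DESeq2 numbers, 2969 is the nearer to the paper's up-regulated genes and 2297 the nearer to its down-regulated genes. The thresholds in the paper's results text, a fold change above 2 and p below 0.01, gave 2871 DEGs here when p was not adjusted and 2060 when it was.

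For the chlorophyll biosynthesis DEGs the paper gives 18 in its results text and 17 in its discussion, and the main fit gave 12. Without the filter on low counts there were 17. With limma on log2(FPKM + 1) there were 18, all with the directions of the deposited values, 10 lower and 8 higher. The exchange of the 68 genes, chosen after seeing the values, also gave 18, with edgeR and with DESeq2, but with all 18 higher.

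The paper's text describes the Ftsz genes as reduced in the mutant, but Gb_29948 was higher, at 0.50 on the log2 scale, and Table S2 also lists it as up-regulated. The paper calls all the chlorophyll biosynthesis genes it lists DEGs, whereas CHLH, CHLD, CHLI, CHLM, CRD and CHLG did not pass an adjusted p of 0.05 as deposited in the main fit, and neither did GLK, 2 Ftsz genes and 8 of the 9 LHC genes. With limma on log2(FPKM + 1), these chlorophyll biosynthesis genes, GLK and the 2 Ftsz genes passed. All these genes and the 9 LHC genes follow the other leaf type's depths. The main fit scaled their counts to the depths of the labelled libraries, which can widen their spread. With the exchange, chosen after seeing the data, all of them passed, but as higher in the mutant. Their failure to pass is therefore no clear difference from the paper. The paper describes the LHC genes as very significantly reduced. The smallest adjusted p among them was 0.024 in the main fit, 5.0e-04 with DESeq2, where also only 1 of the 9 genes passed, and 0.0093 with limma on log2(FPKM + 1), where 7 of the 9 passed. The paper describes photosynthesis genes as down-regulated, but 19 of the 64 genes of Fig. 4b were higher at the threshold, including PSI gene Gb_19355 (0.74) and PSII gene Gb_30734 (0.64), the most expressed genes of their sets. With the replicate number as a block in edgeR, Gb_19355 still passed (adjusted p = 0.0398) but Gb_30734 did not (adjusted p = 0.083).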

Other observations

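More genes were lower than higher in the mutant, 4046 against 3422, a ratio of 1.18, and the ratio was 2.16 at an adjusted p below 0.01 with a fold change above 2. Predictions for 3 technical explanations were written before their tests. After the counts of all libraries were thinned to the smallest total the ratio was 1.19, so the difference in depth does not account for it. Without the 10 genes with most counts it was 1.19 as well, so in this fit with TMM normalization these 10 genes do not account for it. Gene length, taken from the count per unit of FPKM, did matter. In 3 classes of 7247 genes each, the ratio was 1.51 among the shortest genes, 1.63 in the middle class and 0.66 among the longest. The excess of lower genes is therefore turned round among long genes and cannot be told apart from an effect of gene length.

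The log2 difference between mutant and green leaves rose with gene length (Spearman's rho across 21741 genes 0.11, with medians of -0.04, -0.09 and 0.11 in the short, middle and long class). Genes are not independent replicates, so no p is given. The trend was present in each of the 4 pairs of a mutant with a green library, with rho between 0.09 and 0.11. Between the mutant replicates rho was 0.01 and between the green replicates -0.07, so samples of 1 leaf type can also differ with gene length. The class medians between replicates were smaller, at 0.02, 0.01 and -0.02 in green leaves and -0.02, -0.01 and 0.0 in the mutant. With 1 pair of replicates per leaf type, how far libraries can differ with gene length is not known. The trend between the leaf types therefore cannot be told apart from such a difference. Among the 7247 genes with the highest expression rho was 0.18, so low expression of short genes does not account for the trend. Both predictions were written after the length classes were seen. A difference in RNA quality or library preparation may add to such a trend, and no data on either are in the files, so a biological reading is not supported by these tests.

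In the flavonoid genes the 2 green replicates differed by a median of 0.55 on the log2 scale, against 0.24 between the mutant replicates. In 12 of the 18 genes green replicate 2 was the higher, among them 11 of the 14 genes that were lower in the mutant. Noise of genes at this level of expression predicts that sets drawn at the same levels differ as much. In 10000 drawn sets the median difference was 0.15 with a 95th percentile of 0.23, and none reached 0.55 (permutation p = 1.0e-04, the smallest these draws can give). The prediction was written after the result was seen. A candidate explanation is that the green leaves of the 2 replicates differed in the activity of the flavonoid pathway, for instance through light or age, but the labels give neither, and a difference in collection or batch was not tested. The decrease of the pathway in the mutant was larger than this difference for each of the lower genes and stayed at 13 or 14 genes when 1 library was left out.

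Among the 43 photosynthesis genes of Fig. 4b that follow their own libraries, the more expressed ones tended to be higher in the mutant (Spearman's rho across genes 0.31, Pearson's r 0.31, permutation p = 0.021 for rho). In the upper part by expression 14 of 21 genes were higher in the mutant and in the lower part 7 of 22. The hypothesis that this sets photosynthesis genes apart did not hold up, since random sets of 43 DEGs had a rho as large with p = 0.12. The relation does not rest on the 68 genes, which are left out of the 0.31. With all 64 genes rho was 0.28 as deposited and 0.19 after the exchange. Both predictions were written after the relation was seen.

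The RT-qPCR of Fig. 7 covers 15 genes, and 3 of them (PPO Gb_09338, GLK Gb_05662 and LHCB Gb_05853) are among the 68 genes that follow the other leaf type's depths. The paper's RT-qPCR shows these 3 genes lower in the mutant in May, the direction of the counts as deposited and not that of the exchanged counts, where their log2 fold changes were 1.48, 1.17 and 0.96. The RT-qPCR values themselves are not in the files analysed here, and the difference was not tested. Among the 5 PPO genes, which are close together by identifier, the only one that follows its own libraries, Gb_09333, had a log2 fold change of 1.62.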
